# USP13 drives lung squamous cell carcinoma by switching lung club cell lineage plasticity

**DOI:** 10.1186/s12943-023-01892-x

**Published:** 2023-12-13

**Authors:** Juntae Kwon, Jinmin Zhang, Boram Mok, Samuel Allsup, Chul Kim, Jeffrey Toretsky, Cecil Han

**Keywords:** USP13, c-Myc, Lung squamous cell carcinoma, Lineage plasticity, GEMM

## Abstract

Lung squamous cell carcinoma (LUSC) is associated with high mortality and limited targeted therapies. USP13 is one of the most amplified genes in LUSC, yet its role in lung cancer is largely unknown. Here, we established a novel mouse model of LUSC by overexpressing USP13 on Kras^G12D/+;^ Trp53^flox/flox^ background (KPU). KPU-driven lung squamous tumors faithfully recapitulate key pathohistological, molecular features, and cellular pathways of human LUSC. We found that USP13 altered lineage-determining factors such as NKX2-1 and SOX2 in club cells of the airway and reinforced the fate of club cells to squamous carcinoma development. We showed a strong molecular association between USP13 and c-MYC, leading to the upregulation of squamous programs in murine and human lung cancer cells. Collectively, our data demonstrate that USP13 is a molecular driver of lineage plasticity in club cells and provide mechanistic insight that may have potential implications for the treatment of LUSC.

**Graphical Abstract:**

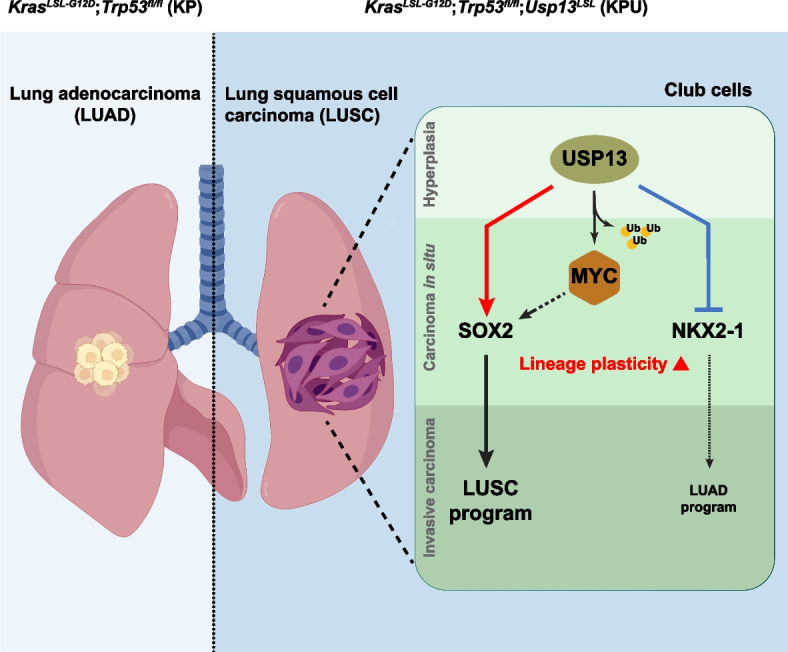

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-023-01892-x.

## Background

Lung cancer is the most common cancer and is the leading cause of cancer-related death worldwide [1, 2]. Non-small cell lung carcinoma (NSCLC) and small-cell lung carcinoma (SCLC) are the two most frequent lung cancers. NSCLC accounts for more than 85% of lung cancer cases and is classified into lung adenocarcinoma (LUAD, 50%), lung squamous cell carcinoma (LUSC, 30-40%), and large cell carcinomas [1]. Unfortunately, most patients with LUSCs are diagnosed at an advanced stage with high mortality [3]. The lack of targeted therapy specific to LUSC leaves advanced-stage patients with few treatment options. Targeted therapies for LUSC have been challenging due to the high level of tumor heterogeneity, fewer oncogenic mutations identified, a limited mechanistic understanding of oncogenic pathways, and a lack of representative mouse models [3, 4]. Recently, lineage plasticity, the ability of a cell to change from one differentiation state to a different identity, has been linked to intratumoral heterogeneity, histological transition among tumor subtypes, and potential mechanisms of therapeutic resistance in lung cancers [5, 6].

Cell-of-origin influences tumor histotypes, malignancy, lineage plasticity, and tumor microenvironment [7–10]. Multiple stem/progenitor cells in the lung epithelium with distinct capabilities of lineage plasticity have been reported in basal-like stem cells (BSCs) in the trachea, secretoglobin family 1A member 1 (SCGB1A1, also known as CC10)-positive secretory club cells in bronchioles, surfactant protein C (SFTPC, also known as SPC)-positive alveolar type 2 (AT2) pneumocyte cells in the alveolar ducts, and CC10/SPC dual-positive bronchioalveolar stem cells (BASCs) in the bronchioalveolar junctions (BADJs) [11–13]. LUSC is characterized by the expression of genes centered around squamous cell fate decisions and/or the squamous cell differentiation program [3, 14]. The cell of origin for LUSC has been hypothesized to be BSCs, AT2 cells, BASCs, and club cells of small airways [7, 14]. Cell lineage-specifying transcription factors have driven diverse lung cancer types [15]. Specifically, SRY-box transcription factor 2 (SOX2) is a key determinant of squamous cell fate and promotes squamous cell carcinoma of the lung. NK2 homeobox 1 (NKX2-1, or TTF-1) is another key factor for regulating lung lineage transcription programs and is enriched in LUAD [16–18].

Human LUSC develops from normal airway epithelium and progresses through hyperplasia, squamous metaplasia, dysplasia, and carcinoma [19]. However, not all preneoplasia is destined to progress to invasive LUSC, and it is not fully understood which molecular changes establish each stage and drive progression. More than 90% of human LUSC tumors exhibit chromosome 3q26 copy number gains (CNGs) as a genetic hallmark of LUSC [20, 21]. Ch.3q26 CNGs occur in preneoplastic lesions and at a higher frequency in subsequent malignant lesions, suggesting that 3q26 CNGs may be associated with the transition from the premalignant to the invasive LUSC [19, 22]. Notably, this 3q26 amplicon contains *SOX2* and a number of additional potential drivers or modifier genes that may be of biological and therapeutic relevance to LUSC tumorigenesis [20]. While *KRAS* mutations are frequently observed in human LUAD, various studies have also discovered *KRAS* mutations in 1%-6% of LUSC [23–25]. Notably, in up to half of human LUSC tumors, the KRAS driving pathway is activated, most commonly due to transcriptional upregulation and amplification of *KRAS* and the upstream receptor tyrosine kinases *EGFR* (epidermal growth factor receptor) and *FGFR1* (fibroblast growth factor receptor 1) [26]. Nevertheless, it is not known whether *KRAS* mutations contribute to LUSC progression [23].

*USP13* is located on chromosome 3q26 amplicon, alongside the oncogene *PI3CA* (phosphatidylinositol-3-kinase catalytic subunit, α-isoform) and *SOX2* in human LUSC [20]. As a deubiquitinase enzyme, USP13 has been implicated in tumor promotion or suppression by regulating the stability of various substrate proteins via deubiquitination processes [27, 28]. USP13 functions as an oncogenic factor during tumorigenesis in ovarian cancer by regulating cancer metabolism and metastasis [29, 30]. USP13 promotes tumorigenic potential, cell invasion, and cell survival in different human cancers [31–33]. Conversely, USP13 acts as a tumor suppressor by stabilizing PTEN (phosphatase and tensin homolog) in oral squamous cell carcinoma, breast cancer, and bladder cancer [34–37]. These findings highlight that the function of USP13 can be contextually influenced and vary across diverse tumor types. Here, we developed and employed a novel GEMM to elucidate the role of USP13 in lung cancer development. USP13 is sufficient to reprogram lineage plasticity in murine bronchiole club cells and drive invasive squamous cell carcinoma development in the context of oncogenic *Kras* activation and *Trp53* deletion.

## Methods

### Mice

*Usp13*^*LSL/LSL*^ (U) mouse strain was previously described [30]. C57BL/6J *Kras*^*LSL-G12D/+*^ (K) mouse and C57BL/6J *Trp53*^*flox/flox*^ (P) mouse were purchased from The Jackson Laboratory (#008179, #008462). K, KU, KP, and KPU mice were established by breeding with different mice combinations. Genotypes were confirmed with allele-specific primers (Table S1) using tail-ti*p-*derived DNA. Similar numbers of male and female mice with desired genotypes were used as experimental mice, and no histologic differences were observed between male mice and female mice. All mice were housed under standard housing conditions at the Division of Comparative Medicine animal facilities, and all animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of Georgetown University.

### Cell culture

Isolation of primary lung cancer cells from KP and KPU mice was performed as previously described with minor modifications [38, 39]. At the endpoint of experiments, tumor-bearing mice were sacrificed, and the lungs were perfused by D-PBS. The tissue was briefly rinsed in PBS and transferred to PBS-containing Petri dishes. Tumor lesions were excised with a scissor and minced with a sterile blade. The tumor-containing tissue was incubated with DMEM-supplemented collagenase/dispase (100 ul/ml) (Sigma-Aldrich, Cat#11097113001) and DNase I (40 ul/ml) (Sigma-Aldrich, Cat#11284932001) for 1 h at 37 °C in 5% CO2 cell culture incubator. The reaction was stopped by the addition of a cold medium and filtered by 70 µm cell strainer to generate single-cell suspensions. This mixture was briefly spun in a benchtop centrifuge and the supernatant was discarded. Digested tissue was re-suspended in DMEM supplemented with 10% FBS and 1% penicillin–streptomycin (PS), and washed three times with 1 ml solution prior to plating in a 6-well tissue culture plate. During subsequent culture, fibroblasts were counter-selected by selective trypsinization, and cell clusters with a homogenous morphology were clonally expanded. These clones were further characterized by genotyping PCR and western blotting. Human NSCLC cell lines were obtained from ATCC and cultured in DMEM supplemented with 10% FBS and 1% PS. Except when a different concentration was indicated, the reagents were dissolved in dimethyl sulfoxide (DMSO) and added to the cells at the following concentrations: cycloheximide (CHX; 100 µg/ml) (Thermo Fisher Scientific, Cat#J6690103), MG-132 (10 µg/ ml) (Cayman Chemical, Cat#10012628), Spautin-1 (10 µM) (Selleckchem, Cat#S7888), and 10058-F4 (10 µM) (Selleckchem, Cat#S7153).

### Mouse lung tumor initiation

Anesthetized K, KU, KP, or KPU mice at 7-14 weeks of age were infected by intratracheal intubation [40] with 3x10^7^ pfu of Ad5-CMV-Cre, 5-10 x10^7^ of Ad5-CC10-Cre, or 2.5-5 x10^9^ pfu of Ad5-SPC-Cre adenovirus (University of Iowa). Viruses were administered in a Biosafety Level 2+ room according to Institutional Biosafety Committee guidelines. For immunohistochemistry of murine tissues, KP and KPU mice were sacrificed at 10-14 weeks post-adenoviral infection. K and KU mice were sacrificed at 44-50 weeks post infections to match stages of tumor development and burden. Lung histopathological features and stages were evaluated by a certified thoracic pathologist.

### Immunohistochemistry

For formalin-fixed samples, mouse tissues were fixed in 10% neutral buffered formalin for 24 h at room temperature (RT), washed in D-PBS and transferred to 70% ethanol. Formalin-fixed paraffin-embedded (FFPE) sections at 5 µm were dewaxed, rehydrated and subjected to high-temperature antigen retrieval by boiling 20 min in a 2100 Antigen retriever in 0.01 M citrate buffer (Vector laboratories) at pH6.0. Slides were quenched of endogenous peroxide in 3% H_2_O_2_ for 5 min, then blocked in 2.5% goat serum in TBS/0.08% Tween-20 (TBS-T) for 1 h, and then stained overnight with primary antibias in blocking buffer (2.5% goat serum). M.O.M Elite® Immunodetection Kit (Vector Laboratories, Cat# PK-2200) was used for primary mouse antibodies following the manufactural instruction. HR*P-*conjugated secondary antibody (Vector Laboratories) was used at 1:200 dilution in TBS-T, incubated for 30 min at RT followed by DAB staining (Vector Laboratories, Cat#SK-4100). The primary antibodies include: USP13 (Santa Cruz, Cat# sc-514416) 1:600, NKX2-1 (Abcam, Cat# ab76013) 1:2000, SPC (Abcam, Cat# ab211326) 1:500, SOX2 (CST, Cat# 3728) 1:400, Cytokeratin 5 (Thermo Fisher Scientific, Cat# MA5-17057) 1:2000, MYC (Abcam, Cat# ab32072) 1:400. Images of H&E and IHC-stained slides were acquired on the inverted microscope with microscope cameras DFC7000 T (Leica Microsystems). Human tissue microarray (TMA) sections were purchased from Biomax (Cat#HLugA150CS02, LUAD; Cat#HLug-Squ150Sur-02, LUSC; Cat#LC2162, NSCLC). For IHC score quantification, images were digitally scanned with Aperio GT 450. IHC score was quantified by Fiji software. IHC score = % of positive cells multiplied by intensity. IHC-stained slides were digitally scanned with Aperio GT 450 to quantify human tissue microarray. Tumor regions were manually annotated, and image analysis algorithms were applied to tumor regions. The algorithms distinguish cells as positive or negative based on the staining intensity per cell.

### Immunofluorescence

Immunofluorescence staining of mouse lung tumors was conducted using primary antibodies of NKX2-1 (Abcam cat# ab76013), SOX2 (Santa Cruz, Cat# sc-365823), CC10 (Santa Cruz, Cat# sc-365992), and SPC (Abcam, Cat# ab211326) flowed by Alexa Fluor™ Plus 594 and Alexa Fluor™ Plus 488-labeled secondary antibodies (Thermo Fisher Scientific, Cat# A32742 and Cat# A32731). Slides were then mounted with DAPI-containing Fluoroshield Mounting Medium (Sigma-Aldrich, Cat#ab104139), visualized under the microscope (Leica Microsystems, Cat#DFC7000 T)

### Immunoblotting

Cell pellets were directly used or flash frozen and stored at -80℃ until use. Total protein lysates were prepared with 1% N*P-*40 lysis buffer, separated via SDS-PAGE, and transferred to a PVDF membrane. Membranes were blocked for 1 h in 5% milk followed by overnight incubation with primary antibodies directed against USP13 (Santa Cruz, Cat# sc-514416), NKX2-1 (Abcam, Cat#ab76013), SOX2 (CST, cat#14962), MYC (Abcam, Cat#ab32072), CK5 (CST, Cat#71536), p63 (Abcam, Cat#ab124762), SPC (Abcam, Cat#ab211326), β-actin (Santa Cruz, Cat# sc-47778), FLAG-tag (Sigma-Aldrich, Cat#F1804), Myc-tag (CST, Cat#2276), HA-tag (Thermo Fisher Scientific, Cat#14-6756-63) at 4℃. Membranes were washed for 3 x 10 min at RT in TBS-T. Mouse and rabbit HR*P-*conjugated secondary antibodies (Jackson ImmunoResearch, 1:10,000) were incubated for 50 min in 1% milk at RT followed by washing 3 x 10 min at RT in TBS-T. Membranes were exposed to Clarity Western ECL Substrate (Bio-rad, Cat# 1705061) and detected on ChemiDoc MP Imaging System (Bio-Rad, Cat#17001402). Quantification of immunoblots was performed using ImageJ.

### Quantitative real-time PCR

Total RNA was extracted from cells using RNeasy Plus Micro Kit (Qiagen), processed for cDNA synthesis using the Reverse Transcription Kit (Applied Biosystems, Cat#4374966), and subjected to the quantitative RT-PCR using SYBR Green Mix (Applied Biosystems, Cat#A25742). The expression genes were normalized to the expression of human actin as a housekeeping gene. Primers for qPCR: human USP13 (5’-ACAGCCAGGAGAGGAAGAAC-3’ and 5’-TCAATTGGTTC ATCAGGCGA-3’), human MYC (5’- CCTGGTGCTCCATGAGGAGAC-3’ and 5’- CAGACTCTGACCTTTT GCCAGG-3’), and human β-actin (5’-CACCATTGGCAATGAGCGGTTC-3’ and 5’-AGGTCTTTGCGGA TGTCCACGT-3’).

### Knockdown and overexpression of USP13 and MYC

Cells were seeded into a 6-well plate at a 60% confluency for transient overexpression and transfected with desired plasmids using Lipofectamine 3000 (Thermo Fisher Scientific, Cat#L3000001). The transfection was performed according to the manufacturer’s recommended protocol, using a 3:1 ratio of Lipofectamine/DNA. The next day after transfection, the medium was changed.

To generate shRNA constructs against USP13, the following sequences are targeted: shUSP13-1: 5’- AAGGGAACATGTTGAAAGACAT-3’ and shUSP13-2: 5’-GCATGTCGCAAGGCTGTGT-3’. Those sequences were cloned into pLKO.1-puro (Addgen, Cat#8453) plasmid. pLKO.1-puro USP13 shRNA plasmids were confirmed by direct sequencing. pCDH-puro-cMYC was purchased from Addgene (Cat# 46970), and pCDH-puro-USP13 was previously generated [29]. For the generation of the high-titer virus, HEK293T cells were transfected with a three-plasmid system including psPAX2 (Addgene, Cat# 12260), pMD2.G (Addgene, Cat#12259), and lentiviral plasmid. Viruses were harvested at 48 and 72 h post-transfection and stored at -80℃ until use. To establish stable cell lines, lentiviral transduced cells were selected with puromycin (2–3 µgml^–1^) 48 h post-infection, and individual colonies were propagated and validated by western blotting (protein).

To knock down MYC protein, the following control siRNA (Cat#sc-37007) and siMYC RNA (Cat#sc-29226) were purchased from Santa Cruz and transfected into cells using siRNA Transfection Reagent (Cat#sc-29528) followed by the manufacturer’s instructions.

### Mouse tumor bulk RNA-seq

Anesthetized KP and KPU mice at 7-14 weeks of age were infected by intratracheal intubation with 3x10^7^ pfu of Ad5-CMV-Cre adenovirus. After 12 weeks, mice were sacrificed, and lungs were perfused with 20 mL of PBS. Large tumors were dissected and homogenized and RNA was extracted using RNeasy Plus Micro Kit according to manufacturer’s instructions (Qiagen, Cat#74134). Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Reads were quantified using HTSeqv0.6.1. Rank-log transformed normalized counts from DESeq2 were used as inputs for PCA, GSEA, and IPA analysis [41].

### Pathway enrichment

Gene set enrichment analysis (GSEA) was performed using GSEA 4.0 (Broad) with gene-set permutation [42]. Gene set annotations were taken from Molecular Signatures Database (MSigDB v7.0.1) [43]. The significance level of enrichment was evaluated using permutation test, and the *p-*value was adjusted by Benjamini–Hochberg procedure. Any enriched gene sets with adjusted *p-*value ≤ 0.05 were regarded as significant. Pathway and upstream factor analysis were performed through Ingenuity Pathway Analysis (IPA) software (Qiagen) [44]. Genes were analyzed using Core Analysis to identify statistically significant canonical pathways via right-tailed Fisher’s exact test. IPA pathway databases also estimate regulatory direction for a subset of the canonical pathways and statistical significance with activation z-score. Additionally, using the Comparison Analysis tool, the respective datasets (with padj < 0.01) were compared and a heatmap illustrating the activation z scores for each upstream factor in each dataset.

### Immunoprecipitation

HEK293T cells were transiently transfected using Lipofectamine 3000. Cell lysis was carried out with lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1 mM EDTA, and 0.1% N*P-*40) supplemented with protease and phosphatase inhibitors. Immunoprecipitation was performed using Protein G agarose beads (Roche, Cat#11719416001), 1 µg of the specific Ab, and 500 µg of protein lysates. Beads were washed three times with immunoprecipitation buffer, boiled for 10 min in reducing 4X SDS Laemmli Sample Buffer (Bio-Rad, Cat#1610747), and denatured at 95 ℃ for 10 min. Total cell lysates and immunoprecipitants were separated by SDS–polyacrylamide gel electrophoresis and analyzed by western blotting

### Ubiquitin assay

HEK293T cells were transiently co-transfected with indicated plasmids. After 48 h, cells were treated with 10 µg/ml MG-132 (Cayman Chemical, Cat#10012628) for 6 h before being collected. Cells were lysed and incubated with ANTI-FLAG® M2 Affinity Gel (Sigma-Aldrich, Cat#A2220). Beads were washed three times with immunoprecipitation buffer, boiled for 10 min in reducing 4X SDS Laemmli Sample Buffer and denatured at 95 ℃ for 10 min. Total cell lysates and immunoprecipitants were separated by SDS–polyacrylamide gel electrophoresis and analyzed by western blotting.

### Quantification and statistical analysis

Statistical analyses were conducted using GraphPad Prism 8 (GraphPad Software, CA, USA). To compare two groups, a two-tailed Student's t-test was used with significance considered at *P <* 0.05. Correlation between USP13 and MYC at mRNA and protein level was measured by Pearson correlation. Data were presented as means with SEM unless otherwise specified. Survival data was obtained from the Kaplan-Meier plotter (https://kmplot.com/). All histopathological results were blinded to pathologists, and the evaluation reports, including the classification of different groups, are provided by pathologists.

## Results

### USP13 is highly amplified in NSCLC and correlated with poor prognosis

The *USP13* gene copy number is highly amplified in human LUSC and several other cancers, including ovarian cancer, esophageal cancer, and head and neck cancer (Fig. 1A). Among 50 human ubiquitin-specific peptidases (USPs), *USP13* was specifically amplified in LUSC patients (Fig. S1A). The Cancer Genome Atlas (TCGA) genomics revealed *USP13* amplification (≥ 5 copies) or gain (1-3 copies) in 91% (427 cases) of LUSC and 29% (145 cases) of LUAD (Fig. 1B). *USP13* is closely located with squamous lineage factors SOX2 and *TP63* within chromosome 3q26-28 locus and coamplified in LUSC and LUAD (Fig. 1B, Fig. S1B). Over half of the *USP13* copy number gain/amplification co-occurred with *KRAS* gene alteration in LUSC and LUAD (Fig. 1B). Interestingly, the mRNA expression of LUSC markers (*KRT16*, *KRT17*, *UPK1B*, and *ALOXE3*) was upregulated in *USP13*-amplified LUAD with *KRAS* mutations (Fig. S1C). The *USP13* mRNA level elevated with increasing gene copy number in both LUSC and LUAD (Fig. 1C). LUSC patients with high *USP13* mRNA expression tended to have poor relapse-free survival (*p <* 0.05). LUAD patients with high *USP13* expression showed reduced overall survival (*p <* 0.05) (Fig. 1D). Immunohistochemistry (IHC) analysis in human LUSC and LUAD tissue microarrays revealed that while USP13 protein is barely expressed in normal human lung tissues, LUSC samples have ∼16.7-fold higher expression levels of USP13 (*p <* 0.0001). USP13 protein was increased in all grades of LUSC patients (Fig. 1E). LUAD tissue samples showed an ~1.5-fold higher expression level of USP13 than normal adjacent tissues (*p <* 0.001) (Fig. 1F).

**Fig. 1:**
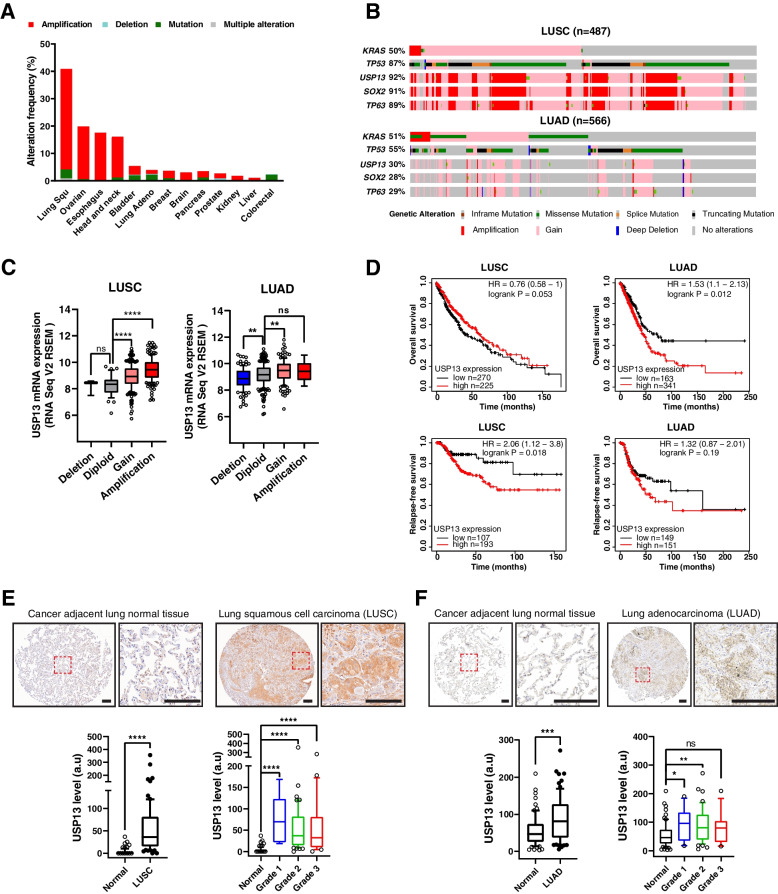
*USP13* is highly amplified in NSCLC and associated with poor survival. **A** Genomic alteration frequency of *USP13* gene in multiple cancer types. **B** Oncoprint mutation profile of *KRAS*, *TP53*, *USP13*, *SOX2,* and *TP63* in LUSC (top) and LUAD (bottom). *USP13*, *SOX2,* and *TP63* genes are co-amplified in NSCLC. **C** The correlation between mRNA expression and copy number variations (CNVs) of *USP13* in LUSC (left) and LUAD (right). **D** Kaplan-Meier plots of NSCLC patients stratified by *USP13* expression: Overall survival (top) and relapse-free survival (bottom) in LUSC (left) and LUAD (right). *p-*values were calculated using the log-rank test. **E** USP13 protein level in human LUSC. Representative IHC-staining images in a tissue microarray of adjacent normal tissue and LUSC (top) (scale bar, 200 µm). The red boxed areas on the left images were magnified and shown on the right. Relative USP13 protein levels in LUSC (*n=*75) and normal tissues (*n=*75) (bottom, left). USP13 expression levels in different LUSC grades (bottom, right). Grade 1 (*n=*5), grade 2 (*n=*50) and grade 3 (*n=*20). **F** USP13 protein level in human LUAD. Representative IHC-staining images in a tissue microarray of adjacent normal tissue and LUAD (top) (scale bar, 200 µm). The red boxed areas on the left images were magnified and shown on the right. Relative USP13 protein levels in LUAD (*n=*75) and normal tissues (*n=*75) (bottom left). USP13 expression levels in different LUAD grades (bottom, right). Grade 1 (*n=*11), grade 2 (*n=*45) and grade 3 (*n=*19). a.u., arbitrary unit. In (**C**), (**E**), and (**F**), boxes indicate the 10-90 percentile. Two-tailed unpaired t-tests, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### USP13 drives squamous cell carcinoma development in* Kras*/*Trp53*-mutant mouse lung

To investigate the role of USP13 in the 3q26 amplicon in lung tumorigenesis, we crossed a conditional *Usp13* knock-in (KI) mouse model (named *Usp13*^*LSL/LSL*^, U) with *Kras*^*G12D/+*^ (K) and *Trp53*^*flox/flox*^ (P) mice to generate the *Kras*^*G12D/+*^; *Trp53*^*flox/flox*^; *Usp13*^*LSL/LSL*^ (KPU) model (Fig. S2A). Lung tumor development was induced via intratracheal administration of adenovirus expressing Cre recombinase (Ad5-CMV-Cre), leading to activation of oncogenic *Kras*, homozygous deletion of *Trp53*, and overexpression of *Usp13* in murine lung epithelium (Fig. 2A). First, we observed that the survival of KPU mice was noticeably shorter than that of *Kras*^*G12D/+*^; *Trp53*^*flox/flox*^ (KP) mice (Fig. 2B). Tumors were detectable in all lung lobes at 10-14 weeks post Ad5-CMV-Cre viral induction in both KP and KPU mice. Despite developing fewer tumor nodules, the sizes of each tumor driven by KPU were significantly larger than those driven by KP (Fig. 2C and D). Conditional activation of oncogenic *Kras*^*G12D*^ and homozygous *Trp53* targeting in the mouse (KP) lung is a well-established mouse model of human LUAD [45]. Indeed, LUAD-related histological features were observed in KP tumors (Fig. S2B). Surprisingly, KPU tumors driven by *Usp13* overexpression exhibited squamous characteristics in their histology, such as keratin material and intercellular bridges (Fig. S2C). Furthermore, KPU tumors displayed heterogeneous histological features, such as SCLC- or sarcoma-like characteristics, in a few lesions (Fig. S2C).

**Fig. 2:**
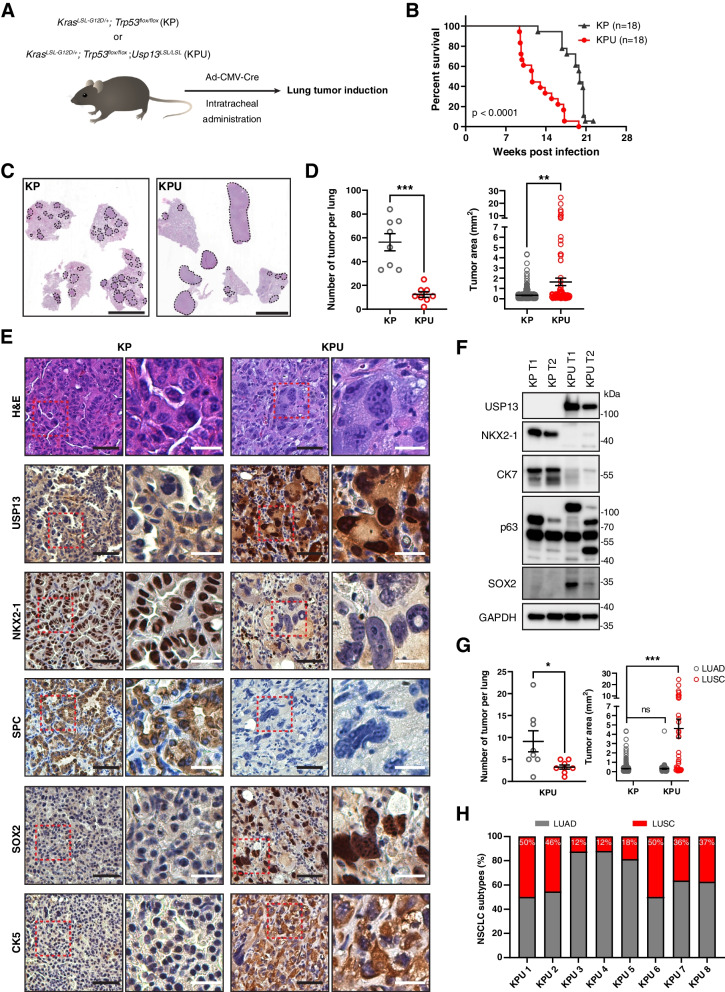
USP13 overexpression drives LUSC development in the KP mouse model. **A** Schematic of the experimental procedure using KP and KPU mouse model. KP or KPU mice were infected with the Adeno-CMV-Cre virus (Ad5-CMV-Cre) via intratracheal administration. **B** Survival analysis of KP and KPU mice upon virus infection. The *p-*value was calculated using a log-rank test. **C** Representative hematoxylin and eosin (H&E) staining of KP and KPU lung at 12 weeks post-viral infection. Dotted lines indicate tumor nodules. Scale bar = 5 mm. **D** Quantification of individual tumor number and area in KP and KPU mice at 10-14 weeks post-Ad5-CMV-Cre virus infection (*n=*8 mice/group). **E** Representative images for H&E, USP13, NKX2-1, SPC, SOX2, and CK5 IHC stains of the KP and KPU tumors. The red boxed areas on the left images were magnified and shown on the right. Black scale bar = 50 µm, White scale bar = 20 µm. (F) Western blot showing the expression of USP13, NKX2-1, CK7, p63, and SOX2 in KP and KPU tumors. GAPDH is a loading control. **G** Quantification of tumor number and area for LUAD and LUSC components in KPU mice. *n=*8 for each group. **H** The ratio of NSCLC subtypes in each KPU mouse (*n=*8). In (**D**) and (**G**), error bars indicate mean ± SEM. Two-tailed unpaired t-tests, *p < 0.05, **p < 0.01, ***p < 0.001

We further examined KP and KPU tumors using IHC analyses. KP tumors expressed LUAD markers, including NKX2-1 and SPC (Fig. 2E). KPU tumors exhibited strong expression of squamous markers (SOX2 and CK5), while adenocarcinoma markers were dramatically downregulated (Fig. 2E). We also confirmed the differential expression of LUAD and LUSC markers in KP and KPU tumor lysates by immunoblot analysis. NKX2-1 and CK7 signals were downregulated, while altered expression of the p63 isoform and upregulated SOX2 were detected in KPU tumor lysates (Fig. 2F). Based on IHC characteristics, we classified the tumor subtype in each tumor nodule of KP and KPU lungs. All KP tumors were determined to be adenocarcinoma (Fig. 2G). Two major lung subtypes, LUAD and LUSC, were observed in 100% of KPU mice with predominantly squamous histology in the large size of tumor nodules (Fig 2G and H). The small size of KPU tumors exhibited components of LUAD similar to KP tumors (Fig. S2D). Next, we wondered whether overexpression of USP13 induces LUSC development in the *Kras*^*G12D/+*^ background (K). We compared lung tumors in K mice [46] and *Kras*^*G12D/+*^; *Usp13*^*LSL/LSL*^ (KU) mice after Ad5-CMV-Cre viral infection (Fig. S2E). Similar to KPU mice, KU mice developed fewer tumor nodules with increased tumor size than K mice (Fig. S2F). However, none of the LUSC components was observed in tumors of KU mice (Fig. S2G), suggesting that depletion of TP53 is critical for LUSC development driven by USP13. Collectively, these data revealed that overexpression of USP13 drives LUSC development in the context of oncogenic *Kras* activation and deletion of *Trp53*.

### Lineage reprogramming pathways are enriched in KPU tumors

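Lung tumors were dissected from KP and KPU mice 12 weeks after infection with Ad5-CMV-Cre, an adenovirus that delivers Cre recombinase to the airway. Cre starts tumors in both genotypes, which lack *Trp53*, and KPU tumors additionally overexpress *Usp13* from an allele that the same recombinase switches on. RNA was sequenced in 24 libraries, which the sample labels number as KP 1 to 4 and KPU 1 to 4 with 3 libraries each. The labels call the 3 libraries biological replicates, while their identifiers share a single number, read here as that of an animal. Whether they are separate samples of a tumor or separate tumors of a mouse is not stated. The 3 libraries under a number were taken here as the same tumor and averaged, with the tumor as the independent unit (n = 4 per genotype). The n = 4 of each test rests on this reading. It also counts KPU 1 and KPU 3 as separate tumors, although they lay closer together than any pair of KP tumors. The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with STAR, counted them per gene with HTSeq and deposited the counts after division by DESeq2 size factors, for 15896 genes. In every library 100% of these values were whole multiples of a single step, so whole reads could be recovered. Between 14771182 and 28666680 reads were counted on genes in the 12 KP libraries (median 16817652) and between 16188676 and 22457196 in the 12 KPU libraries (median 19712392), which adds up to 50061306 to 60219921 reads per tumor. The normalized counts of each tumor were put on the scale log2(value + 1) and compared between the genotypes with limma, with Benjamini-Hochberg adjustment over all genes. A minimum mean of 5 normalized counts was set, but the lowest mean of any gene was 8.07 and the minimum removed 0 genes. On this scale the fold change of a gene with few reads is understated. *Usp13* (ENSMUSG00000056900, chromosome 3, 32817546 to 32938071) was 49.6 ± 15.8 (SD, n = 4 tumors) normalized counts in KP and 9764 ± 3582 (SD, n = 4) in KPU, a log2 fold change of 7.58 (standard error 0.31, limma adjusted p = 6.8e-06). Its 4 KP tumors lay between 34.8 and 67.4 and its 4 KPU tumors between 7431 and 15025, and over 28 alternative fits the log2 fold change stayed between 7.33 and 7.91. The libraries also differed in a way that the genotypes do not explain. For each library, the log2 deviation of each gene from the median library of its genotype was taken, and the GC gap is the median deviation of the genes with a GC content of at least 54.8% minus that of the genes with at most 45.2%, which are the upper and lower quartiles of the genes. The gap was between 1.16 and 2.49 in 5 libraries and between -0.39 and 0.63 in the other 19. The 5 are library 2 of KP 2, libraries 1 and 2 of KPU 1, library 2 of KPU 2 and library 3 of KPU 3, and mitochondrial genes made up 0.00615% to 0.0120% of their normalized counts against 0.130% to 1.03% in the others. The limit of 1 that parts them was set after the gaps had been seen, and all 24 libraries were kept in the values given at each result.

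**Figure D1:**
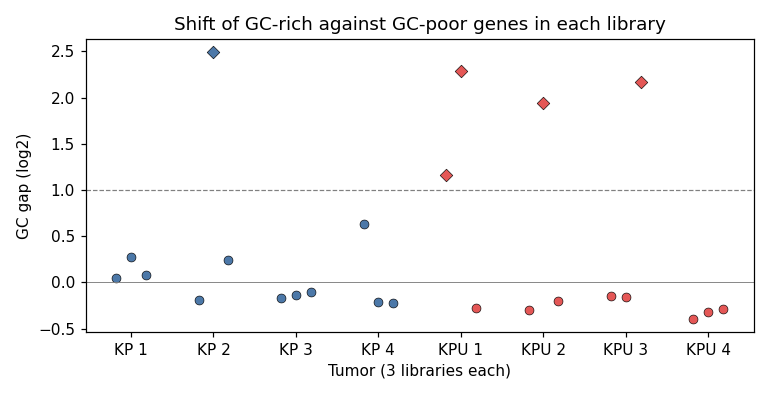
GC gap (log2) of each of the 24 libraries, by tumor, with KP in blue and KPU in red. Diamonds are the 5 libraries above the dashed line at 1, with gaps of 1.16 to 2.49.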

To analyze the molecular characteristics of KPU tumors, we conducted bulk RNA sequencing. 

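The spread within each genotype was measured as the Euclidean distance of each tumor from the mean of the other 3 tumors of its genotype, over the 500 genes that varied most within the genotypes. This distance was 31.4 ± 4.87 (SD, n = 4 tumors) in KP and 82.2 ± 9.88 (SD, n = 4) in KPU. The difference of 50.8 had an exact two-sided permutation p of 0.029 (n = 4 against 4), the smallest that 4 tumors against 4 can give. The distances were permuted as they stood and not recomputed for each assignment. Those of a genotype are measured against shared tumors, so they are not independent and the p is only nominal. With 1 minus Spearman's correlation in place of the Euclidean distance, the means were 0.127 in KP and 0.621 in KPU, and every KPU tumor again lay above every KP tumor. Pairs of tumors were also compared by the root mean square of their log2 differences over 12957 genes. It was 0.432 to 0.703 among the 6 pairs of KP tumors, 0.313 between KPU 1 and KPU 3, and 1.16 to 1.59 among the other 5 pairs of KPU tumors. In a principal component analysis of the 24 libraries over the 500 most variable genes, the first component held 64.7% of the variance and the second 18.9%. On the first component the 4 KP tumors lay between -57.2 and -39.2, and KPU 1 to KPU 4 lay at 73.6, 41.3, 74.5 and 15.5. On the second component the same KPU tumors lay at -31.3, 56.7, -31.3 and 38.6. The alternative that moved the first component most was the use of all genes, with 47.3% of the variance. The KPU tumors are named here by the numbers 1 to 4 of their sample labels.

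**Figure D2:**
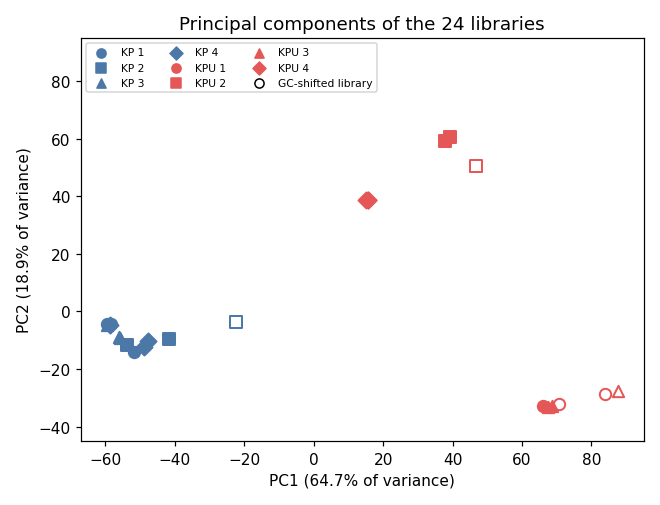
First and second principal component of the 24 libraries over the 500 most variable genes, with KP in blue, KPU in red, one symbol per tumor number and open symbols for the 5 GC-shifted libraries. On the second component KPU 1 and KPU 3 lie near -31.3, KPU 2 at 56.7 and KPU 4 at 38.6.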

Compared to KP tumors, the KPU tumor transcriptome exhibited greater heterogeneity and was classified into two distinct clusters (KPU type 1 and type 2) (Fig. 3A). Consistent with histopathological analysis, the expression levels of LUSC marker genes were increased, while the levels of LUAD markers were downregulated in KPU tumors (Fig. 3B), which resembles the molecular signature of human LUSC (Fig. S3A). 

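The marker genes of Fig. 3B were summarised in each tumor as the mean of log2(normalized count + 1) over the list. The 8 LUSC markers had a score of 6.09 ± 0.43 (SD, n = 4 tumors) in KP and 8.17 ± 1.14 (SD, n = 4) in KPU, and the difference was 2.08 (exact two-sided permutation p = 0.029, Benjamini-Hochberg adjusted over the 15 lists 0.043). Of these markers, 7 were higher and 1 was lower in KPU, and 4 of the higher ones passed an adjusted p under 0.05 over all genes (limma), or 5 when the adjustment covered the list alone. *Gpc1* (ENSMUSG00000034220, chromosome 1, 92831645 to 92860779) was 1099 ± 845 (SD, n = 4 tumors) normalized counts in KP and 14883 ± 9488 (SD, n = 4) in KPU, a log2 fold change of 3.74 (standard error 0.61, limma adjusted p = 0.0022). *Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) was 305 ± 239 (SD, n = 4 tumors) normalized counts in KP and 4041 ± 1664 (SD, n = 4) in KPU, a log2 fold change of 3.92 (standard error 0.58, limma adjusted p = 0.0014). The other markers that passed were *Krt20*, with a log2 fold change of 2.07 and an adjusted p of 0.026, and *Reps1*, with 1.22 and 0.012. The keratins of squamous epithelium differed among the KPU tumors. *Krt5* (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) was 66.7, 284, 4.86 and 8.41 normalized counts in KPU 1 to KPU 4 and 2.01 to 13.8 in KP, a log2 fold change of 2.18 (standard error 1.19, limma adjusted p = 0.2). *Krt13* was 5.09, 6424, 3.07 and 114 in KPU 1 to KPU 4 and 3.15 to 10.3 in KP, a log2 fold change of 3.17 (standard error 2.01, limma adjusted p = 0.27). *Krt17* rose by 1.79 (adjusted p = 0.054, limma). *Trp63* (ENSMUSG00000022510, chromosome 16, 25683763 to 25892102) was the marker that was lower in KPU, at 7.86, 25.0, 2.57 and 5.50 normalized counts in KPU 1 to KPU 4 against 15.2, 4.56, 22.6 and 146 in KP 1 to KP 4, a difference within the spread of the tumors (log2 fold change -1.47, limma adjusted p = 0.3). The 7 LUAD markers had a score of 13.94 ± 0.06 (SD, n = 4 tumors) in KP and 10.25 ± 1.40 (SD, n = 4) in KPU, a difference of -3.69 (exact permutation p = 0.029, adjusted 0.043). All 7 were lower in KPU, and for 6 of them the adjusted p was under 0.05 over all genes and over the list alone. The largest fall was that of the surfactant gene *Sftpb* (ENSMUSG00000056370, chromosome 6, 72304610 to 72314371), 430704 ± 151705 (SD, n = 4 tumors) normalized counts in KP and 16658 ± 10149.7 (SD, n = 4) in KPU, a log2 fold change of -5.10 (standard error 0.72, limma adjusted p = 0.001). The remaining one, *Qsox1*, fell by 0.68 on the log2 scale (adjusted p = 0.17, limma). With each tumor left out in turn, the difference of the LUSC score stayed between 1.54 and 2.43, with an exact permutation p of 0.029 to 0.057 and all KPU tumors beyond all KP tumors in each of the 8 fits, and that of the LUAD score between -4.16 and -3.05. From the rise of the LUSC markers and the fall of the LUAD markers, the paper states that the expression of KPU tumors follows their histopathology and resembles the molecular signature of human LUSC.

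**Figure D3:**
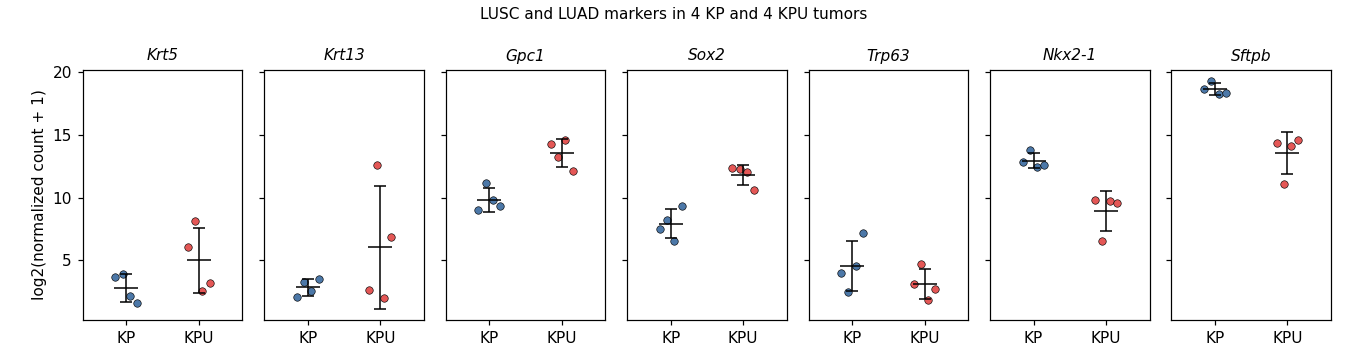
log2(normalized count + 1) of 5 LUSC and 2 LUAD markers in the 4 KP (blue) and 4 KPU (red) tumors; each point is a tumor, in the order of its number, and bars give the mean and SD. *Krt13* is at 6424 normalized counts in KPU 2 and at 3.07 in KPU 3, while *Nkx2-1* and *Sftpb* are lower in every KPU tumor than in every KP tumor.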

Notably, KPU type 1 tumors exhibited upregulation of SCLC and LUSC marker gene expression together (Fig. 3B). 

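For the 5 SCLC markers of Fig. 3B the score, again the mean of log2(normalized count + 1), was 4.50, 4.93, 3.85 and 4.04 in KP 1 to KP 4 and 6.87, 3.58, 6.78 and 5.23 in KPU 1 to KPU 4. Over the genotypes the difference was 1.29 (exact permutation p = 0.2, adjusted 0.23), which is within the spread of the KPU tumors. The LUSC score of the same tumors was 7.97, 9.80, 7.13 and 7.78 in KPU 1 to KPU 4 and 5.85, 6.38, 5.62 and 6.52 in KP 1 to KP 4. *Chga* (ENSMUSG00000021194, chromosome 12, 102554969 to 102565028) was 38.4, 0.329, 32.7 and 26.4 normalized counts in KPU 1 to KPU 4 and at most 8.12 in KP. *Eno2* was 218, 47.8, 277 and 36.8 in KPU 1 to KPU 4 and 12.7 to 50.2 in KP. *Syp* was 59.9, 4.90, 53.7 and 23.2 in KPU 1 to KPU 4 and 27.7 to 56.6 in KP, with no direction that held in every fit (log2 fold change -0.47, and 0.25 without KPU 2). *Aurka* was the only SCLC marker above every KP tumor in all 4 KPU tumors, with a log2 fold change of 0.91 (adjusted p = 0.054, limma). Of the 5 markers, 0 passed an adjusted p under 0.05 over all genes and 2 passed when the adjustment covered the list alone.

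**Figure D4:**
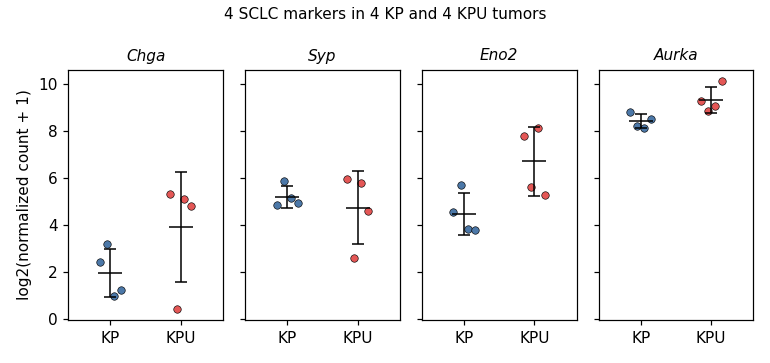
log2(normalized count + 1) of 4 SCLC markers in the 4 KP (blue) and 4 KPU (red) tumors; each point is a tumor, in the order of its number, and bars give the mean and SD. *Chga* is at 0.329 normalized counts in KPU 2 and at 38.4, 32.7 and 26.4 in KPU 1, KPU 3 and KPU 4.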

We identified 1,050 differentially expressed genes (DEGs) in KPU tumors compared to KP tumors (657 upregulated and 393 downregulated; |log2FC| ≥ 3.5, *p <* 0.01, FDR < 0.01) (Fig. S3B; Table S2). 

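Compared tumor by tumor with limma, 590 of the 15896 genes had an absolute log2 fold change of at least 3.5 with p and adjusted p under 0.01, of which 242 were higher and 348 lower in KPU. At an adjusted p under 0.05 with no limit on the fold change, 4301 genes differed, 2056 higher and 2245 lower. In 4841 genes (30.5%) all 4 KPU tumors lay beyond all 4 KP tumors, where chance gives 2.86%. The alternative that moved the first count most was DESeq2 on the recovered reads of the 24 libraries taken as independent samples, which gave 1051 genes, 658 higher and 393 lower. DESeq2 on the reads summed per tumor gave 964, 587 higher and 377 lower. Of the genes in the paper's Table S2, 1039 were found by symbol, and all had the same direction in the tumor comparison. Of these, 547 were past the threshold of the paper in the tumor comparison, and 763 had an adjusted p under 0.05. In 277 of them the KP and KPU tumors overlapped, 252 of the 650 higher ones and 25 of the 389 lower ones. Among genes whose 4 KPU tumors all lay beyond the KP tumors, and whose adjusted p was under 0.01, the 5 largest rises were those of *Gpr149*, *Usp13*, *Klhl1*, *Tmem179* and *1700012B09Rik*. *Gpr149* (ENSMUSG00000043441, chromosome 3, 62529077 to 62605140) was 2.25 ± 0.835 (SD, n = 4 tumors) normalized counts in KP and 769 ± 179 (SD, n = 4) in KPU, a log2 fold change of 7.90 (standard error 0.33, limma adjusted p = 6.8e-06). *Klhl1* was 241, 397, 221 and 1418 normalized counts in KPU 1 to KPU 4 and at most 3.47 in KP. *Tmem179* was 1602, 522, 1493 and 293 in KPU 1 to KPU 4 and at most 14.5 in KP, and *1700012B09Rik* was 1048, 11279.5, 982 and 671 and at most 14.6. The 5 largest falls under the same conditions were those of *Gkn2*, *Alb*, *Habp2*, *Apob* and *Gpa33*. *Gkn2* (ENSMUSG00000030049, chromosome 6, 87373357 to 87379497), which encodes a gastrokine, was 9379 ± 4094 (SD, n = 4 tumors) normalized counts in KP and 27.9 ± 8.05 (SD, n = 4) in KPU, a log2 fold change of -8.25 (standard error 0.38, limma adjusted p = 7.6e-06). The log2 fold changes of the other 4 were between -7.35 and -7.01, and in KPU their highest normalized count was 20.6.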

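The hallmark gene sets were not used here, and the genes were instead the 35 that Fig. 3D lists from the EMT set, all of them found in the table. Their score, the mean of log2(normalized count + 1), was 9.03 ± 0.25 (SD, n = 4 tumors) in KP and 11.45 ± 0.47 (SD, n = 4) in KPU, a difference of 2.42 (exact permutation p = 0.029, adjusted 0.043). Every KPU tumor lay above every KP tumor, with KPU 1 to KPU 4 at 11.87, 11.07, 11.84 and 11.02 and KP 1 to KP 4 at 8.85, 9.41, 8.97 and 8.90. With each tumor left out in turn the difference stayed between 2.28 and 2.56, and without the 5 GC-shifted libraries it was 2.40. These 35 genes were chosen by the authors as higher in KPU on the same data, so their score describes the size and spread of that rise. For the whole hallmark EMT set, the paper's Table S3 gives a normalized enrichment score of -1.72 with a nominal p of 0.0390 and an FDR q of 0.163, where a negative score stands for KPU. In the same table the paper's score against KP is -2.19 for KPU type 1 and -2.13 for KPU type 2, each with an FDR q of 0.001.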

Gene set enrichment analysis (GSEA) with hallmark gene sets revealed that KPU tumors were highly enriched in the epithelial-mesenchymal transition (EMT) pathway (Fig. 3C; Table S3). 

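All 35 EMT genes of Fig. 3D were higher in KPU than in KP, with log2 fold changes from 0.57 to 6.34. For 28 of them the adjusted p was under 0.05 over all genes (limma), and for 32 when the adjustment covered the list alone, which is a list of the paper's own calls on these data. In 25 of them all 4 KPU tumors lay above all 4 KP tumors. *Vim* (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826), which encodes vimentin, was 7005 ± 806 (SD, n = 4 tumors) normalized counts in KP and 98323 ± 38925 (SD, n = 4) in KPU, a log2 fold change of 3.72 (standard error 0.32, limma adjusted p = 1.1e-04). *Snai2* (ENSMUSG00000022676, chromosome 16, 14705852 to 14709385) was 23.2 ± 4.10 (SD, n = 4 tumors) normalized counts in KP and 150.1 ± 99.9 (SD, n = 4) in KPU, a log2 fold change of 2.37 (standard error 0.52, limma adjusted p = 0.0099). *Fn1* (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), which encodes fibronectin, was 13158 ± 4676 (SD, n = 4 tumors) normalized counts in KP and 37836 ± 16213 (SD, n = 4) in KPU, a log2 fold change of 1.50 (standard error 0.36, limma adjusted p = 0.015). *Calu* (ENSMUSG00000029767, chromosome 6, 29348069 to 29377110), which encodes calumenin, was 5442 ± 373 (SD, n = 4 tumors) normalized counts in KP and 15069 ± 4482 (SD, n = 4) in KPU, a log2 fold change of 1.42 (standard error 0.23, limma adjusted p = 0.0023). The *Calu* value of KPU 1 includes a GC-shifted library at 481 normalized counts, against 27964 in that tumor's library without the shift. Without the 5 GC-shifted libraries the log2 fold change of *Calu* was 1.84. Over the alternatives set beforehand it lay between 0.76 and 1.59. The adjusted p of these fits lay between 4.2e-07 and 0.71, so the rise of *Calu* did not pass 0.05 in every fit. The largest rise of the list was that of *Cdh6*, and *Tnc* and *Cdh2* also rose by more than 5 on the log2 scale. *Cdh11*, *Dst*, *Eno2*, *Fbn2*, *Itgb5*, *Ppib* and *Ptx3* did not pass an adjusted p of 0.05.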

Many EMT-related genes, such as *Calu*, *Fn1*, *Vim*, and *Snai2*, were upregulated in KPU tumors (Fig. 3D). 

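In place of the hallmark sets, 2 lists of genes were written by hand, so their scores are not enrichment scores. The first held the genes of 14 symbol families of phase I and II detoxifying enzymes (such as *Cyp2*, *Gsta* and *Ugt1*), of which 70 genes were found, and paralogs within these families can share reads. Its score was 7.10 ± 0.25 (SD, n = 4 tumors) in KP and 5.23 ± 0.37 (SD, n = 4) in KPU, a difference of -1.87 (exact permutation p = 0.029, adjusted 0.043). Of the 70 genes, 55 were lower in KPU and 37 of these passed an adjusted p under 0.05 over all genes (limma), while 15 were higher and 5 of these passed. The second list held the 16 *Pex* genes of peroxisome assembly. Its score was 8.95 ± 0.12 (SD, n = 4 tumors) in KP and 8.41 ± 0.11 (SD, n = 4) in KPU, a difference of -0.54 (exact permutation p = 0.029, adjusted 0.043), with 13 genes lower, 6 of them past the threshold, and 3 higher, 0 of them past it. After a GC correction of each library, chosen after the data had been seen, the difference was -0.46 (exact permutation p = 0.057). The paper's Table S3 gives FDR q values of 0.000710 for xenobiotic metabolism and 0.0201 for peroxisome.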

Enhanced gene sets for KP tumors include xenobiotic metabolism, KRAS signaling down, and peroxisome (Fig. S3C).

**Fig. 3:**
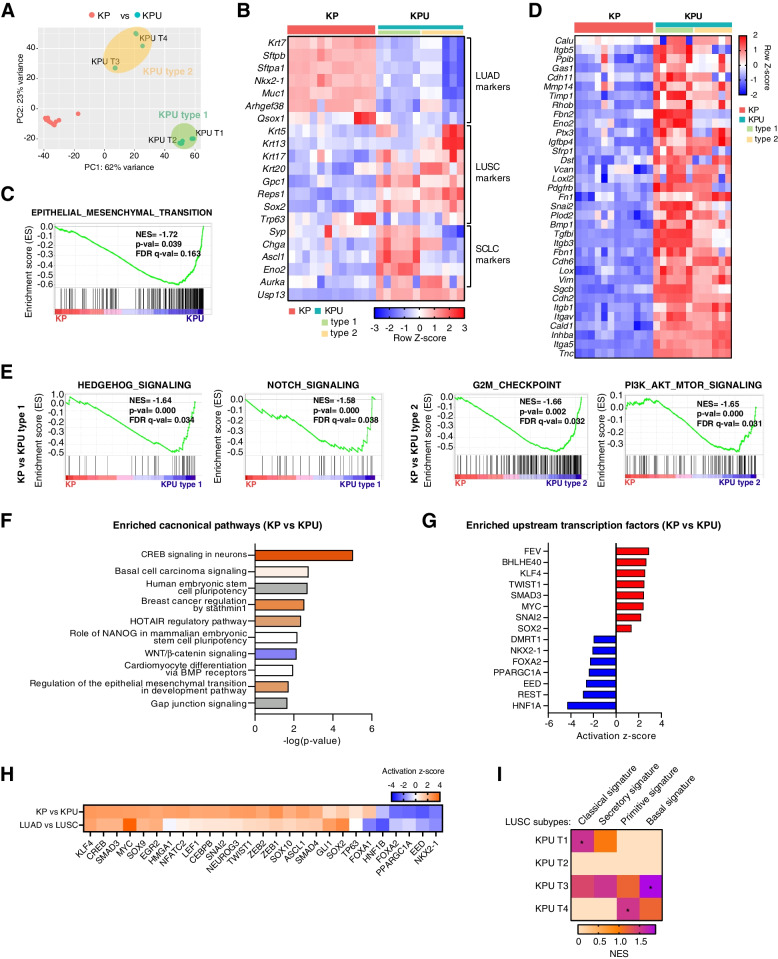
Transcriptomic characterization of KPU tumors. **A** Principal component analysis on the transcriptome of KP and KPU samples. **B** Heatmap showing the expression of marker genes for LUAD, LUSC, and SCLC in KP and KPU tumors. **C** GSEA plot of the curated epithelial-to-mesenchymal transition (EMT) hallmark gene set from MSigDB using RNA-seq data of tumors from KP and KPU mice. **D** Heatmap showing genes significantly upregulated in the “EMT” gene set from (**C**). **E** Enrichment plots of hallmark gene set from MSigDB collection in KP versus KPU type 1 tumors (left) and KP versus KPU type 2 tumors (right) by GSEA analysis. **F** IPA analysis of RNA-seq data showing the top ten canonical pathways enriched in KPU tumors compared with KP tumors. Each bar's color indicates predicted pathway activation or inhibition; Orange, positive z-score (activation); white, zero z-score; blue, negative z-score (inhibition); gray, no pattern. **G** Upstream regulator analysis exhibiting the predicted activation status of transcription factors in KPU tumors. A positive z-score indicates activation and a negative z-score indicates inactivation. **H** Heatmap visualization of IPA upstream regulators altered in KP versus KPU tumors and LUAD versus LUSC patients. The z-score predicts activation (orange) and suppression (blue). **I** Heatmap to show the LUSC subtypes of KPU tumors by the signature gene sets. Row for samples, columns for LUSC subtypes. Asterisk indicates *p <* 0.05

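Fig. 3A marks KPU T1 and T2 as type 1 and KPU T3 and T4 as type 2, and KPU 1 and KPU 2 were taken as type 1 and KPU 3 and KPU 4 as type 2 by matching these to the numbers of the sample labels, which do not name the types. In a limma fit of 3 groups made on that basis, 3698 genes differed between KP and KPU 1 and 2 at an adjusted p under 0.05, and 2043 between KP and KPU 3 and 4. Between KPU 1 and 2 and KPU 3 and 4 themselves, 0 genes differed at that threshold and 602 at an unadjusted p under 0.05. The 4 tumors can be paired in 3 ways, and the others were run after the data had been seen. Pairing KPU 1 with 3 and KPU 2 with 4 gave 1727 genes between the pairs, and pairing KPU 1 with 4 and KPU 2 with 3 gave 0 (403 at an unadjusted p under 0.05). A pairing picked because its tumors lie close together on these data overstates such a count.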

We further found that different signaling pathways were enriched in KPU type 1 and type 2. The Hedgehog and Notch signaling pathways were enriched in KPU type 1, and G2/M checkpoint and PI3K/AKT/mTOR signaling were enriched in KPU type 2 (Fig. 3E). 

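Lists of core genes of the 4 pathways, written by hand and not the hallmark sets, were scored as the mean of log2(normalized count + 1). The 14 Hedgehog genes (such as *Ptch1*, *Smo* and *Gli1*) scored 8.17, 6.75, 7.98 and 7.24 in KPU 1 to KPU 4 and 6.05, 7.00, 6.14 and 6.18 in KP 1 to KP 4, a difference between the genotypes of 1.19 (exact permutation p = 0.057, adjusted 0.078). The 13 Notch genes found scored 9.55, 9.02, 9.30 and 8.98 in KPU 1 to KPU 4 and 8.74, 9.28, 8.43 and 8.47 in KP 1 to KP 4, a difference of 0.48 (exact permutation p = 0.11, adjusted 0.14). Among settings chosen after the data had been seen, that difference was 0.11 without the 5 GC-shifted libraries (exact permutation p = 0.6) and 0.43 after the GC correction of each library (exact permutation p = 0.029). The 18 G2/M genes (such as *Mki67*, *Ccnb1* and *Plk1*) scored 8.86, 8.77, 8.80 and 9.56 in KPU 1 to KPU 4 and 8.66, 8.61, 8.42 and 8.44 in KP 1 to KP 4, a difference of 0.47 (exact permutation p = 0.029, adjusted 0.043), and KPU 4 held the highest score. The 20 genes of PI3K, AKT and mTOR scored 10.02, 9.89, 10.06 and 9.95 in KPU 1 to KPU 4 and 9.83, 10.04, 9.94 and 9.88 in KP 1 to KP 4, a difference of 0.06 that is within the spread of the tumors (exact permutation p = 0.34). A comparison of the types by these scores has no test here, since an exact test of 2 tumors against 4 cannot reach p under 0.05. The paper's Table S3 gives the Hedgehog set a normalized enrichment score of -1.64 (FDR q = 0.0340) in KPU type 1 and -1.54 (FDR q = 0.0510) in KPU type 2, where negative scores stand for KPU. For the Notch set its values are -1.58 (FDR q = 0.0380) and -1.27 (FDR q = 0.225), and for the G2/M set -1.21 (FDR q = 0.266) and -1.66 (FDR q = 0.0320). For the PI3K/AKT/mTOR set the paper's values are -1.45 (FDR q = 0.0730) and -1.65 (FDR q = 0.0310).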

The human LUSC transcriptome showed gene set enrichments related to E2F and MYC targets, along with G2/M checkpoint gene sets, compared to human LUAD (Figure S3D). 

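Ingenuity pathway analysis (IPA) sets a list of differentially expressed genes against a curated database, which was not used here. The molecules that the paper's Table S4 lists for each pathway were looked up in the tumor comparison, without an enrichment test. Of the 46 molecules of CREB signaling in neurons, 46 were found, 40 higher and 6 lower in KPU, and 24 had an adjusted p under 0.05 (limma). For 23 of the 46 all 4 KPU tumors lay beyond all 4 KP tumors. Of the 9 molecules of basal cell carcinoma signaling, 6 were higher and 3 lower, and 6 passed the threshold. Human embryonic stem cell pluripotency had 15 molecules, 11 higher and 4 lower, of which 10 passed. The pathway of EMT regulation by growth factors had 14 molecules, of which 13 were found, 10 higher and 3 lower, and 10 passed. The listed molecules found for these pathways are all among the differentially expressed genes of Table S2, so their directions were fixed by the selection and the counts past the threshold show how many hold with the tumor as the unit.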

Ingenuity pathway analysis (IPA) of KP and KPU transcriptomes indicated that USP13 overexpression led to alteration of gene expression related to CREB signaling, basal cell carcinoma signaling, stem cell pluripotency, and EMT (Fig. 3F; Table S4). These pathways were also commonly enriched in human LUSC data compared to LUAD data (Fig. S3E).

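The target genes that Table S4 lists for each regulator were looked up in the tumor comparison. TWIST1 had 18 listed targets, of which 15 were found, 13 higher and 2 lower in KPU, and its activation z-score in the paper is 2.49. SNAI2 had 8 listed targets, of which 7 were found, 6 higher and 1 lower in KPU (the paper's z-score 2.21). SOX2 had 53 listed targets, of which 45 were found, 36 higher and 9 lower in KPU (the paper's z-score 1.36). MYC had 61 listed targets, of which 53 were found, 46 higher and 7 lower in KPU (the paper's z-score 2.41). The number of targets with an adjusted p under 0.05 (limma) was 14 for TWIST1, 6 for SNAI2, 23 for SOX2 and 38 for MYC. IPA picks such targets from genes that differ on these same data, so the counts do not test a regulator's activity. Nor do the directions set the z-score. ZEB1 has 1 target higher and 7 lower with a z-score of 2.74, and REST 24 higher and 1 lower with -2.92. Of the regulators' own transcripts, *Twist1* (ENSMUSG00000035799, chromosome 12, 33957671 to 33959829) was 12.0 ± 8.55 (SD, n = 4 tumors) normalized counts in KP and 1224 ± 679 (SD, n = 4) in KPU, a log2 fold change of 6.61 (standard error 0.48, limma adjusted p = 5.6e-05). *Twist1*, *Snai2*, *Sox2* and *Myc* were each higher in every KPU tumor than in every KP tumor, and the smallest of these rises was that of *Myc*.

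**Figure D5:**
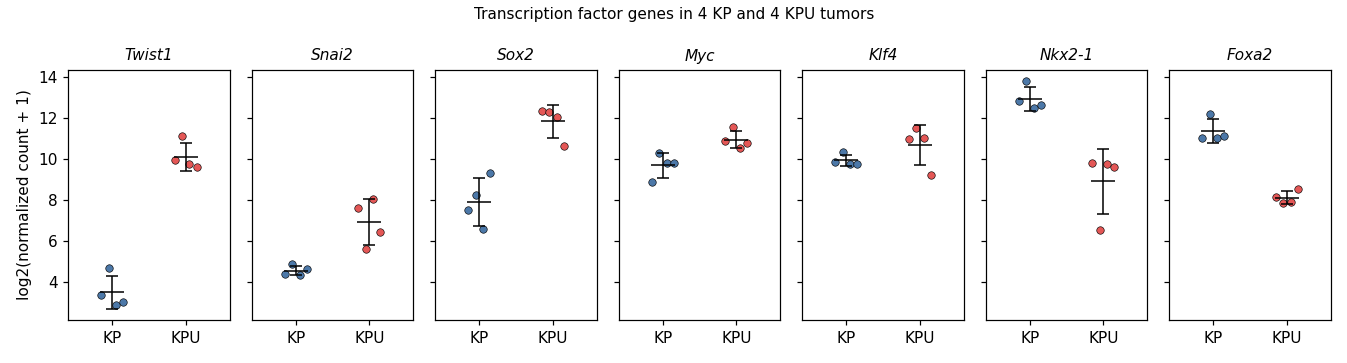
log2(normalized count + 1) of 7 transcription factor genes in the 4 KP (blue) and 4 KPU (red) tumors; each point is a tumor, in the order of its number, and bars give the mean and SD. *Twist1* lies between 786 and 2234 normalized counts in KPU and between 6.52 and 24.7 in KP.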

In IPA upstream regulator analysis, KPU tumors were predicted to activate gene networks regulated by TWIST1, SNAI2, SOX2, and MYC transcription factors that drive EMT, squamous, and lineage reprogramming (Fig. 3G) [47, 48]. On the other hand, LUAD lineage-specific transcription factors (NKX2-1 and FOXA2) [49] were expected to be inactive in KPU tumors (Fig. 3G). 

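*Nkx2-1* (ENSMUSG00000001496, chromosome 12, 56531958 to 56536908) was 8454 ± 3979 (SD, n = 4 tumors) normalized counts in KP and 656 ± 379 (SD, n = 4) in KPU, a log2 fold change of -4.02 (standard error 0.70, limma adjusted p = 0.003). *Foxa2* (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969) was 2806 ± 1324 (SD, n = 4 tumors) normalized counts in KP and 284 ± 65.7 (SD, n = 4) in KPU, a log2 fold change of -3.23 (standard error 0.31, limma adjusted p = 1.6e-04). All 4 KPU tumors lay below all 4 KP tumors for both genes. *Nkx2-1* was lowest in KPU 2, at 92.8 normalized counts, and *Foxa2* was highest in KP 2, at 4787, a tumor that includes a GC-shifted library. Without the 5 GC-shifted libraries the log2 fold changes were -4.58 for *Nkx2-1* and -3.87 for *Foxa2*. NKX2-1 had 27 listed targets, of which 19 were found, 5 higher and 14 lower in KPU. FOXA2 had 37 listed targets, of which 33 were found, 11 higher and 22 lower in KPU. The paper's z-scores are -2.08 for NKX2-1 and -2.30 for FOXA2. These targets too were picked from genes that differ on these data, so the counts do not test the factors' activity.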

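Beside the regulators of Fig. 3G, Fig. 3H names 16 transcription factors, and the transcripts of 15 of them were in the table for the KP and KPU tumors. Of these, 12 were higher and 3 lower in KPU, and 5 of the higher and 1 of the lower passed an adjusted p under 0.05 (limma), over all genes and over the list alone. *Hmga1* (ENSMUSG00000046711, chromosome 17, 27556497 to 27563674) was 4413 ± 1307 (SD, n = 4 tumors) normalized counts in KP and 39111 ± 22906 (SD, n = 4) in KPU, a log2 fold change of 3.03 (standard error 0.38, limma adjusted p = 5.7e-04). *Zeb1* and *Zeb2* rose by 2.00 and 2.16 on the log2 scale, with adjusted p of 0.0027 and 0.0011. *Sox10* (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240) was 15224, 28.9, 14729.5 and 17.4 normalized counts in KPU 1 to KPU 4 and 5.72 to 44.0 in KP, so its log2 fold change of 5.13 had an adjusted p of 0.12 from limma. *Nfatc2* was above every KP tumor in KPU 1 and KPU 3 and below every KP tumor in KPU 2 and KPU 4, and the sign of its log2 fold change (0.21) turned when KPU 1 or KPU 3 was left out. The human part of the comparison was not analysed here.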

A comparison analysis of KPU tumors and human LUSC found that they share common transcription factors that are either coactivated or inactivated (Fig. 3G and H, Fig. S3F). Human LUSCs have been classified into four subtypes by distinct transcriptomic features: primitive, classical, secretory, and basal [50]. KPU T1, KPU T3, and KPU T4 exhibited signatures similar to those of classical, basal, and primitive human LUSCs, respectively (Fig. 3I). 

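The published signature sets were not used here, and 4 short lists of genes written by hand to describe the subtypes were scored in each tumor as the mean of log2(normalized count + 1). The classical list scored 7.97, 8.79, 7.92 and 8.53 in KPU 1 to KPU 4 and 8.92 to 9.56 in KP (12 genes of oxidative stress, such as *Nqo1* and *Gpx2*), a difference of -0.86 (exact permutation p = 0.029, adjusted 0.043). The primitive list scored 9.00, 8.60, 8.95 and 9.49 in KPU 1 to KPU 4 and 8.34 to 8.55 in KP (12 replication genes, such as *Mcm2* and *Pcna*), a difference of 0.54 (exact permutation p = 0.029, adjusted 0.043). The secretory list scored 10.88, 8.60, 10.53 and 11.69 in KPU 1 to KPU 4 and 12.93 to 13.69 in KP (12 genes, most of them of lung secretory cells), a difference of -2.91 (exact permutation p = 0.029, adjusted 0.043). The basal list scored 5.91, 8.55, 6.19 and 7.56 in KPU 1 to KPU 4 and 7.35 to 7.93 in KP (11 genes of adhesion and epidermis, such as *Krt6a*), a difference of -0.68 (exact permutation p = 0.34, adjusted 0.34). Among the KPU tumors the classical and basal scores were highest in KPU 2, and the primitive and secretory scores in KPU 4. All 4 KPU tumors lay below all KP tumors on the classical list, although after a GC correction of each library or with z-scores they no longer all did. KPU 1 and KPU 3 differed by less than 0.4 in each of the 4 scores. The tumor numbers of the labels are not stated to be T1 to T4.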

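Of the pluripotency factors, *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) was 997 ± 209.8 (SD, n = 4 tumors) normalized counts in KP and 1903 ± 955 (SD, n = 4) in KPU, a log2 fold change of 0.75 (standard error 0.44, limma adjusted p = 0.23). It was 2029, 2908, 2072 and 605 normalized counts in KPU 1 to KPU 4 and 877 to 1310.0 in KP, so that 3 KPU tumors lay above and 1 below every KP tumor, a difference within the spread of the tumors. *Nanog* was not analysed here. The paper's Table S4 predicts the activity of both factors from listed target genes, with a z-score of 2.56 for KLF4 and 1.00 for NANOG. Of the 28 targets listed for KLF4, 24 were found, 18 higher and 6 lower in KPU, and 16 had an adjusted p under 0.05 (limma). All 11 targets listed for NANOG were found, 8 higher and 3 lower, and 7 passed that threshold. The targets of both factors were picked from genes that differ on these data, so these counts do not test their activity.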

In summary, KPU tumors exhibit similar molecular characteristics to human LUSC and display strong tumor plasticity and lineage reprogramming activity, which seems to be associated with the upregulation of squamous lineage markers (*SOX2*), downregulation of *NKX2-1 and FOXA2*, and activation of pluripotency factors such as *MYC, NANOG, and KLF4*.

### USP13 and MYC exhibit a positive correlation in human LUSC and KPU squamous tumors

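*Myc* (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was 884 ± 325 (SD, n = 4 tumors) normalized counts in KP and 2059 ± 659 (SD, n = 4) in KPU, a log2 fold change of 1.26 (standard error 0.33, limma adjusted p = 0.021). KPU 1 to KPU 4 were at 1909, 3016, 1511 and 1801 normalized counts and KP 1 to KP 4 at 466, 1261, 898 and 910.1. Without the 5 GC-shifted libraries the log2 fold change was 0.85 with an adjusted p of 0.056 (limma), and over the alternatives set beforehand the log2 fold change lay between 0.98 and 1.46 and the adjusted p between 6.4e-05 and 0.051. A list of 16 genes of ribosome biogenesis and metabolism known as MYC targets, written by hand, had a score of 10.76 ± 0.06 (SD, n = 4 tumors) in KP and 11.22 ± 0.16 (SD, n = 4) in KPU, a difference of 0.46 (exact permutation p = 0.029, adjusted 0.043). Of the 16 genes, 13 were higher in KPU, 4 of them with an adjusted p under 0.05, and 3 were lower, 0 of them past that threshold. The paper's Table S3 gives FDR q values of 0.469 and 1.00 for its MYC target sets V1 and V2 in KPU, 0.510 and 0.0700 in KPU type 1, and 0.0700 and 0.0770 in KPU type 2.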

Our transcriptomic analysis suggests enhanced MYC activation and its mRNA expression in KPU tumors and human LUSCs (Fig. 3H; Table S2); therefore, we investigated the relationship between USP13 and MYC in human NSCLC. There were positive correlations among USP13, MYC, and SOX2 at the protein level in human LUSC Clinical Proteomic Tumor Analysis Consortium (CPTAC) proteomic data (Fig. 4A). MYC and SOX2 protein abundance data were not available in the LUAD CPTAC dataset. The *USP13* mRNA level was also positively correlated with *MYC* or *SOX2* expression in human LUSC but not in LUAD (Fig. S4A and B). We further examined USP13, MYC, and SOX2 protein expression in human NSCLC tissue microarrays using IHC. USP13, MYC, and SOX2 were significantly higher in LUSC tissues than in LUAD tissues (Fig. 4B, Fig. S4C-E). A positive correlation between MYC and USP13 protein expression levels was found in both LUSC and LUAD tissues (Fig. 4C and D, Fig. S4F). In addition, there were positive correlations between USP13 and SOX2, as well as MYC and SOX2, in LUSC tissues (Fig. S4G).

**Fig. 4:**
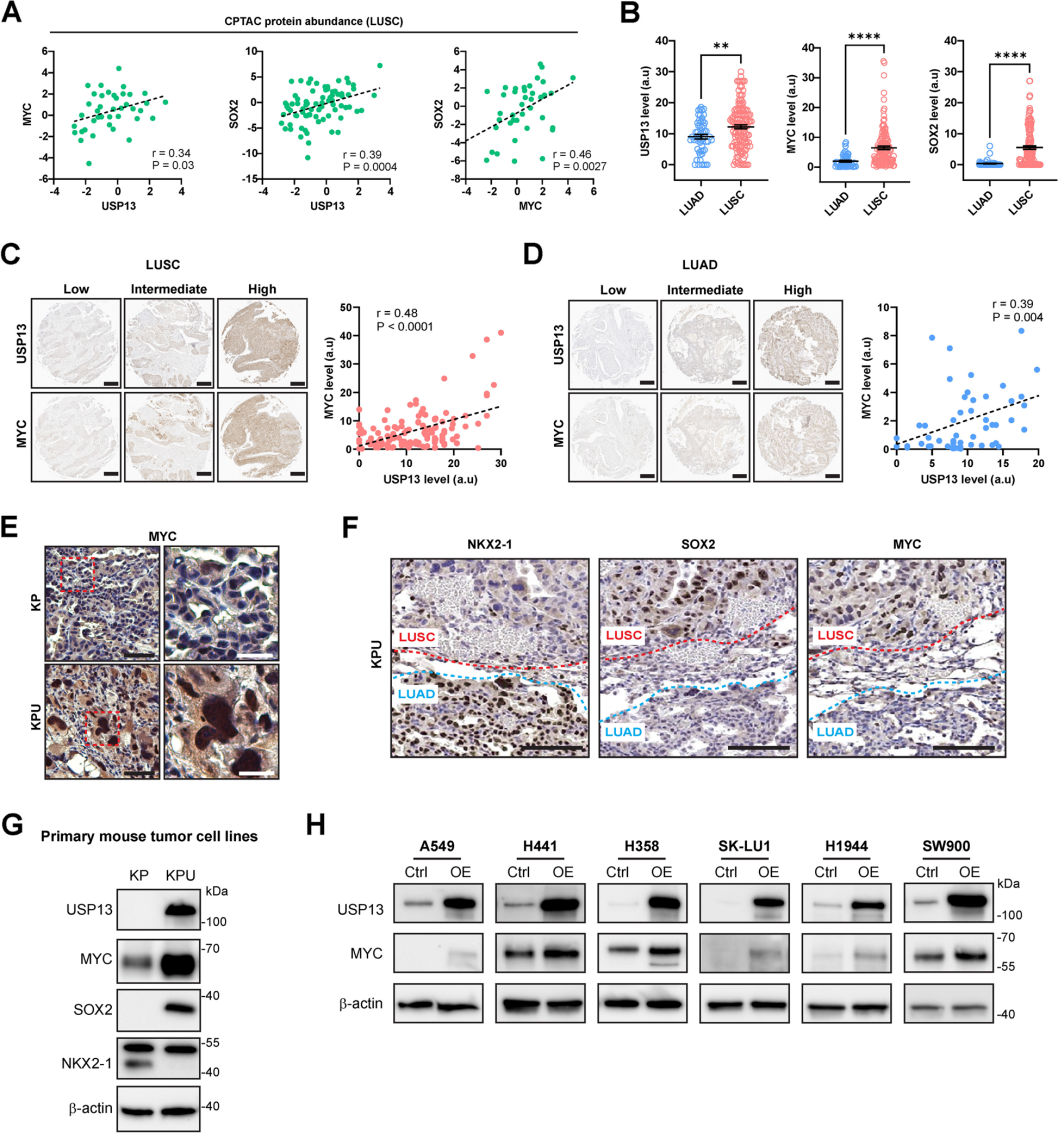
MYC protein is upregulated in lung cancer by USP13. **A** Correlation between USP13 and MYC expression (left), USP13 and SOX2 expression (center), and MYC and SOX2 expression (right) in LUSC. Data was obtained from cBioportal (CPTAC, Cell 2021) (*n=*80). Axis represents the protein abundance ratio. **B** IHC score of USP13, MYC, and SOX2 in LUAD and LUSC patients. Data are shown as means ± SEM. **p < 0.01, and ****p < 0.0001 (unpaired two-tailed t-test). **C** IHC analysis of USP13 and MYC protein abundance in LUSC samples (left) (*n =* 130) and their correlation (right). **D** IHC analysis of USP13 and MYC protein abundance in LUAD samples (left) (*n =* 51) and their correlation (right). **E** Representative images for IHC staining of MYC in the KP and KPU tumors post-Ad5-CMV-Cre infection. The red boxed areas on the left images were magnified and shown on the right. Black scale bar = 50 µm, white scale bar = 20 µm. **F** Expression of NKX2-1, SOX2, and MYC in LUAD and LUSC components in Ad5-CMV-Cre infected KPU lungs. Scale bar = 200 µm. See also Figure S4H. **G** Western blot of endogenous USP13, MYC, SOX2, NKX2-1, and β-actin in KP and KPU mouse cell lines. **H** Western blot of USP13, MYC, and β-actin in human NSCLC cells with or without USP13 overexpression. In (**A**), (**C**), and (**D**), data are analyzed using the Pearson correlation coefficient

We next investigated the expression of MYC in KP and KPU tumors. MYC was strongly expressed in KPU tumors, predominantly in the nucleus (Fig. 4E). In particular, MYC was only elevated in the LUSC components but not in the LUAD components of KPU tumors (Fig. 4F and Fig. S4H), suggesting that elevated MYC expression might be implicated in the progression of LUSC in KPU lungs. The established primary KPU lung cancer cells expressed higher levels of MYC than KP primary cells (Fig. 4G). Notably, exogenous USP13 overexpression induced the upregulation of MYC expression levels in multiple human NSCLC cell lines (Fig. 4H). These data reveal that USP13 is associated with the level and/or activity of MYC in lung cancer and imply the potential contribution of USP13 and MYC to LUSC development.

### USP13 stabilizes MYC protein via its deubiquitinating enzyme activity

Given that USP13 regulates the stability of MYC in glioblastoma and hepatocellular carcinoma, contributing to self-renewal or tumorigenic potential [31, 51], we hypothesized that USP13 would be directly associated with MYC protein abundance in lung cancer. Overexpression of USP13 significantly increased the expression of MYC at the protein level but not at the mRNA level, indicating post-translational regulation of MYC by USP13 (Fig. 5A and Fig. S5A). Exogenous MYC expression levels were significantly decreased by *USP13* knockdown (Fig. 5B). Co-immunoprecipitation showed the interaction of USP13 with MYC (Fig. 5C). In the cycloheximide (CHX) chase assay, exogenous USP13 overexpression enhanced the stability of MYC protein (Fig. 5D).

**Fig. 5:**
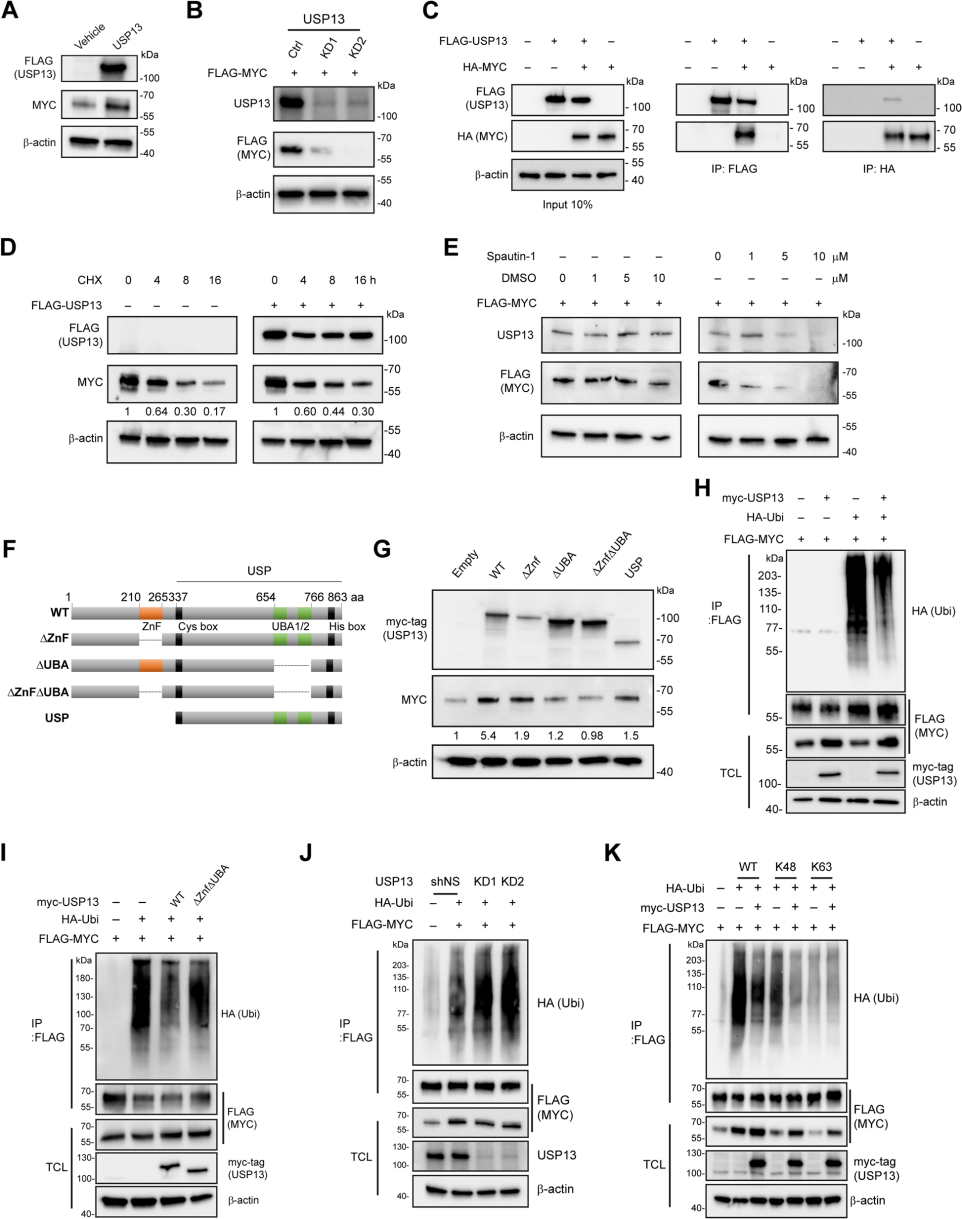
USP13 stabilizes MYC protein via its deubiquitinating enzyme activity. **A** Immunoblot analyses of HEK293T cells with or without USP13 overexpression were performed with the indicated antibodies **B** Western blot showing USP13 and FLAG (MYC) and β-actin in control and USP13 knockdown cells following transfection with an empty vector or FLAG-MYC. **C** Co-immunoprecipitation (Co-IP) of exogenous FLAG-USP13 and HA-MYC in HEK293T cells. **D** CHX chase assay (100 µg/ml) of control or FLAG-USP13 transfected HEK293T cells for indicated time points. β-actin is a loading control. **E** Immunoblot of USP13 and MYC in transfected HEK293T cells upon treatment with either DMSO or indicated concentrations of Spautin-1 for 24 h. **F** Schematic diagram showing the domain organization of USP13 with deletion constructs used. **G** Immunoblot analysis of HEK293T cells transfected with Myc-tagged WT or deletion mutants of USP13. Lysates were blotted by anti-Myc-tag and anti-MYC antibodies. Band intensities were quantified and normalized using β-actin levels. **H** Lysates from HEK293T cells expressing the indicated plasmids treated with MG132 (10 μM) for 6 hr were subjected to IP for FLAG-tagged MYC and then immunoblotting for HA-tagged ubiquitin. Total cell lysates (TCL) correspond to 10% of the total protein amount used for the precipitation. **I** The ∆Znf∆UBA mutant form of USP13 fails to deubiquitinate MYC. **J** USP13 knockdown (KD) increased the ubiquitin level of MYC. HEK293T cells (shNS, KD1, and KD2) were transfected with FLAG-MYC and HA-Ub. **K** HEK293T cells were transfected with FLAG-MYC, HA-Ub (WT, K48, or K63), and Myc-tagged USP13

To investigate the impact of USP13's deubiquitinating enzyme activity in stabilizing MYC, we first examined the level of FLAG-MYC in HEK293T cells treated with Spautin-1, a small molecule inhibitor of the deubiquitinase activity of USP10/USP13 [52]. Inhibition of USP13 resulted in a reduction in FLAG-MYC protein abundance (Fig. 5E). It is intriguing to note that treatment with Spautin-1 also led to a decrease in USP13 level. USP13 has delineated functional domains, namely, a zinc finger domain (ZnF) and two proximal ubiquitin-binding domains (UBA1/2) (Fig. 5F) [53]. We sought to determine which, if any, of these domains were essential for the stabilization of MYC. The deletion of either the ZnF or UBA1/2 domain of USP13 resulted in a decrease in its ability to increase MYC protein, whereas the deletion of both domains completely eliminated its ability to upregulate MYC protein levels (Fig. 5G).

Overexpression of wild-type USP13 decreased the ubiquitin-conjugated MYC level (Fig. 5H). However, mutant USP13^∆Znf∆UBA^ did not have the same effect (Fig. 5H and I). In contrast, the knockdown of USP13 increased the ubiquitin levels of MYC (Fig. 5J). To further investigate the chain specificity of MYC deubiquitylation by USP13, we co-expressed USP13 with HA-tagged ubiquitin carrying a single lysine residue at positions K48, K63, or K48R. Immunoblotting data showed that USP13 acted on the K48-linked ubiquitin chain on MYC, not K63 (Fig. 5K). The K48R mutation abolished USP13 from removing the ubiquitin molecule from MYC (Fig. S5B). These results indicate that USP13 increases MYC protein stability by cleaving the K48-linked ubiquitin conjugation of MYC.

### Club cells are the origin of LUSC in the KPU model

In normal murine lungs, AT2 cells (SPC^+^) are NKX2-1-positive but SOX2-negative, while club cells (CC10^+^) at the bronchioles are double positive for NKX2-1 and SOX2 (Fig. S6A and B). To investigate the effect of lung progenitors in KPU-driven mixed LUAD and LUSC tumor subtypes, we induced restricted expression of Cre recombinase in club cells and AT2 cells via intratracheal delivery of Ad5-CC10-Cre or Ad5-SPC-Cre adenovirus to KPU mice, respectively (Fig. 6A and B). The tumor burdens and histopathology of both groups of KPU mice were examined 12-14 weeks post-infection. AT2 cells targeting Ad5-SPC-Cre-infected KPU lungs showed an increase in the number of lung tumor nodules but were small in size and revealed the presence of adenocarcinoma histology. When KPU mice were infected with the CC10-Cre virus in the club cells, they developed notably larger tumors with squamous histology features (Fig. 6C and Fig. S6C). We then analyzed the expression of the lung cancer lineage specifiers NKX2-1 and SOX2. Ad5-SPC-Cre-infected KPU tumors were mostly positive for NKX2-1 but negative for SOX2, with only a small number of tumors showing negative staining for NKX2-1 (Fig. 6D and E). The majority of tumors in KPU lungs by Ad5-CC10-Cre were identified as NKX2-1-negative and SOX2-positive (NKX2-1^–^/SOX2^+^), although a few tumors exhibited NKX2-1^+^/SOX2^–^ or NKX2-1^+^/SOX2^+^ characteristics (Fig. 6D and E). Next, we examined how those factors are expressed during the tumor development in KPU mice after being induced by either Ad5-SPC-Cre or Ad5-CC10-Cre viruses. Tumors originating from AT2 cells continuously showed an NKX2-1^+^/SOX2^–^ pattern from early hyperplastic lesions to invasive carcinoma (Fig. 6F, left). Following CC10-Cre infection in the KPU lung, hyperplasia at bronchioles initially exhibited positive expression for both factors; however, NKX2-1 expression was subsequently downregulated at the carcinoma *in situ* (CIS) stage and remained consistently negative in invasive carcinoma (Fig. 6F, right). NKX2-1 levels were dramatically decreased, while SOX2 levels were increased in Ad5-CC10-Cre-infected KPU lungs (Fig. 6G). These data suggest that squamous tumors in KPU mice originate from club cells, not AT2 cells. Additionally, USP13 might contribute to the downregulation of NKX2-1 during the early stages of LUSC development.

**Fig. 6:**
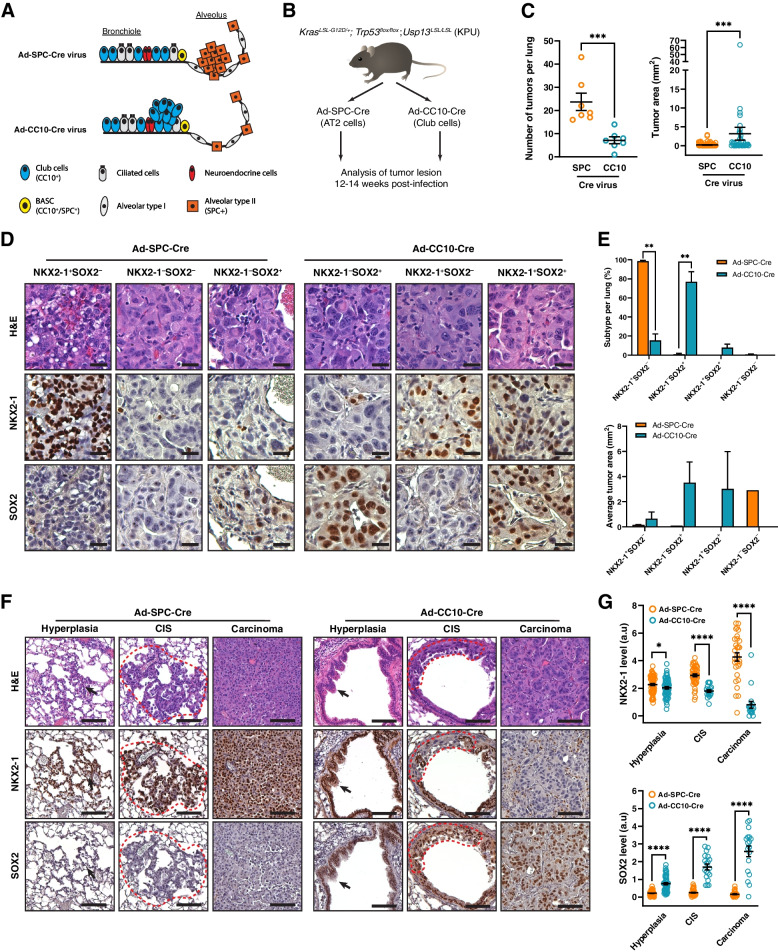
LUSC originates from CC10^+^ club cells in the KPU model. **A** Schematic of two origins of lung adenocarcinoma. Cre recombinase expression was restricted to specific cell types in the adult lung by cell type-restricted Ad-Cre viruses; Cre recombinase is expressed in alveolar type II cells (orange) and club cells (blue) by Ad5-SPC-Cre and Ad5-CC10-Cre, respectively. Bronchioalveolar stem cells (BASCs, yellow) can express Cre recombinase by both viruses **B** Schematic of the experimental procedure using Ad5-SPC-Cre and Ad5-CC10-Cre viruses. KPU mice were infected with cell-type restricted Ad-Cre viruses via intratracheal administration. **C** Quantification of individual tumor number (left) and area (right) in KPU mice at 12-14 weeks post-virus infection (*n=*7 mice/group). **D** Representative images of H&E, NKX2-1, and SOX2 staining from lung tumors with indicated Cre infection. Scale bar = 25 µm **E** Quantification of proportion (top) and size (bottom) of lesions as indicated in **D F** Expression of NKX2-1 and SOX2 during cancer development in KPU mice infected with Ad5-SPC-Cre or Ad5-CC10-Cre. Arrow and dotted lines indicate hyperplasia and carcinoma *in situ* (CIS), respectively. Scale bar = 50 µm **G** IHC quantification for NKX2-1 (top) and SOX2 (bottom). Each dot represents one tumor nodule from seven mice per group. a.u., arbitrary unit. In **C**, **E**, and **G**, error bars indicate mean ± SEM. Two-tailed unpaired t-tests, ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### USP13 suppresses NKX2-1 while upregulating SOX2 in club cell-originated LUSC development

Both AT2 cells and club cells are known as cells of origin for KP-induced LUAD development [54, 55]. In previous studies on KP GEMMs, it was found that bronchiolar hyperplasia and adenoma derived from CC10^+^ club cells showed positive staining for SOX2, but SOX2 expression was downregulated in adenocarcinoma, leading to LUAD lineage identity [55–57]. In the KPU model, USP13 overexpression in club cells led to squamous cell carcinoma development in the KP genetic alteration background. Therefore, we further examined the tumor progression of KP and KPU models after delivering Ad5-CC10-Cre or Ad5-SPC-Cre virus, respectively (Fig. 7A, Fig. S7A). Similar to Ad5-CMV-Cre-infected KP and KPU mice (Fig. 2), Ad5-CC10-Cre-induced KPU lungs developed a small number of tumor lesions but large tumors compared to KP lungs (Fig. 7B and C). As expected, club cell-originated KP tumors showed adenocarcinoma histology with positive expression of LUAD markers (NKX2-1 and SPC) (Fig. 7D). In contrast, KPU tumors were negative for LUAD markers but positive for squamous cell markers such as SOX2 and CK5. Interestingly, the AT2 cell-originated KPU tumors developed a much smaller number of tumor lesions with smaller tumor sizes than AT2 cell-originated KP adenocarcinomas (Fig. S7B and C). Both KP and KPU lesions following Ad5-SPC-Cre infections exhibited typical LUAD marker (NKX2-1 and SPC)-positive expression, with adenocarcinoma histology (Fig. S7D).

**Fig. 7:**
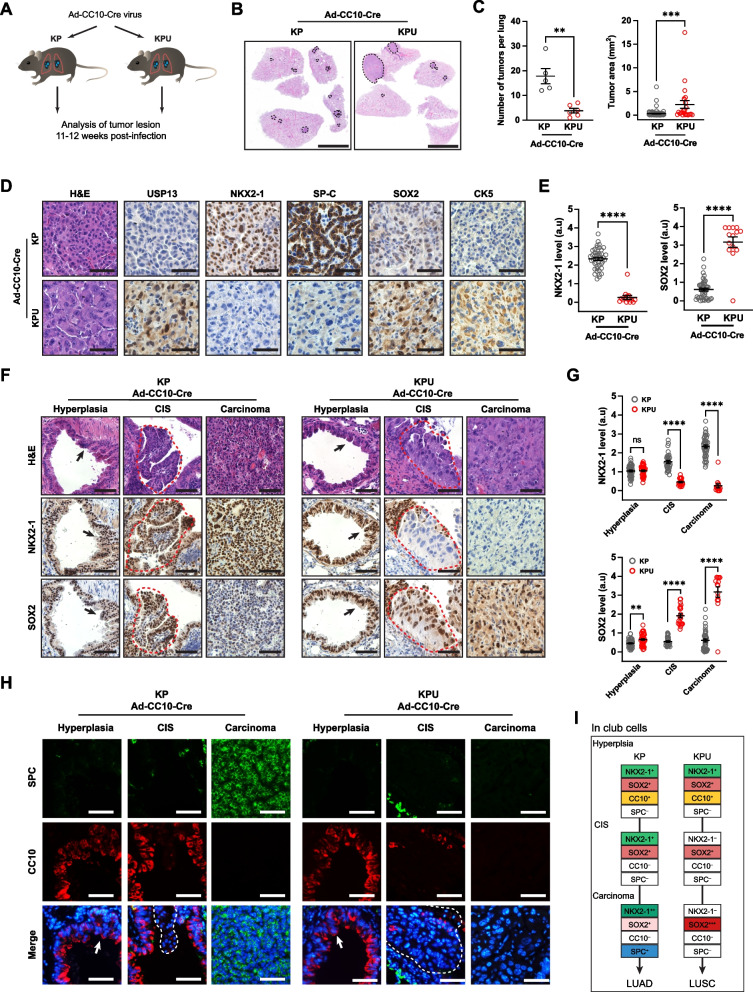
Enhanced USP13 expression switches lineage factor expression in KP-transformed club cells. **A** Experiment design: KP or KPU mice received a single intratracheal injection of cell-type-restricted Ad5-CC10-Cre virus. The experiment was terminated 11-12 weeks post-viral infection. **B** Representative hematoxylin and eosin (H&E) staining of KP and KPU lung at 12 weeks post-Ad5-CC10-Cre infection. Dotted line indicates a tumor nodule. Scale bar = 5 mm. **C** Quantification of individual tumor number (left) and area (right) in KP and KPU mice at 11-12 weeks post-virus infection (*n=*5 mice/group). **D** Representative images for H&E, USP13, NKX2-1, SPC, SOX2, and CK5 IHC stains of the KP and KPU tumors post-Ad5-CC10-Cre infection. Scale bar = 50 µm. **E** Quantification of NKX2-1 (left) and SOX2 (right) levels in KP and KPU tumors. **F** Expression of NKX2-1 and SOX2 during cancer progression in KP and KPU mice following Ad5-CC10-Cre infection. Hyperplasia (arrow) and carcinoma *in situ* (CIS) (dotted line) are indicated. Scale bar = 50 µm. **G** IHC quantification for NKX2-1 (top) and SOX2 (bottom). Each dot represents one tumor nodule. a.u., arbitrary unit. **H** SPC and CC10 expression during cancer progression in Ad5-CC10-Cre infected KP and KPU lungs. Hyperplasia (arrow) and carcinoma *in situ* (CIS) (dotted line) are indicated. Scale bar = 50 µm. (**I**) Schematic summarizing the expressional change of lineage factors and markers in KP and KPU club cells (CC10^+^) during lung cancer development. In (**C**), (**E**), (**G**), error bars indicate mean ± SEM. Two-tailed unpaired t-tests, ns = not significant, **p < 0.01, ***p < 0.001, ****p < 0.0001

In KP and KPU tumors following Ad5-CC10-Cre infection, we classified subtypes of KP and KPU tumors by NKX2-1 and SOX2 expression levels (Fig. S7E and F). NKX2-1^–^SOX2^+^ tumors were predominantly observed in the CC10-Cre-infected KPU (Fig. S7F). KPU tumors had ~5.2-fold higher expression levels of SOX2 than KP tumors (*p <* 0.0001) (Fig. 7E). Interestingly, CC10-Cre-induced KP tumors also showed SOX2-positive expression, and its level was heterogeneous (Fig. 7E and E). Two subtypes (NKX2-1^+^SOX2^–^ and NKX2-1^+^SOX2^+^) exhibited similar proportions in CC10-Cre-induced KP lungs (Fig. S7F). In Ad5-CC10-Cre-infected KP and KPU lungs, hyperplastic cells at bronchioles in KP and KPU were stained positive for both NKX2-1 and SOX2 (Fig. 7F). Our data demonstrate that KP-driven hyperplastic lesions and adenomas transformed from club cells are positive for SOX2, but SOX2 expression becomes significantly decreased and partially lost in more advanced lesions (Fig. 7F and G). During the CIS stage, there were noticeable differences in the expression patterns of NKX2-1 and SOX2 between the lungs of KP and KPU mice. In contrast to the KP model, NKX2-1 expression was dramatically decreased at the CIS stage in KPU models, while SOX2 levels were high throughout LUSC development (Fig. 7F and G).

We next examined the expression of the cell identity markers CC10 and SPC during tumor development in KP and KPU mice after Ad5-CC10-Cre induction (Fig. 7H). Hyperplastic lesions in the bronchioles of both KP and KPU showed CC10^+^/SPC^–^ staining. Then, KP-transformed club cells underwent stepwise lineage marker conversion from CC10^+^/SPC^–^ to CC10^–^/SPC^+^ from hyperplastic lesions to adenomas and invasive adenocarcinoma (Fig. 7H). In contrast, KPU carcinomas did not show elevated SPC expression, displaying different lineage marker conversions of CC10^+^/SPC^–^ to CC10^–^/SPC^–^ (Fig. 7H). In both KP and KPU models, hyperplasia, CIS, and adenocarcinoma induced by Ad5-SPC-Cre showed AT2 cell-like lineage marker expression (CC10^–^/SPC^+^) (Fig. S7G). These data suggest that USP13 is involved in cell lineage reprogramming and switching the fate of oncogenic KRAS-mediated transformed CC10^+^/SPC^–^ club cells to CC10^–^/SPC^–^, which leads to squamous cell differentiation instead of adenocarcinoma progression (Fig. 7I).

### The elevation of MYC protein levels by USP13 contributes to promoting squamous carcinoma features

5Given the strong connections between USP13 and MYC in human LUSC and KPU lung squamous tumors (Fig. 4) and the stabilization of MYC protein through the deubiquitinating activity of USP13 (Fig. 5), we examined the expression pattern of MYC during KP and KPU tumorigenesis following Ad5-SPC-Cre or Ad5-CC10-Cre infection. Ad5-SPC-Cre-derived KP and KPU tumors showed minimal detection of the MYC protein, regardless of USP13 overexpression (Fig. S8A, left). Elevated MYC expression was observed in both KP and KPU tumors derived from CC10^+^ cells (Fig. S8A, right). KP tumors showed positive but weaker MYC expression than KPU tumors (Fig. S8B and C). Strong expression of MYC was detected in both the cytoplasm and nucleus of invasive squamous carcinoma in KPU lungs (Fig. 8D). In the CIS stage of Ad5-CC10-Cre-infected KP lungs, the portion of MYC^+^ cells was drastically reduced and continued to decrease during adenocarcinoma tumorigenesis (Fig. 8A and B). In humans, MYC has been reported to be predominantly in the cytoplasm in the normal basal cells of the airways of patients with lung cancer, but cytoplasmic MYC is transferred into the nuclei of premalignant lesions and squamous cells [22]. Similarly, in Ad5-CC10-Cre-infected KPU mice, MYC was translocated into the nucleus at the squamous CIS lesion, and the strong nuclear expression of MYC persisted during squamous carcinoma development (Fig. 8A, Fig. S8E). These findings suggest that USP13's deubiquitinating activity might stabilize MYC protein during the early stage of lung squamous tumorigenesis and that this effect is limited to squamous tumors originating from club cells.

**Fig. 8:**
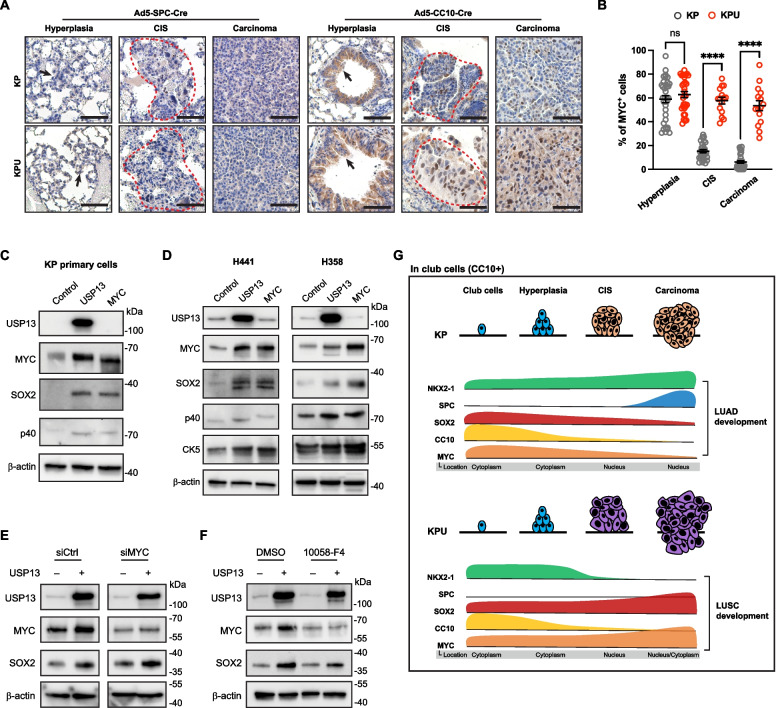
USP13 elevates MYC expression in lung cancer, contributing to the elevation of LUSC features. **A** MYC expression during cancer progression in KP and KPU mice following Ad5-SPC-Cre (left) or CC10-Cre (right) infection. Hyperplasia (arrow) and carcinoma *in situ* (CIS) (dotted line) are indicated. Scale bar = 50 µm. **B** IHC quantification for the portion of MYC^+^ cells in the lesions. Each dot represents one tumor nodule. Error bars indicate mean ± SEM. Two-tailed unpaired t-tests, ns = not significant, ****p < 0.0001. **C** Western blot of USP13, MYC, SOX2, p40, and β-actin on mouse KP cell line expressing exogenous USP13 or MYC. **D** Western blot showing USP13, MYC, SOX2, p40, CK5, and β-actin in human LUAD cell lines expressing exogenous USP13 or MYC. **E** Western blot of USP13, MYC, SOX2, and β-actin in H441 cells with knockdown of MYC using siRNA followed by transfected with mock or USP13. **F** Western blot of USP13, MYC, SOX2, and β-actin in H441 cells treated with either DMSO or 10 μM of 10058-F4 (MYC inhibitor) for 24 h followed by transfection with mock or USP13. **G** Schematic showing the proposed model of how USP13 promotes LUSC tumorigenesis in club cells

A recent study proposed MYC as a putative molecular driver linked to LUAD to LUSC histological transformation [58]. To determine whether USP13 can alter the lineage characteristics of advanced lung tumors through MYC, we overexpressed USP13 in the murine adenocarcinoma KP primary cell line and human LUAD cell lines followed by immunoblotting for squamous markers, such as SOX2, p40, or CK5. UPS13 overexpression alone induced the expression of squamous markers (Fig. 8C and D). In addition, MYC overexpression also increased the level of squamous markers (Fig. 8C and D), implying that USP13 can induce MYC and squamous cell lineage programs in murine and human LUAD cells and that MYC is sufficient to enhance LUSC characteristics. To determine whether MYC is necessary for USP13 to upregulate SOX2 expression, we knocked down or inhibited MYC and then overexpressed USP13 in H441 cells. Despite MYC knockdown, the overexpression of USP13 still resulted in an increase in SOX2 levels in H441 cells (Fig. 8E). In addition, USP13 still upregulated the expression of SOX2 under inhibition of MYC using a small-molecule c-MYC inhibitor, 10058-F4 treatment (Fig. 8F), suggesting that USP13 could be associated with squamous cell markers in a MYC-dependent manner and MYC-independent manner. Based on these findings, it appears that overexpression of USP13 causes an increase in MYC protein during the initial stages of tumor development originating from club cells, which may contribute to the development of LUSC. Moreover, we revealed that overexpression of USP13 and/or MYC induces squamous cell lineage markers in human and murine LUAD.

## Discussion

In this study, we found that USP13 is involved in shifting lung club cell fate in the context of KP genetic alteration by promoting lung lineage reprogramming and MYC upregulation, which leads to LUSC tumorigenesis. USP13 overexpression suppresses NKX2-1 expression while increasing SOX2 at the initial stages of lung tumorigenesis, suggesting a role for USP13 in lung club cell lineage reprogramming for LUSC development (Fig. 8G). In addition, strong nuclear MYC expression throughout squamous cell carcinoma is a critical feature for KPU-driven LUSC (Fig. 8G).

The inhibition of TP53 signaling and the activation of MYC have been identified as important molecular characteristics in early LUSC carcinogenesis in humans [22]. *TP53* mutations are more prevalent in LUSC than LUAD [59, 60]. Lineage plasticity is associated with the loss of tumor suppressor genes such as *RB1*, *PTEN*, and *TP53* [6]. The combined loss of *RB1* and *TP53* promotes lineage plasticity and transdifferentiation in prostate and lung cancer in mouse models [61–63]. However, the loss of tumor suppressor genes appears insufficient to drive lineage plasticity in the context of the lung. *RB1* and *TP53* abrogation is not enough to promote a neuroendocrine feature in lung cancer cells [64]. Another study demonstrated that most LUAD patients with concurrent *RB1* and *TP53* alterations do not undergo histological transformation into SCLC [65]. p53 loss in club cells decreased ciliated cell differentiation and increased self-renewal and proliferative capacity [66]. Moreover, club cells have the capacity to produce basal-like cells *in vitro* and, *in vivo*, give rise to bronchioalveolar stem cells as well as ciliated cells following p53 loss. Unlike KPU, which resulted in 100% LUSC tumor development, KU mice only developed LUAD tumors, similar to the K mice (Fig. S2F). This suggests a potential interaction between USP13 and TP53 signaling in lineage plasticity, and the functional alteration of TP53 could be crucial in LUSC progression mediated by USP13.

Recently, it has been reported that USP13-mediated deubiquitination is associated with MYC in cholangiocarcinoma [67], glioma stem cells [31], and hepatocellular carcinoma [51]. We identified critical domains of USP13 important for stabilizing MYC, and USP13 acts on K48-mediated polyubiquitination on MYC (Fig. 5). In addition to MYC stabilization, we also observed distinctive nuclear translocation of MYC in the CIS lesion from Ad5-CC10-Cre-infected KPU club cells, and its high level was maintained in invasive squamous cell carcinoma, suggesting enhanced MYC activity during KPU-driven LUSC tumorigenesis. Enhanced MYC target gene expression together with a concomitant increase in the nuclear translocation of MYC were detected in human premalignant lesions and LUSC tumors [22]. This provides strong evidence that enhanced MYC activity is associated with lung squamous carcinogenesis, even in the absence of a significant upregulation in MYC mRNA expression [22]. Intriguingly, in a *Kras*^*G12D*^ activation in combination with deletion of F-box/WD repeat-containing protein 7 (*Fbxw7*) murine model, CC10^+^ bronchiolar club cells give rise to LUSC but not from the tracheal basal cells and alveolar AT2 cells [26]. *FBXW7* encodes a component of the SCF ubiquitin E3 ligase complex involved in ubiquitination and proteasome degradation of oncoproteins, including MYC, Cyclin E, c-JUN, and NOTCH1 [68, 69]. Collectively, these findings suggest that concurrent with an appropriate set of oncogenic stimuli, the molecular interaction among USP13-mediated deubiquitination, increased MYC activity, and p53 functional alteration may play a critical role in squamous differentiation from oncogenic transformed cells of origin. Moreover, ubiquitin signaling could be directly associated with LUSC tumorigenesis by involving lineage reprogramming to the squamous cell carcinoma program.

Previous murine models have revealed that SOX2 overexpression is necessary but not sufficient for lineage switching. To induce tumors with squamous histology in multiple cells of origin in the lung, SOX2 overexpression needs to collaborate with loss of NKX2-1 together with other oncogenic stimuli or loss of multiple tumor suppressor genes, including *Pten*, *Cdkn1a*, *Cdkn2a/b*, *Lkb1*, *Keap1*, *Trp53*, and *Nkx2-1* [48, 70–76]. Activation of the *Kras* mutant in mouse models lacking *Nkx2-1* results in the loss of LUAD features and the subsequent acquisition of gut-related traits [16, 74, 77, 78]. *FoxA1/2*, another lineage-specifying transcription factor, drives gastric differentiation and suppresses squamous identity in NKX2-1-negative lung cancer [49, 79]. Loss of *Nkx2-1* and overexpression of *Sox2* was sufficient to generate squamous differentiation [74]. Our KPU model demonstrates that the deubiquitinating enzyme USP13 can switch on squamous carcinogenesis in club cells without direct genetic engineering of key lineage-defining factor genes, such as *Sox2*, *Nkx2-1, and FoxA1/2.* Interestingly, KPU-derived LUSC tumorigenesis showed a distinctive loss of NKX2-1 and increased SOX2, demonstrating that USP13 is involved in cell lineage reprogramming at the initial stage of LUSC development. Therefore, in the oncogenic KRAS-mediated transformed club cells, USP13 seems to prevent those club cells from adopting an AT2-like adenocarcinoma identity, instead switching the fate of cells to squamous cell traits. USP13 directly deubiquitinates and upregulates MYC protein stability (Fig. 5), and MYC overexpression alone upregulated SOX2 in NSCLC cell lines (Fig. 8). Therefore, it is possible that USP13 is associated with SOX2 and NKX2-1 through MYC stabilization at the early stage of LUSC development. Future molecular mechanistic studies are required to elucidate whether USP13 is directly involved in the interplay between NKX2-1 and SOX2 and how USP13-mediated deubiquitination promotes lung lineage plasticity reprogramming.

Recently, the histological transformation (transdifferentiation) of LUAD to LUSC or SCLC has emerged as a resistance mechanism to tyrosine kinase inhibitor (TKI)-targeted therapy or chemotherapy in clinics [6, 64, 80–84]. Squamous transformation has also been described in *KRAS*^*G12C*^-mutated LUAD as a mechanism of resistance to targeted therapy for KRAS mutation [85]. Liver kinase B1 (Lkb1) has been proposed as a molecular driver of LUAD to LUSC transdifferentiation using a mouse model [86, 87]. The *Kras*^*G12D*^-driven LUAD mouse model can progress to LUSC upon subsequent deletion of *Lkb1*. Inactivation of *Lkb1* and *Pten* in the mouse lung leads to LUSC features [88]. However, due to the scarcity of well-annotated paired pre- and post-clinical samples and the lack of preclinical models, the molecular drivers underlying LUAD to LUSC transdifferentiation remain largely unknown. Our findings in this study suggest that the upregulation of USP13 might contribute to LUAD to LUSC transdifferentiation. Chromosome 3q amplification was found in squamous transformation tissues in osimertinib-resistant *EGFR* mutant lung cancers [83]. Quintanal-Villalonga *et al*. identified that lineage plasticity mechanisms leading to the histological transformation of human EGFR-mutant LUAD have been linked to the MYC, NOTCH, Hedgehog, PI3K/AKT, and WNT pathways [6, 58]. These pathways were enriched in KPU tumors (Fig. 3). KPU tumors displayed significant heterogeneity, leading to their categorization into two distinct clusters, KPU type 1 and type 2 (Fig 3A). Both clusters showed LUSC signature gene expression. In particular, KPU type 1 demonstrated heightened SCLC-like traits along with LUSC characteristics (Fig 3B). Although different signaling pathways were enriched in each cluster (Fig 3E), Hedgehog, Notch, and PI3K/Akt/mTOR signaling play an important role in the development of LUSC and SCLC [89–91]. Molecular heterogeneity in KPU tumors can be caused by different mechanisms such as high plasticity of club cells and tumor microenvironment [92, 93]. Moreover, the USP13-mediated deubiquitination process directly upregulated MYC protein levels with increased expression of SOX2 and squamous features in KP mouse and human lung adenocarcinoma cells. MYC has been linked to histological transdifferentiation in SCLC and pancreatic cancer, suggesting a role in tumor lineage plasticity [47, 94]. These findings suggest that the shared molecular networks and dysregulated pathways might be involved in USP13-mediated LUSC de novo development and LUAD-to-LUSC transdifferentiation. Additionally, it will be intriguing to determine whether the subsequent overexpression of USP13 from oncogenic-mutant LUAD can lead to LUSC transdifferentiation.

## Conclusions

In summary, our novel mouse model showed that USP13 switches on squamous carcinogenesis from club cells, and USP13-mediated lineage reprogramming is crucially defined in the cell of origin and genetic background. USP13-mediated deubiquitination leads to MYC upregulation, which may provide a novel molecular mechanism for LUSC development and LUSC transdifferentiation. Future studies are warranted to determine how USP13 reprograms lineage plasticity in USP13-amplified lung cancers and whether targeting USP13 can overcome therapeutic-resistant LUSC-transformed lung tumors.

### Supplementary Information

**Additional file 1: Table S1**.

**Additional file 2: Table S2**.

**Additional file 3: Table S3**.

**Additional file 4: Table S4**.

**Additional file 5: Fig. S1. **(A) Genomic alterations of USP family members in lung squamous cell carcinoma determined by cBioPortal analysis of TCGA databases (*n=*469). (B) Illustration of samples with 3q26 amplification in 469 LUSC patients. The 3q distal regions have been magnified to show the position of *USP13*, *SOX2, *and *TP63 *genes. (C) Correlation between copy number variation of *USP13 *and mRNA expression of squamous markers according to *KRAS *mutation in LUAD. Squamous markers include keratin 16 (*KRT16*), keratin 17 (*KRT17*), uroplakin 1B (*UPK1B*), and arachidonate lipoxygenase 3 (*ALOXE3*). X-axis is copy number variation of *USP13 *and the y-axis is log2(x+1) transformed RSEM normalized count. Error bars indicate mean ± SEM. Two-tailed unpaired t-tests, *p < 0.05, **p < 0.01. **Fig. S2. **(A) Schematic of *KrasLSL-G12D/+*; *Trp53flox/flox* (KP) and *KrasLSL-G12D/+*; *Trp53flox/flox*; *Usp13LSL/LSL* (KPU) alleles. (B) KP tumors were characterized by glandular formation (representative LUAD feature). The bottom is a high magnification of the top. Scale bar = 100 μm. (C) Different histological features in KPU tumors. (a) KPU tumors showed squamous characters such as keratin material (asterisk) and intercellular bridge (arrow). A small portion of the tumor exhibited small cell lung carcinoma (SCLC) (b) or carcinosarcoma-like histology (c).(a’), (b’) and (c’) are higher magnifications of the boxed area in (a), (b), and (c), respectively. Scale bar = 100 μm (D) H&E staining of KPU mouse lung from Figure 2C (left). Black and red lines indicate LUAD and LUSC lesions, respectively. Scale bar = 5 mm. Representative images for H&E, USP13, NKX2-1, SPC, and SOX2 IHC stains of the LUAD component in KPU tumors (right). Scale bar = 50 μm. (E) Schematic of *KrasLSL-G12D/+* (K) and *KrasLSL-G12D/+*; *Usp13LSL/LSL* (KU) alleles. (F) Quantifying individual tumor number and area in K and KU mice at 55-58 weeks post-Ad-CMV-Cre infection (*n*= 3 and n= 5, respectively). Error bars indicate mean ± SEM. Two-tailed unpaired t-tests, *p < 0.05, **p < 0.01, ***p < 0.01. (G) Representative images for H&E, USP13, NKX2-1, SPC, SOX2 IHC stains of K and KU tumors. Scale bar = 50 μm. **Fig. S3.** (A) Heatmap showing the expression of marker genes for LUAD, LUSC, and SCLC in TCGA LUAD and LUSC samples. (B) Heatmap visualization of differentially expressed genes (DEGs) (log2FC > 3.5, *p* < 0.01, and q < 0.01) between KP and KPU tumor samples. (C) Enrichment plots for hallmark xenobiotic metabolism, KRAS signaling down, and peroxisome for KP and KPU tumors. (D) GSEA analysis for hallmark G2M checkpoint, E2F targets, and MYC targets version 1 for LUAD and LUSC. (E) IPA analysis shows the top ten canonical pathways enriched in LUSC compared with LUAD. Each bar's color indicates predicted pathway activation or inhibition; Orange, positive z-score (activation); white, zero z-score; blue, negative z-score (inhibition); gray, no pattern. (F) Upstream regulator analysis exhibits transcription factors' predicted activation status in human LUSC. A positive z-score indicates activation and a negative z-score indicates inhibition. **Fig. S4.** (A) Correlation between *USP13* and *MYC* mRNA expression (left), *USP13* and *SOX2* mRNA expression (center), and *MYC* and *SOX2* mRNA expression (right) in LUSC. Data was obtained from cBioportal (TCGA, PanCancer Atlas) (*n*= 469). mRNA Expression is log2(x+1) transformed RSEM normalized count. (B) Correlation between *USP13* and *MYC* mRNA expression in LUAD. Data was obtained from cBioportal (TCGA, PanCancer Atlas) (*n*= 507). (C-E) Representative IHC-staining images of USP13 (C), MYC (D), and SOX2 (E) in LUAD (left) and LUSC (right). The red boxed areas on the left images were magnified and shown on the right. Black scale bar = 100 μm, Greyscale bar = 50 μm. (F) Correlation between USP13 and MYC in the cytoplasm (left) and nucleus (right) of NSCLC patient samples. (G) Correlation between USP13 and SOX2 expression (left) and MYC and SOX2 expression (right) in LUSC. Data was obtained from Figure 4B (*n*= 130). IHC scores are analyzed using a two-tailed Pearson correlation coefficient. (H) Low magnification images of Figure 4F. Scale bar = 200 μm. **Fig. S5. **(A) Quantification of MYC expression levels relative to the vehicle is shown (left). qPCR of *USP13* and *MYC* mRNA expression in HEK293T cells with or without USP13 overexpression. mRNA level was normalized to β-actin. Data are shown as means ± SD. ns, not significant, **p < 0.01, and ****p < 0.0001 (unpaired two-tailed t-test). (B) USP13-mediated deubiquitylation acts upon the Lys48 (K48) ubiquitination of MYC. 293T cells were transfected with FLAG-MYC, HA-Ub (WT or K48R), and Myc-tagged USP13. **Fig. S6. **(A) Section of wild-type mouse lung stained with anti-SPC (green) and anti-CC10 (red). Scale bar = 50 μm. (B) Section of wild-type mouse lung stained with anti-NKX2-1 (green) and anti-SOX2 (red). Scale bar = 50 μm. (C) Representative hematoxylin and eosin (H&E) staining of KPU lung infected by Ad5-SPC-Cre or Ad5-CC10-Cre virus. Dotted lines indicate tumor nodules. Scale bar = 5 mm. **Fig. S7.** (A) Experiment design: KP or KPU mice received a single intratracheal injection of celltype- restricted Ad-SPC-Cre virus. The experiment was terminated 11-12 weeks post-viral infection. (B) Representative hematoxylin and eosin (H&E) staining of KP and KPU lung at 12 weeks post-Ad-SPC-Cre infection. Dotted line indicates a tumor nodule. Scale bar = 5 mm. (C) Quantification of individual tumor number (left) and area (right) in KP and KPU mice at 11-12 weeks post-Ad-SPC-Cre virus infection (*n*= 5 mice/group). (D) Representative images for H&E, USP13, NKX2-1, SPC, and SOX2 IHC stains of the KP and KPU tumors. Scale bar = 50 μm. (E) Representative NKX2-1 and SOX2 staining images from lung tumors in Ad-CC10-Cre infectedKP (left) and KPU (right) mice. Scale bar = 50 μm. (F) Quantification of lesions with NKX2-1 and SOX2 expression patterns from (E). (G) SPC and CC10 expression during cancer progression inAd-SPC-Cre infected KP and KPU lungs. Hyperplasia (arrow) and carcinoma *in situ* (CIS) (dotted line) are indicated. Scale bar = 50 μm. In (C) and (F), error bars indicate mean ± SEM. Two-tailed unpaired t-tests, *p < 0.05, **p < 0.01. **Fig. S8.** (A) Representative images for IHC staining of MYC in the KP and KPU tumors post- Ad5-SPC-Cre (left) or Ad5-CC10-Cre (right) infection. Scale bar = 50 μm (B) IHC quantification for MYC in tumors. Error bars indicate mean ± SEM. Two-tailed unpaired t-test, ns = not significant, ****p < 0.0001. (C and D) Representative images of KP (C) and KPU (D) tumors with low, intermediate, and high MYC expression. Scale bar = 50 μm. (E) Cellular localization of MYC during tumor progression in KP (left) and KPU (right) lungs following Ad5-CC10-Cre infection. The bottom figures are higher magnifications of the boxed area in the top figures. Arrows indicate the cellular location of MYC protein; Black, cytoplasm; Green, whole cell; Orange, nucleus; Cyan, whole cell with nuclear enrichment. Black scale bar = 50 μm, white scale bar = 25 μm.

## Data Availability

All software is commercially available or cited in previous publications. RNA sequencing data in this study is deposited in NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) and is publicly available as the date of publication under accession GSE244847. TCGA lung adenocarcinoma and squamous cell carcinoma gene expression data were obtained from the GDC data portal (https://portal.gdc.cancer.gov/).

# Supplementary material for: USP13 drives lung squamous cell carcinoma by switching lung club cell lineage plasticity
**Source:** Mol Cancer. 2023 Dec 13;22:204. doi: 10.1186/s12943-023-01892-x
**Supplement:** Supplementary file 1 — Additional file 1: Table S1.

| Genotyping primers                |                                                                                                            |                                                                                                                                                                                 |                                                     |
|-----------------------------------|------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|
| Gene                              | Primer sequence (5' → 3')                                                                                  | PCR condition                                                                                                                                                                   | Product size                                        |
| <i>Kras</i> <sup>G12D/+</sup>     | WT_FW: TGTCTTTCCCCAGCACAGT<br>Mutant_FW: GCAGGTCGAGGGACCTAATA<br>Common_RV: CTGCATAGTACGCTATACCCTGT        | 95 °C for 30 s, 65 °C for 15 s ( - 0.5 °C per cycle decrease),<br>68 °C for 10 s, for 10 cycles (touch down), 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 10 s, for 28 cycles | WT: 250 bp<br><i>KRAS</i> <sup>G12D</sup> : 100 bp  |
| <i>Trp53</i> <sup>flox/flox</sup> | FW: GGTAAACCCAGCTTGACCA<br>RV: GGAGGCAGAGACAGTTGGAG                                                        | 95 °C for 30 s, 65 °C for 15 s ( - 0.5 °C per cycle decrease),<br>68 °C for 10 s, for 10 cycles (touch down), 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 10 s, for 28 cycles | WT: 270 bp<br><i>Trp53</i> <sup>flox</sup> : 390 bp |
| <i>Usp13</i> <sup>LSL/LSL</sup>   | WT_FW: CACTTGCTCTCCCAAAGTCGCTC<br>Mutant_FW: AGATGTACTGCCAAGTAGGAAAGTC<br>Common_RV: ATACTCCGAGGCGGATCACAA | 95 °C for 30 s, 60 °C for 35 s, and 72 °C for 35 s, for 30 cycles.                                                                                                              | WT: 616 bp<br><i>USP13</i> <sup>LSL</sup> : 453 bp  |

# Supplementary material for: USP13 drives lung squamous cell carcinoma by switching lung club cell lineage plasticity
**Source:** Mol Cancer. 2023 Dec 13;22:204. doi: 10.1186/s12943-023-01892-x
**Supplement:** Supplementary file 5 — Additional file 5: Fig. S1. (A) Genomic alterations of USP family members in lung squamous cell carcinoma determined by cBioPortal analysis of TCGA databases (n=469). (B) Illustration of samples with 3q26 amplification in 469 LUSC patients. The 3q distal regions have been magnified to show the position of USP13, SOX2, and TP63 genes. (C) Correlation between copy number variation of USP13 and mRNA expression of squamous markers according to KRAS mutation in LUAD. Squamous markers include keratin 16 (KRT16), keratin 17 (KRT17), uroplakin 1B (UPK1B), and arachidonate lipoxygenase 3 (ALOXE3). X-axis is copy number variation of USP13 and the y-axis is log2(x+1) transformed RSEM normalized count. Error bars indicate mean ± SEM. Two-tailed unpaired t-tests, *p < 0.05, **p < 0.01. Fig. S2. (A) Schematic of KrasLSL-G12D/+; Trp53flox/flox (KP) and KrasLSL-G12D/+; Trp53flox/flox; Usp13LSL/LSL (KPU) alleles. (B) KP tumors were characterized by glandular formation (representative LUAD feature). The bottom is a high magnification of the top. Scale bar = 100 μm. (C) Different histological features in KPU tumors. (a) KPU tumors showed squamous characters such as keratin material (asterisk) and intercellular bridge (arrow). A small portion of the tumor exhibited small cell lung carcinoma (SCLC) (b) or carcinosarcoma-like histology (c).(a’), (b’) and (c’) are higher magnifications of the boxed area in (a), (b), and (c), respectively. Scale bar = 100 μm (D) H&E staining of KPU mouse lung from Figure 2C (left). Black and red lines indicate LUAD and LUSC lesions, respectively. Scale bar = 5 mm. Representative images for H&E, USP13, NKX2-1, SPC, and SOX2 IHC stains of the LUAD component in KPU tumors (right). Scale bar = 50 μm. (E) Schematic of KrasLSL-G12D/+ (K) and KrasLSL-G12D/+; Usp13LSL/LSL (KU) alleles. (F) Quantifying individual tumor number and area in K and KU mice at 55-58 weeks post-Ad-CMV-Cre infection (n= 3 and n= 5, respectively). Error bars indicate mean ± SEM. Two-tailed

## **Supplementary information**

### **USP13 Drives Lung Squamous Cell Carcinoma via Switching Lung Club Cell Lineage Plasticity**

**This PDF file includes:**

**Figure S1**

**Figure S2**

**Figure S3**

**Figure S4**

**Figure S5**

**Figure S6**

**Figure S7**

**Figure S8**

Figure S1

A

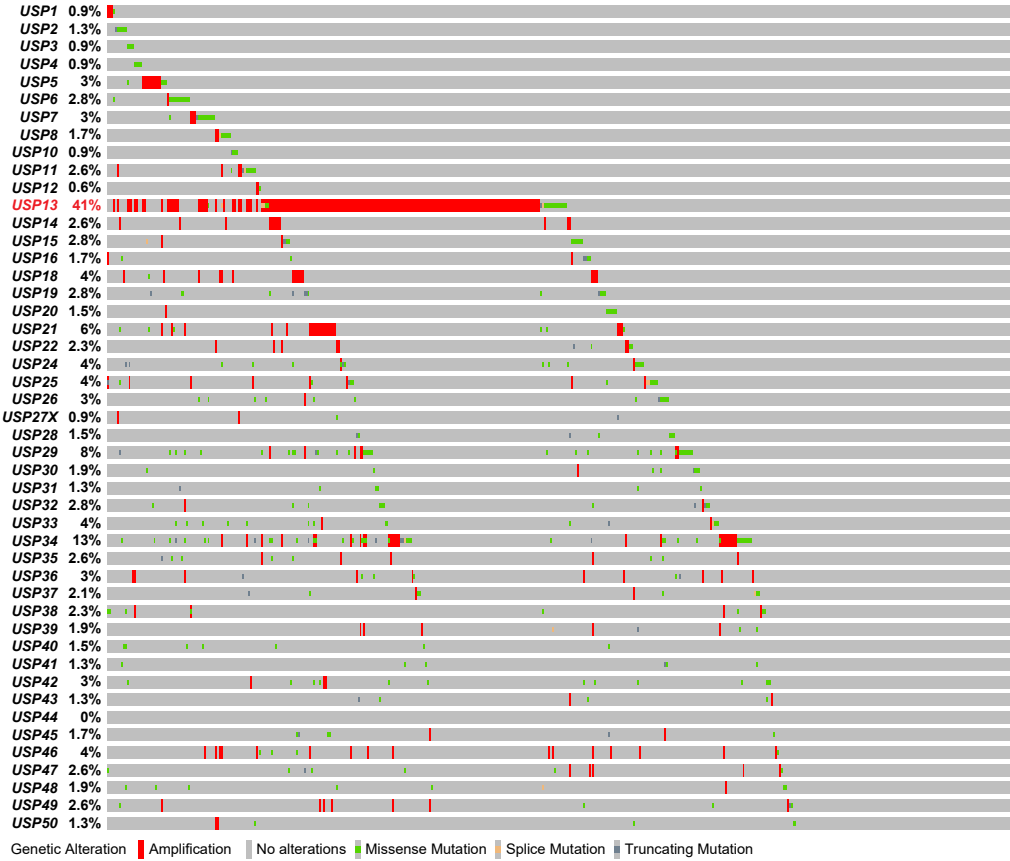

B

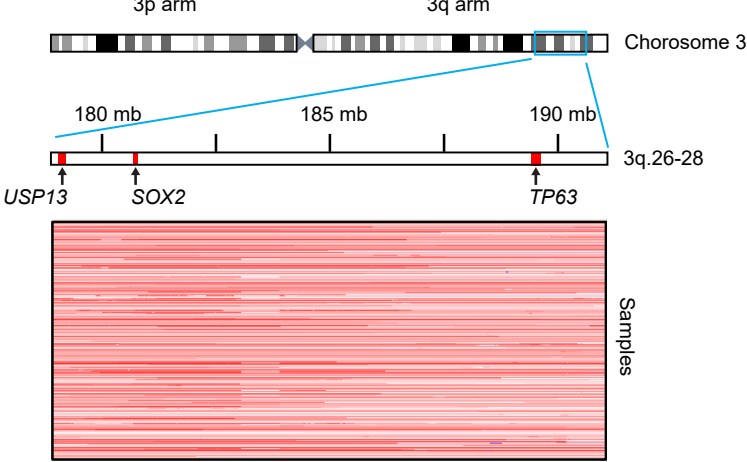

C

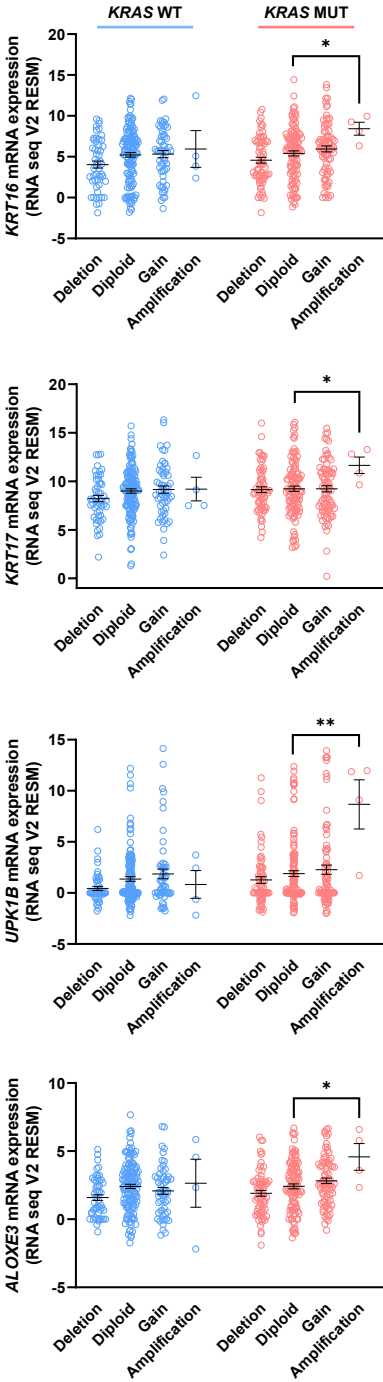

**Figure S1, related to Figure 1** (A) Genomic alterations of USP family members in lung squamous cell carcinoma determined by cBioPortal analysis of TCGA databases (n=469). (B) Illustration of samples with 3q26 amplification in 469 LUSC patients. The 3q distal regions have been magnified to show the position of *USP13*, *SOX2*, and *TP63* genes. (C) Correlation between copy number variation of *USP13* and mRNA expression of squamous markers according to *KRAS* mutation in LUAD. Squamous markers include keratin 16 (*KRT16*), keratin 17 (*KRT17*), uroplakin 1B (*UPK1B*), and arachidonate lipoxygenase 3 (*ALOXE3*). X-axis is copy number variation of *USP13* and the y-axis is  $\log_2(x+1)$  transformed RSEM normalized count. Error bars indicate mean  $\pm$  SEM. Two-tailed unpaired t-tests, \* $p < 0.05$ , \*\* $p < 0.01$ .

Figure S2

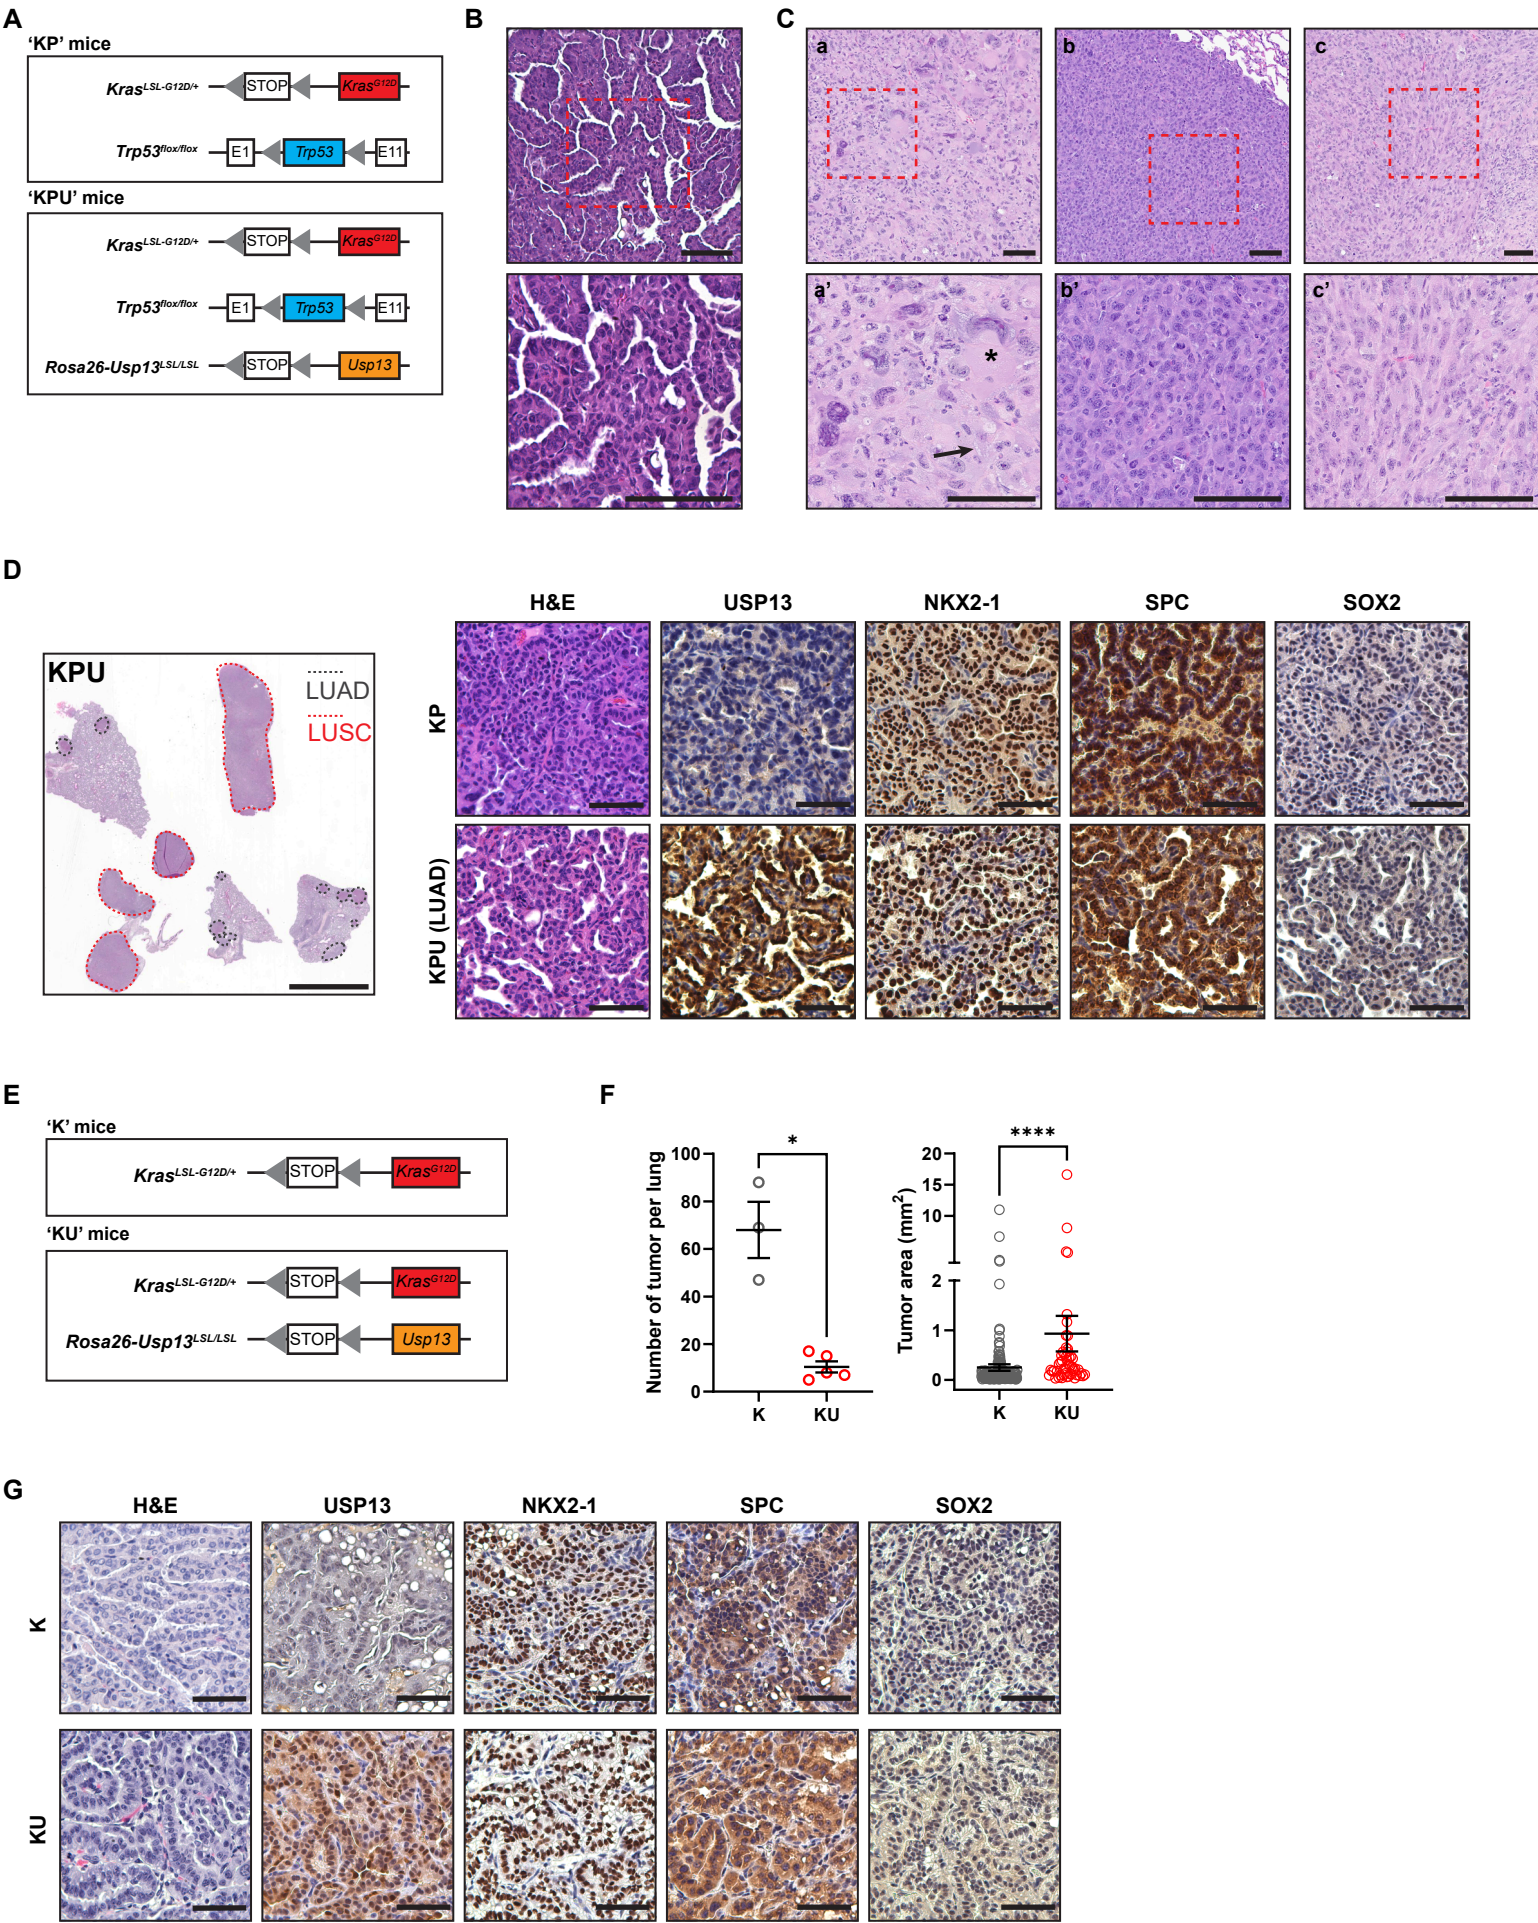

**Figure S2, related to Figure 2** (A) Schematic of *Kras*<sup>LSL-G12D/+</sup>; *Trp53*<sup>flox/flox</sup> (KP) and *Kras*<sup>LSL-G12D/+</sup>; *Trp53*<sup>flox/flox</sup>; *Usp13*<sup>LSL/LSL</sup> (KPU) alleles. (B) KP tumors were characterized by glandular formation (representative LUAD feature). The bottom is a high magnification of the top. Scale bar = 100  $\mu$ m. (C) Different histological features in KPU tumors. (a) KPU tumors showed squamous characters such as keratin material (asterisk) and intercellular bridge (arrow). A small portion of the tumor exhibited small cell lung carcinoma (SCLC) (b) or carcinosarcoma-like histology (c). (a'), (b') and (c') are higher magnifications of the boxed area in (a), (b), and (c), respectively. Scale bar = 100  $\mu$ m (D) H&E staining of KPU mouse lung from Figure 2C (left). Black and red lines indicate LUAD and LUSC lesions, respectively. Scale bar = 5 mm. Representative images for H&E, USP13, NKX2-1, SP-C, and SOX2 IHC stains of the LUAD component in KPU tumors (right). Scale bar = 50  $\mu$ m. (E) Schematic of *Kras*<sup>LSL-G12D/+</sup> (K) and *Kras*<sup>LSL-G12D/+</sup>; *Usp13*<sup>LSL/LSL</sup> (KU) alleles. (F) Quantifying individual tumor number and area in K and KU mice at 55-58 weeks post-Ad-CMV-Cre infection (n=3 and n=5, respectively). Error bars indicate mean  $\pm$  SEM. Two-tailed unpaired t-tests, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. (G) Representative images for H&E, USP13, NKX2-1, SP-C, SOX2 IHC stains of K and KU tumors. Scale bar = 50  $\mu$ m.

Figure S3

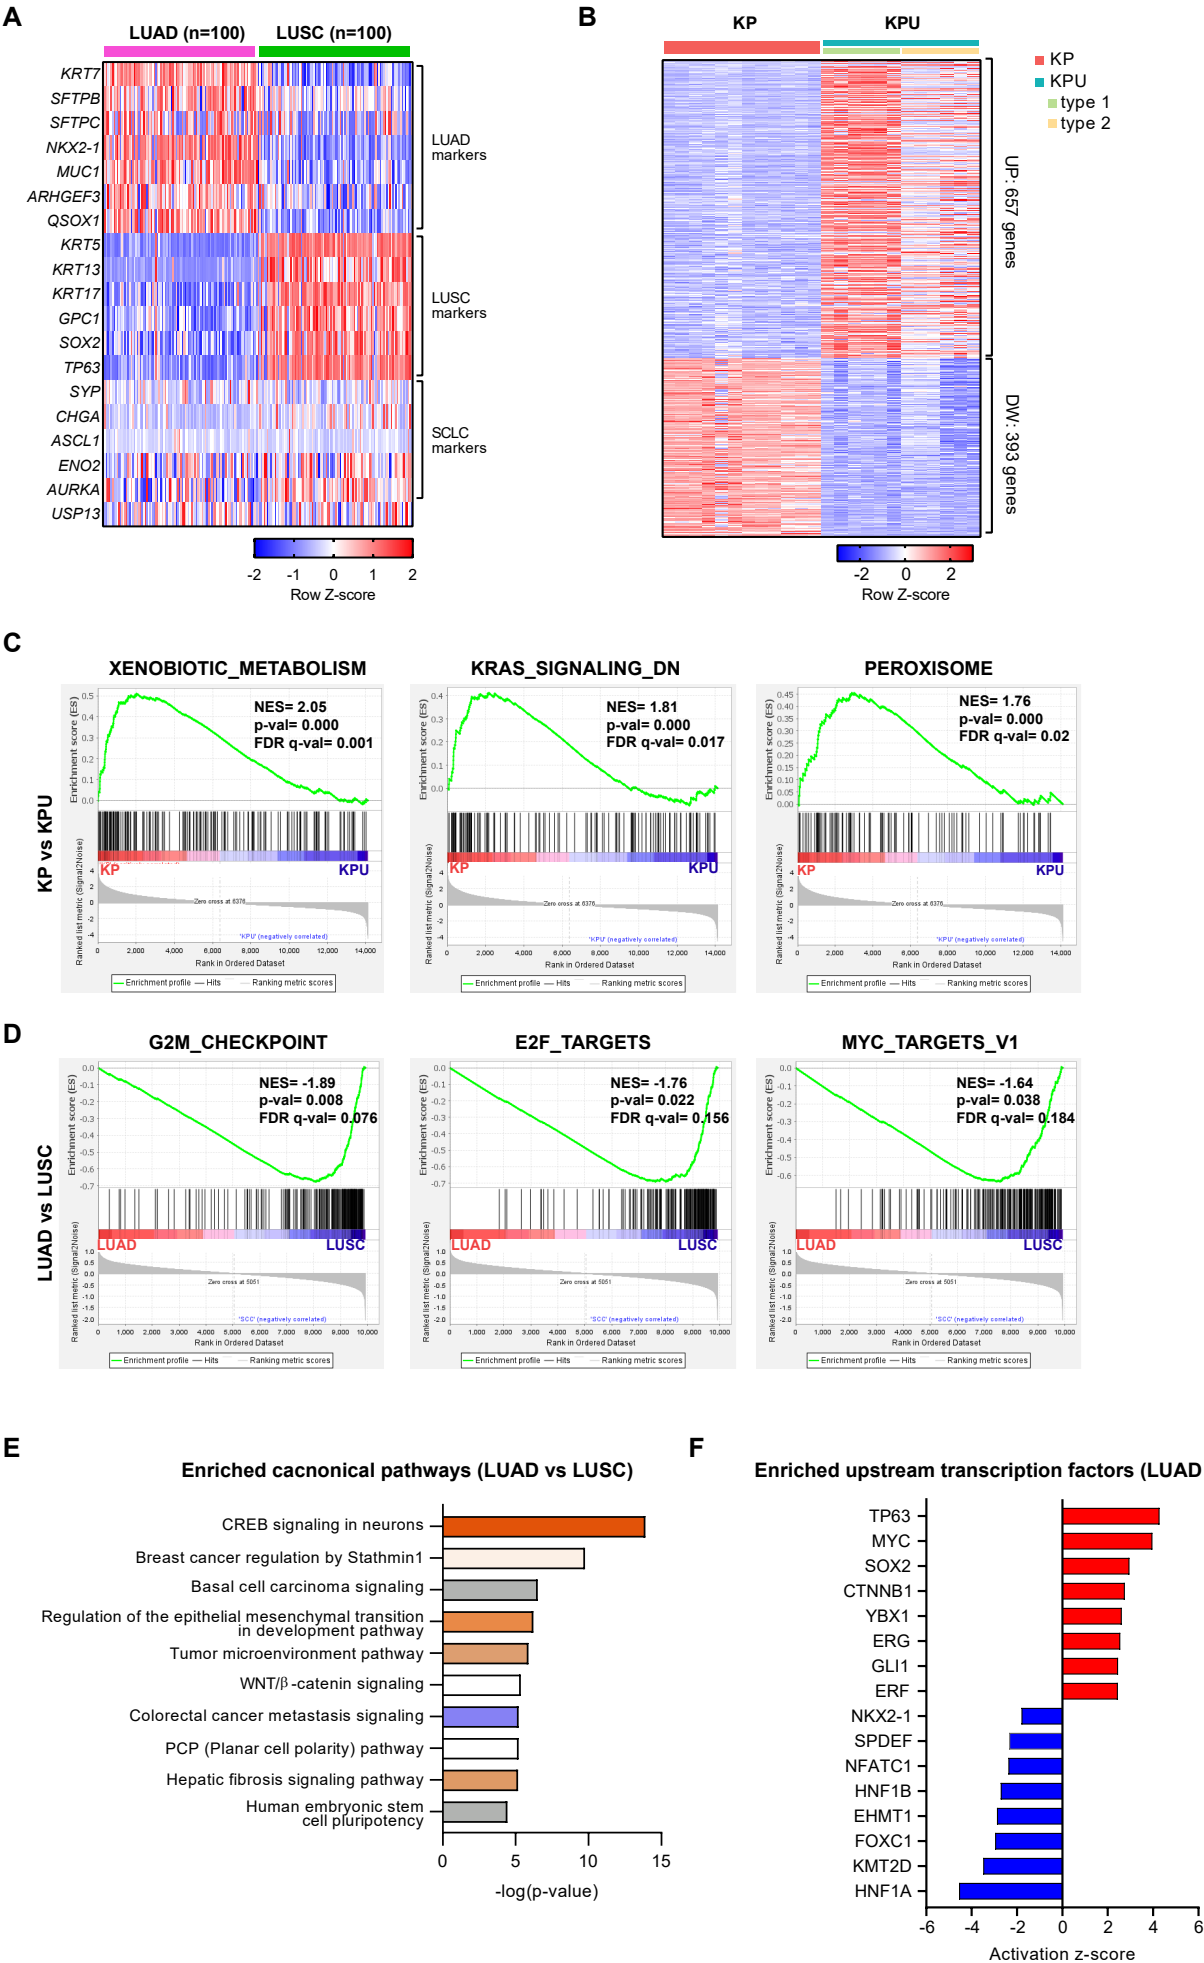

**Figure S3, related to Figure 3** (A) Heatmap showing the expression of marker genes for LUAD, LUSC, and SCLC in TCGA LUAD and LUSC samples. (B) Heatmap visualization of differentially expressed genes (DEGs) ( $|\log_2FC| > 3.5$ ,  $p < 0.01$ , and  $q < 0.01$ ) between KP and KPU tumor samples. (C) Enrichment plots for hallmark xenobiotic metabolism, KRAS signaling down, and peroxisome for KP and KPU tumors. (D) GSEA analysis for hallmark G2M checkpoint, E2F targets, and MYC targets version 1 for LUAD and LUSC. (E) IPA analysis shows the top ten canonical pathways enriched in LUSC compared with LUAD. Each bar's color indicates predicted pathway activation or inhibition; Orange, positive z-score (activation); white, zero z-score; blue, negative z-score (inhibition); gray, no pattern. (F) Upstream regulator analysis exhibits transcription factors' predicted activation status in human LUSC. A positive z-score indicates activation and a negative z-score indicates inhibition.

Figure S4

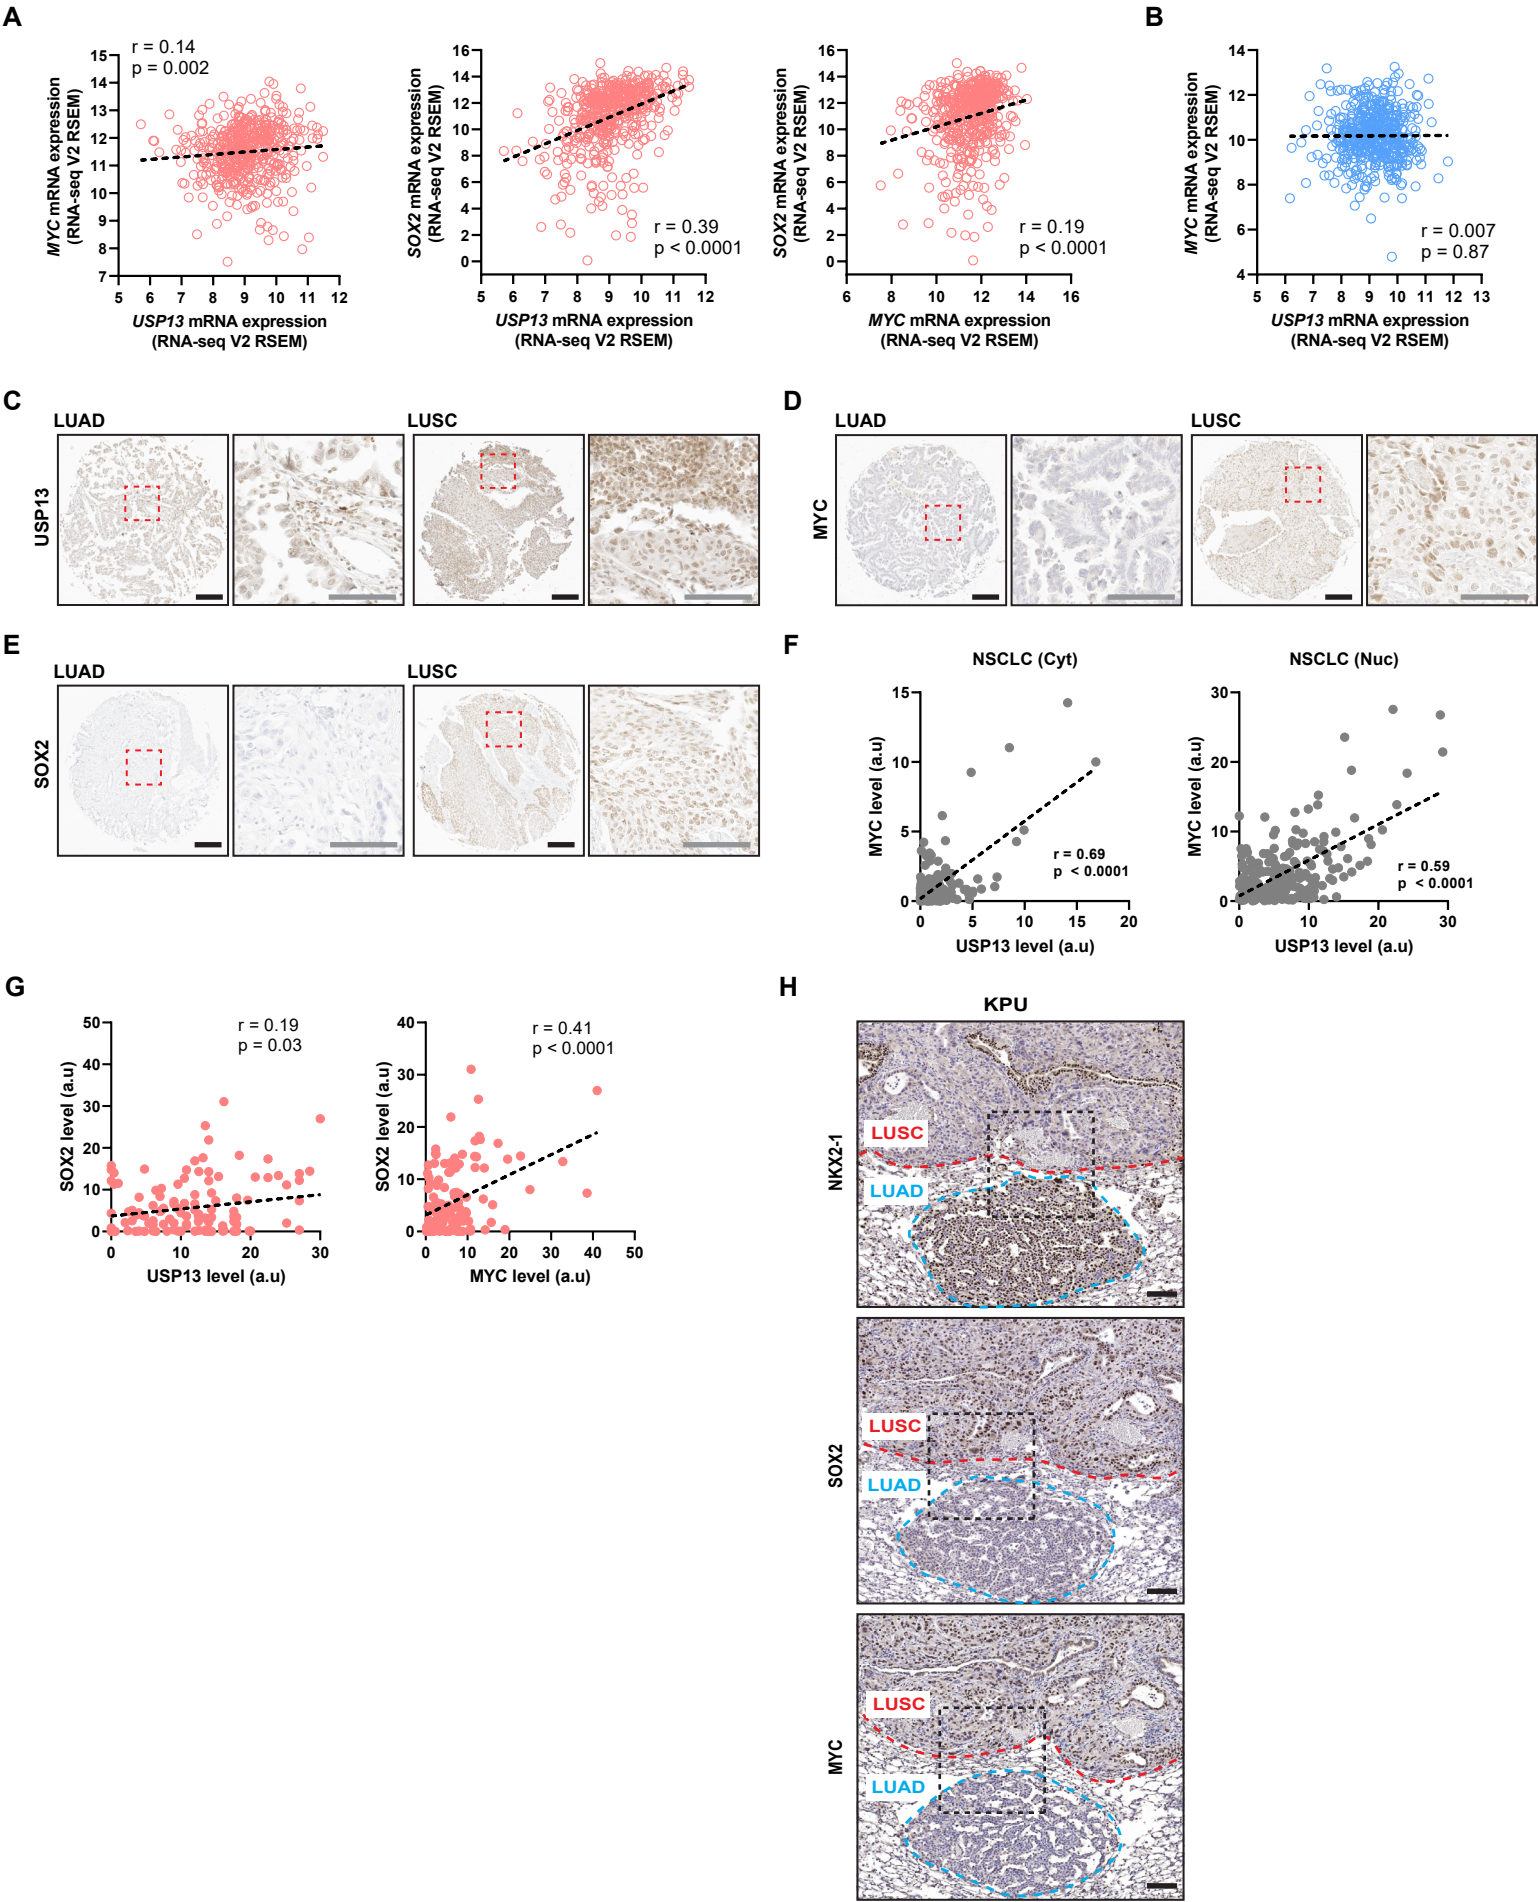

**Figure S4, related to Figure 4** (A) Correlation between *USP13* and *MYC* mRNA expression (left), *USP13* and *SOX2* mRNA expression (center), and *MYC* and *SOX2* mRNA expression (right) in LUSC. Data was obtained from cBioportal (TCGA, PanCancer Atlas) (n=469). mRNA Expression is  $\log_2(x+1)$  transformed RSEM normalized count. (B) Correlation between *USP13* and *MYC* mRNA expression in LUAD. Data was obtained from cBioportal (TCGA, PanCancer Atlas) (n=507). (C-E) Representative IHC-staining images of *USP13* (C), *MYC* (D), and *SOX2* (E) in LUAD (left) and LUSC (right). The red boxed areas on the left images were magnified and shown on the right. Black scale bar = 100  $\mu\text{m}$ , Greyscale bar = 50  $\mu\text{m}$ . (F) Correlation between *USP13* and *MYC* in the cytoplasm (left) and nucleus (right) of NSCLC patient samples. (G) Correlation between *USP13* and *SOX2* expression (left) and *MYC* and *SOX2* expression (right) in LUSC. Data was obtained from Figure 4B (n=130). IHC scores are analyzed using a two-tailed Pearson correlation coefficient. (H) Lower magnification images of Figure 4F. Scale bar = 200  $\mu\text{m}$ .

Figure S5

A

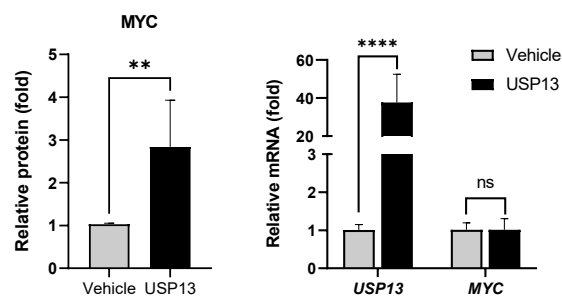

B

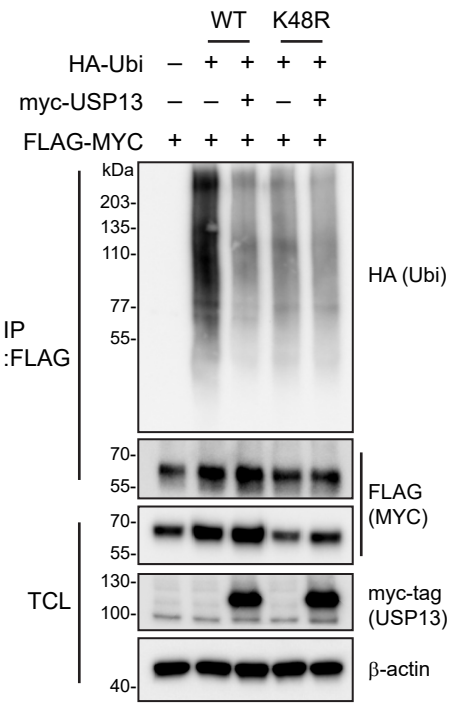

**Figure S5, related to Figure 6** (A) Quantification of MYC expression levels relative to the vehicle is shown (left). qPCR of *USP13* and *MYC* mRNA expression in HEK293T cells with or without USP13 overexpression. mRNA level was normalized to  $\beta$ -actin. Data are shown as means  $\pm$  SD. ns, not significant, \*\* $p < 0.01$ , and \*\*\*\* $p < 0.0001$  (unpaired two-tailed t-test). (B) USP13-mediated deubiquitylation acts upon the Lys48 (K48) ubiquitination of MYC. 293T cells were transfected with FLAG-MYC, HA-Ub (WT or K48R), and Myc-tagged USP13.

**Figure S6**

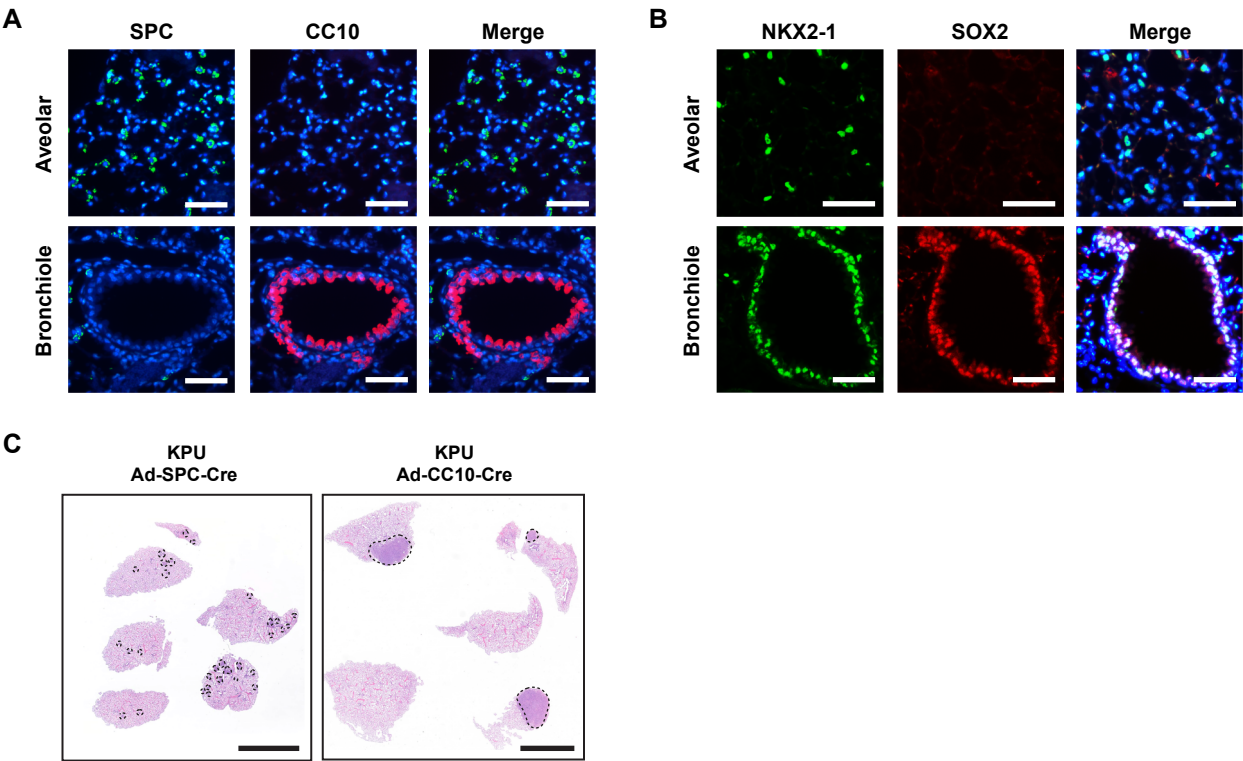

**Figure S6, related to Figure 6** (A) Section of wild-type mouse lung stained with anti-SPC (green) and anti-CC10 (red). Scale bar = 50  $\mu$ m. (B) Section of wild-type mouse lung stained with anti-NKX2-1 (green) and anti-SOX2 (red). Scale bar = 50  $\mu$ m. (C) Representative hematoxylin and eosin (H&E) staining of KPU lung infected by Ad-SPC-Cre or Ad-CC10-Cre virus. Dotted lines indicate tumor nodules. Scale bar = 5 mm.

Figure S7

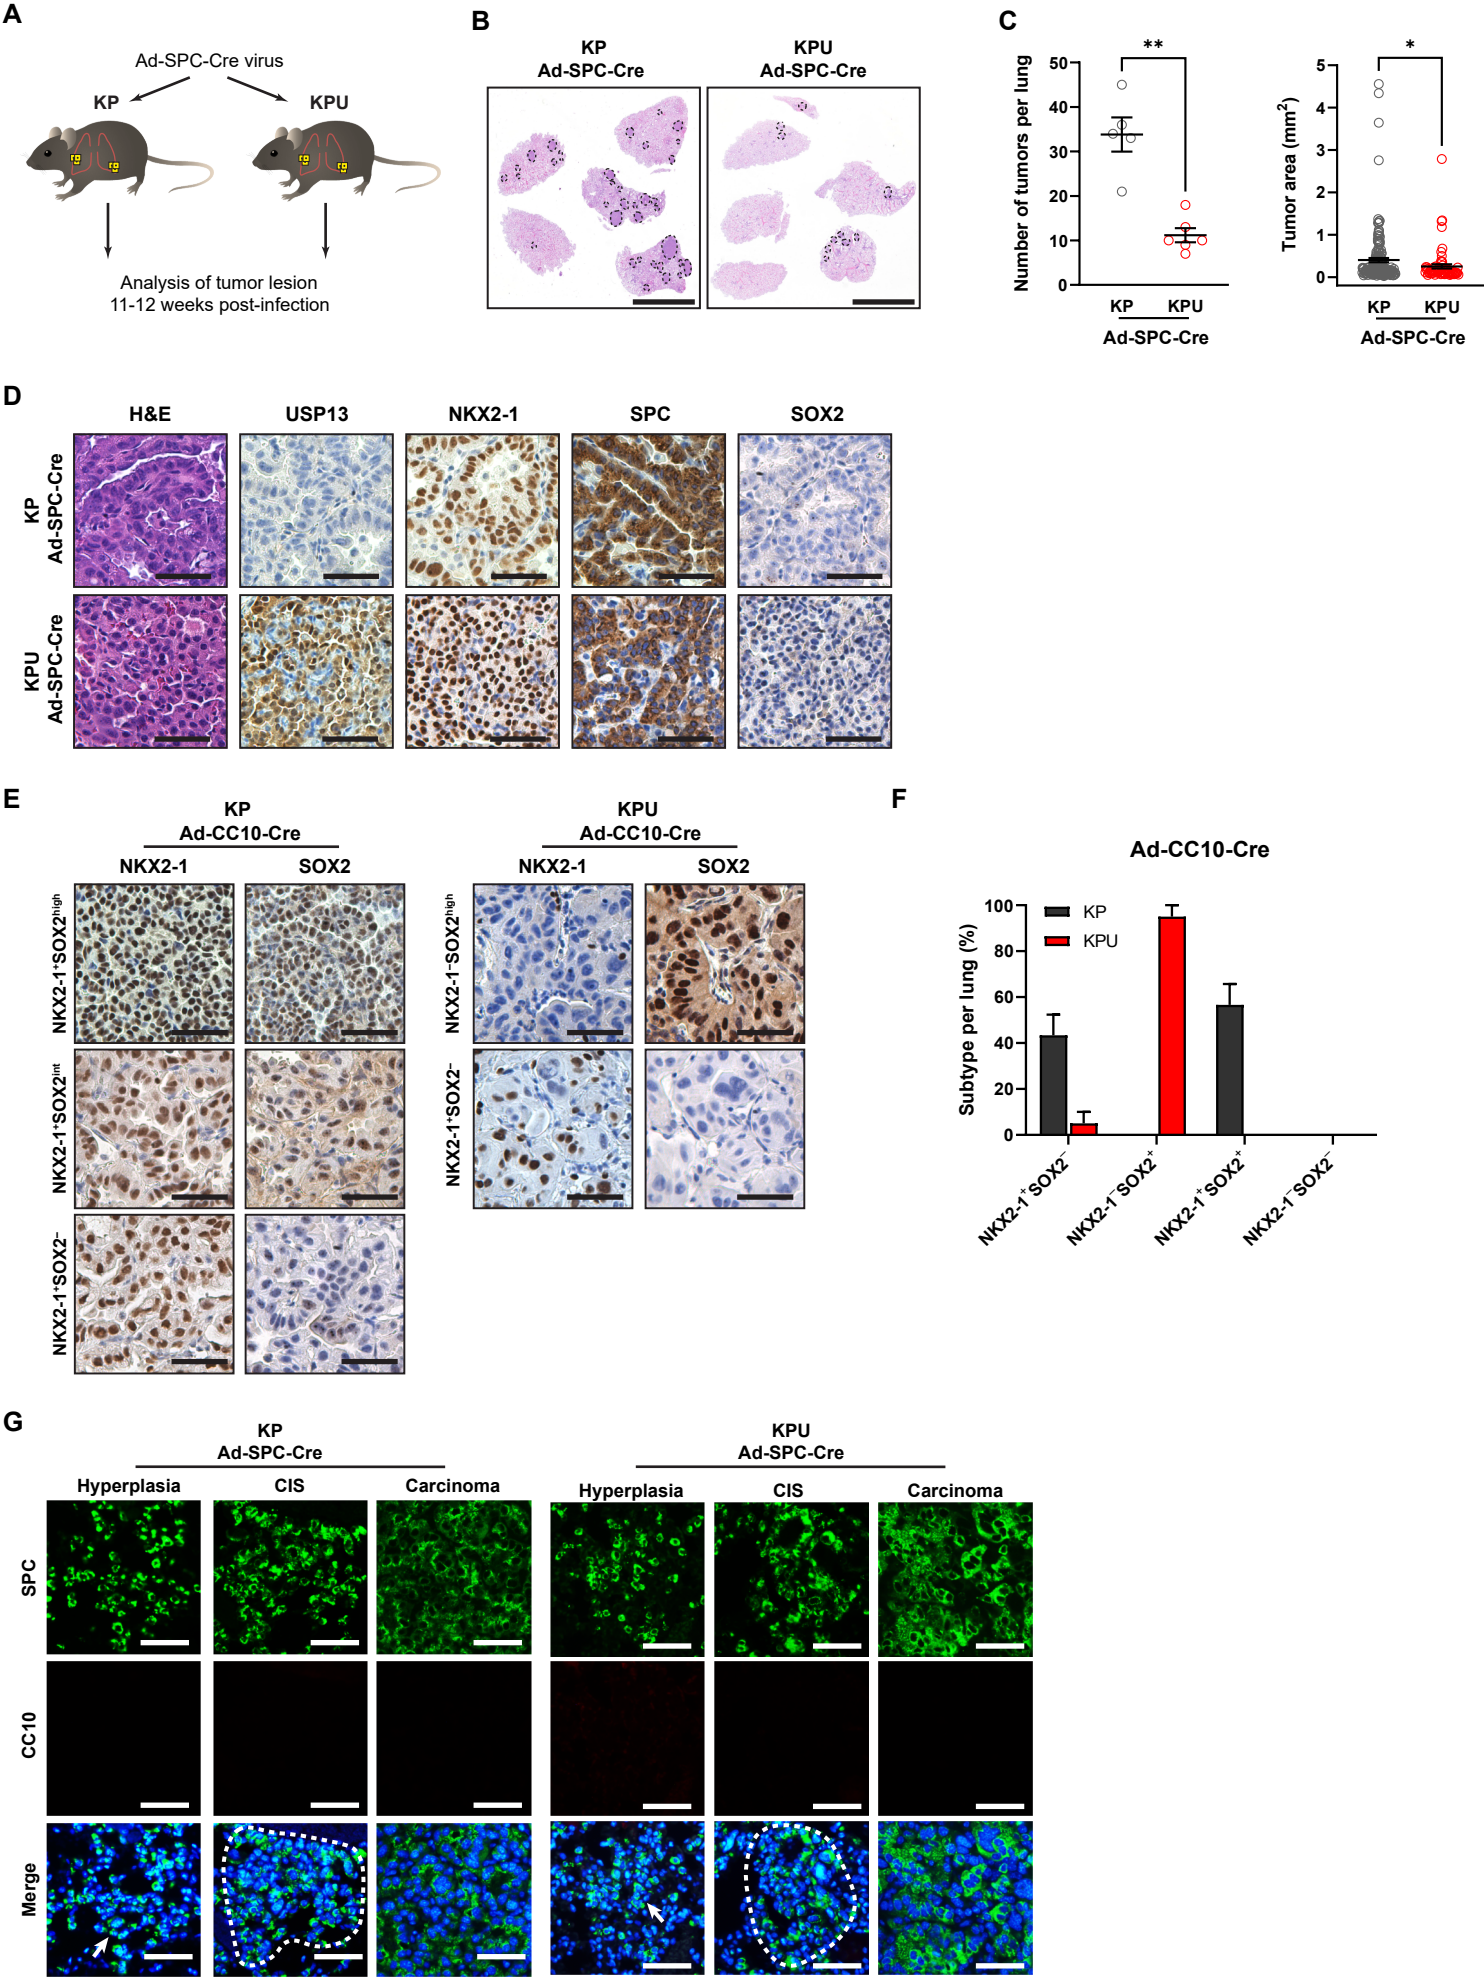

**Figure S7, related to Figure 7** (A) Experiment design: KP or KPU mice received a single intratracheal injection of cell-type-restricted Ad-SPC-Cre virus. The experiment was terminated 11-12 weeks post-viral infection. (B) Representative hematoxylin and eosin (H&E) staining of KP and KPU lung at 12 weeks post-Ad-SPC-Cre infection. Dotted line indicates a tumor nodule. Scale bar = 5 mm. (C) Quantification of individual tumor number (left) and area (right) in KP and KPU mice at 11-12 weeks post-Ad-SPC-Cre virus infection (n=5 mice/group). (D) Representative images for H&E, USP13, NKX2-1, SP-C, and SOX2 IHC stains of the KP and KPU tumors. Scale bar = 50  $\mu$ m. (E) Representative NKX2-1 and SOX2 staining images from lung tumors in Ad-CC10-Cre infected KP (left) and KPU (right) mice. Scale bar = 50  $\mu$ m. (F) Quantification of lesions with NKX2-1 and SOX2 expression patterns from (E). (G) SPC and CC10 expression during cancer progression in Ad-SPC-Cre infected KP and KPU lungs. Hyperplasia (arrow) and carcinoma *in situ* (CIS) (dotted line) are indicated. Scale bar = 50  $\mu$ m. In (C) and (F), error bars indicate mean  $\pm$  SEM. Two-tailed unpaired t-tests, \*p < 0.05, \*\*p < 0.01.

Figure S8

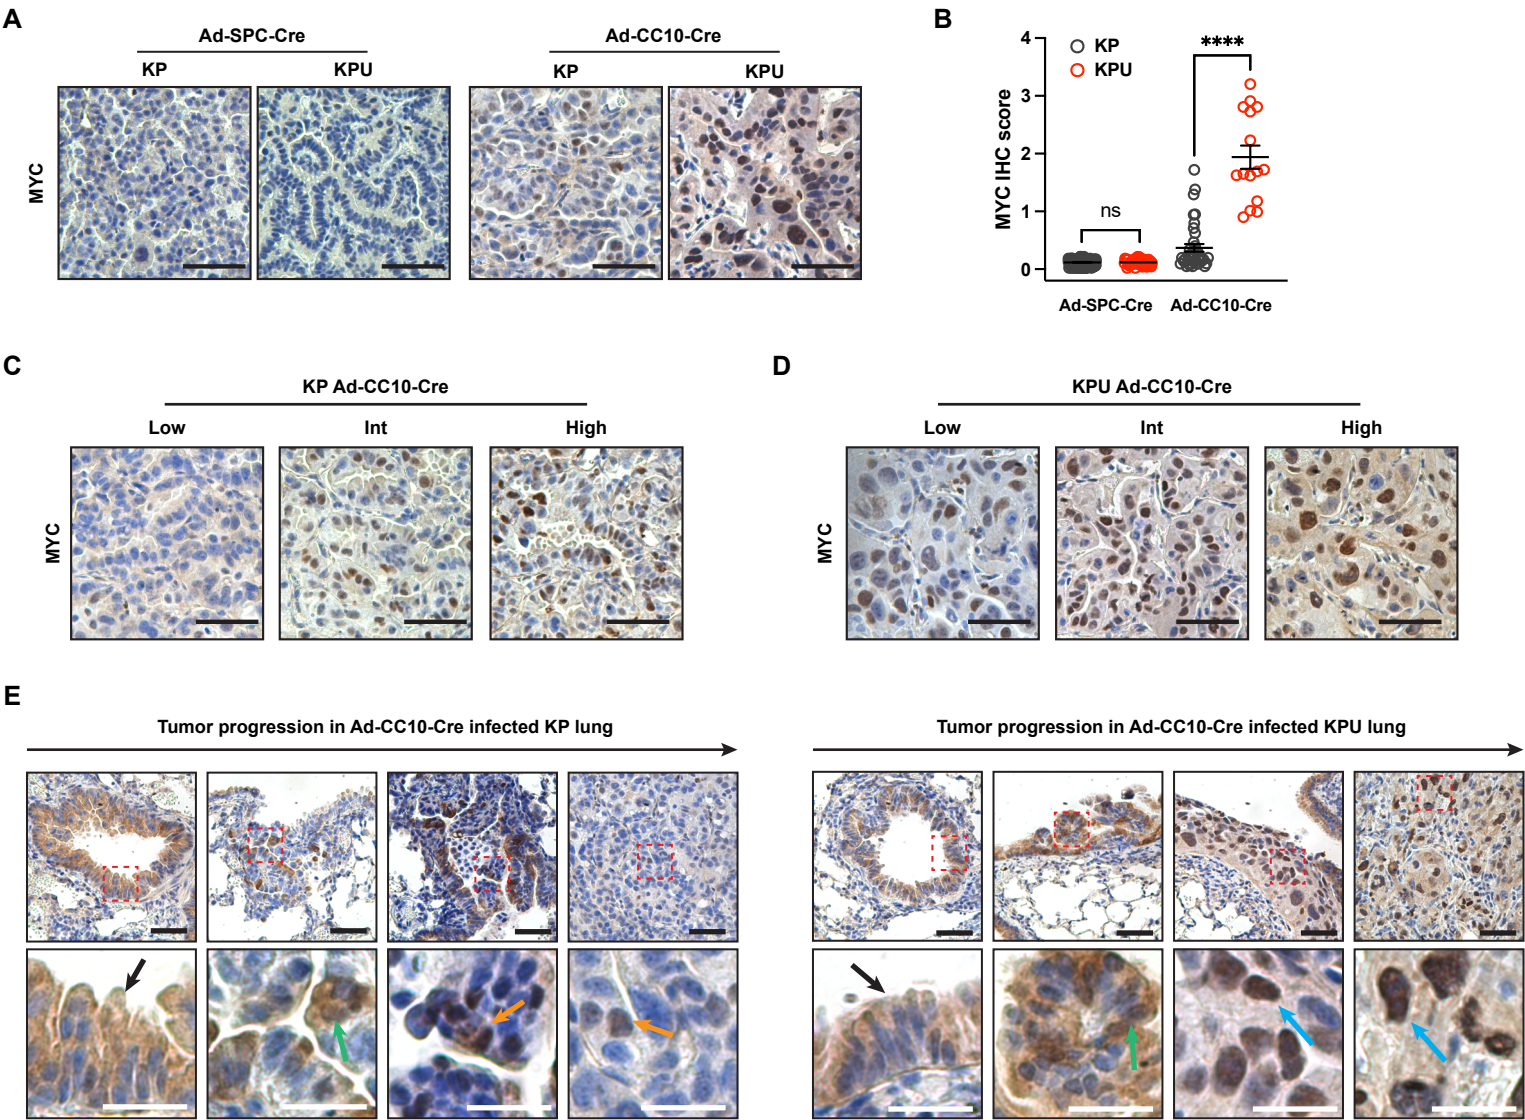

**Figure S8, related to Figure 8** (A) Representative images for IHC staining of MYC in the KP and KPU tumors post-Ad-SPC-Cre (left) or Ad-CC10-Cre (right) infection. Scale bar = 50  $\mu$ m (B) IHC quantification for MYC in tumors. Error bars indicate mean  $\pm$  SEM. Two-tailed unpaired t-tests, ns = not significant, \*\*\*\*p < 0.0001. (C and D) Representative images of KP (C) and KPU (D) tumors with low, intermediate, and high MYC expression. Scale bar = 50  $\mu$ m. (E) Cellular localization of MYC during tumor progression in KP (left) and KPU (right) lungs following Ad-CC10-Cre infection. The bottom figures are higher magnifications of the boxed area in the top figures. Arrows indicate the cellular location of MYC protein; Black, cytoplasm; Green, whole cell; Orange, nucleus; Cyan, whole cell with nuclear enrichment. Black scale bar = 50  $\mu$ m, white scale bar = 25  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

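Bulk RNA sequencing of lung tumors from KP and KPU mice, taken 12 weeks after Ad5-CMV-Cre infection, was re-analysed from the table that the authors deposited. The table holds 15896 genes in 24 libraries, which the sample labels number as KP 1 to 4 and KPU 1 to 4 with 3 libraries each, taken here as 8 tumors. Human tumors and cell lines were not analysed here.

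The authors trimmed the reads with Trimmomatic, mapped them with STAR to GRCm38 with the Ensembl annotation, counted reads per gene with HTSeq and divided the counts of each library by its DESeq2 size factor, so that the deposited values are a signal per gene that is never negative and that is proportional to reads. The filter that left the listed genes is not stated in the paper's text. Every library was deposited separately, and none was pooled. In each library 100% of the values were whole multiples of a single step, so the reads were recovered as whole numbers, with a largest deviation of 2.3e-09. The recovered reads on genes were between 14771182 and 28666680 per library, and the libraries of a tumor add up to between 50061306 and 60219921. The lowest mean of any gene over the libraries was 8.07 normalized counts, so a minimum mean of 5 removed 0 genes, and that filter could not move any result. Counting error weighs most on genes with few reads, and the spread between tumors enters every test.

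The labels call the 3 libraries under a number biological replicates, while their identifiers share a number that was read as that of an animal. Whether they are separate samples of a tumor or separate tumors of a mouse is not stated, and the paper's text does not say how they entered the authors' comparison. The libraries were averaged per tumor and the tumor was taken as the independent unit (n = 4 per genotype). The reading in which the 24 libraries are independent was run as an alternative. Libraries of a tumor differed by more than counting error (chi-square test per gene with at least 60 reads, which takes reads as independent molecules), at p under 0.05 in 36.2% of genes in KP 1, 24.3% in KP 3, 67.3% in KP 4 and 27.2% in KPU 4, and in the pairs that remain in KP 2, KPU 2 and KPU 3 without the GC-shifted libraries described further on, in 66.3%, 17.3% and 22.5%. The test covers counting error only, so it cannot tell separate preparations of the same RNA from separate samples.

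Gene symbols, GC content and positions were taken from the GENCODE annotation of GRCm38, the build that the authors name, and 15870 of the 15896 gene identifiers were matched to a symbol. The values were put on the scale log2(value + 1), on which the change of a gene with few reads is understated. All genes were compared between KP and KPU with limma 3.58.1 (linear model with a trended prior) in R 4.3.3, with Benjamini-Hochberg adjustment. Genes were counted at the threshold of the paper (absolute log2 fold change of at least 3.5, p and adjusted p under 0.01) and at an adjusted p under 0.05. A fit of 3 groups took KPU 1 and 2 as type 1 and KPU 3 and 4 as type 2, by matching the numbers of the labels to KPU T1 to T4 as Fig. 3A marks them. Lists of genes were scored in each tumor as the mean of log2(value + 1). Scores and distances were compared with exact two-sided permutation tests over the 70 assignments of the tumors, which cannot go below p = 0.029. The distances were not recomputed for each assignment, and those of a genotype share tumors, so their p is nominal. The 15 lists that bear on the results of the paper and 9 other lists were adjusted as separate families. Hallmark sets, the IPA database and the published LUSC signatures were not used here; the lists are those printed in Fig. 3 and Table S4, or were written by hand. Table S2, Table S3 and Table S4 were read from the supplementary files of the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for scores, distances, principal components and plots.

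The genes named are every gene that the paper names in Fig. 3B, 3D, 3G and 3H or in its text on these data, and the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.01 whose KPU tumors all lay beyond all KP tumors. Results for 3 of these genes are not reported here, and counts over the named genes leave them out. This rule, the sample mapping, the main tests, the lists and 22 alternative fits of all genes, 12 alternative fits of the 3 groups and 13 alternative settings of the scores were fixed before the data were examined, and the neural crest list was written after the paper's Table S2 had been read. They include the pseudocount, a minimum mean of 50, TMM and quantile scaling, limma on 24 libraries with and without the tumor as a random block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, blocks on the tumor or library number, and each tumor left out in turn. Tumors with the same number are different animals, and the pairing by number comes only from the sample labels.

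Several choices came after the data had been seen. In 5 libraries GC-rich genes were raised, and the limits on the GC gap of 1 and 1.5 (log2) that mark 5 and 4 libraries, the fits without those libraries, the correction of each library by a spline on GC content with 6 degrees of freedom, and the other ways to pair the KPU tumors were all added then, which makes 6, 4 and 3 added settings for the same families. Leaving each tumor out of the spread and of the principal components was added then as well. The correction was made against the mean of all libraries, so that it can also remove differences between the genotypes that follow GC content. The limits that call *Xist* present (100 normalized counts) or Y-linked genes present (a mean of 25), and the rule that set apart lists on which a KPU tumor lay above all KP tumors, were also chosen then.

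The comparison steps were tested on simulated reads for 15896 genes with 200 genes changed by 2 on the log2 scale. At an adjusted p under 0.05, limma on tumor means recovered 199 of them with 7.01% of its calls false, edgeR on summed reads 199 with 4.78%, and DESeq2 on summed reads 200 with 11.1%. When the 24 simulated libraries were taken as independent, 91.3% of the calls of limma and 92.8% of those of DESeq2 were false. With the tumor as a random block 18.2% were false. The simulation set the same spread for every gene and both genotypes and held no GC shift. A share of false calls depends on how many genes are changed, so it does not carry over to the real data.

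The tumor numbers of the labels are not stated to be the T1 to T4 of Fig. 3A and 3I, so values are given by label. The genes *Fev*, *Dmrt1*, *Neurog3* and *Nanog* were not analysed here.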

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

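The test of the tumors apart with the 5 GC-shifted libraries left out, and that of the EMT score against fibroblast markers, were chosen before their results were seen; the tests on the number of groups and on the neural crest genes were chosen after.

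Single tumors that stood apart from the other 3 of their genotype were sought in 218 groups. These include the named genes (log2 scale) and the list scores in each genotype. The gap from the highest or lowest tumor to its nearest neighbour, as a share of the range of the group, passed Dixon's critical value for 4 values in 18 groups, where chance gives 10.9. KP 2 was the tumor apart in 8 of them, KPU 2 in 5, KPU 4 in 3, KP 1 in 1 and KP 4 in 1.

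KP 2 was higher than the other KP tumors in *Foxa1* (share 0.916; 2655 normalized counts against 1288 to 1369), *Foxa2* (share 0.892), *Klf4* (share 0.880), *Rhob* (share 0.858), *Smad3* (share 0.879) and the Hedgehog score (share 0.864). It was lower in *Muc1* (share 0.959; 6909 against 12214 to 12519) and *Ppargc1a* (share 0.947). KP 1 was lower in *Egr2* (share 0.866), and KP 4 was higher in *Fbn2* (share 0.948; 92.7 against 20.5 to 22.3).

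KPU 2 was higher than the other KPU tumors in *1700012B09Rik* (share 0.842) and *Bhlhe40* (share 0.831; 5635 against 2032 to 2414), and lower in *Chga* (share 0.893), *Nkx2-1* (share 0.940; 92.8 against 775 to 887) and *Sftpb* (share 0.852; 2180.5 against 17599 to 25287). KPU 4 was lower in *Dst* (share 0.892) and *Sox2* (share 0.840; 1615 against 4304 to 5187), and higher in the G2/M score (share 0.886).

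KP 2 and KPU 2 each hold a library in which GC-rich genes were raised. Without the 5 such libraries, 9 of the 18 groups still had the tumor apart, 4 of them KP 2, and the other 9 no longer did, so these libraries may account for part of the pattern. The 18 groups are more than the 10.9 that chance gives, but the groups share tumors and genes of related function, so that the number cannot be told apart from chance. The design gives no condition that differs within a genotype, and no biological explanation was tested.

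Lists of genes outside those that the paper discusses were scored for signal above the KP tumors. The highest KPU tumor lay above the highest KP tumor by 5.36 in the score of neural crest and Schwann cell genes (such as *Sox10* and *Foxd3*), by 2.30 in the score of fibroblast genes and by 3.01 in the score of further squamous genes (such as *Krt14*, *Krt6a* and *Dsg3*). The neural crest score was 10.56, 5.23, 10.69 and 4.77 in KPU 1 to KPU 4 and 4.47 to 5.33 in KP. Over the genotypes its difference of 2.90 was within the spread of the tumors (exact permutation p = 0.17). Leaving out the GC-shifted libraries changed the score of any KPU tumor by at most 0.23, and the 3 libraries of a KPU tumor differed by at most 0.44 where the KPU tumors differed by up to 5.92, so neither GC content nor a single library accounts for it. Nerve or neural crest derived cells in the whole piece of tissue may still be the source, which these tests cannot tell apart from expression by the tumor cells, and the design gives no condition that parts KPU 1 and KPU 3 from the others.

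The fibroblast score was 12.14, 10.46, 12.27 and 10.87 in KPU 1 to KPU 4 and 9.54 to 9.97 in KP, a difference of 1.67 (exact permutation p = 0.029; adjusted over the 9 lists 0.064), with 4 of 4 KPU tumors above all KP tumors. A larger share of fibroblasts in the KPU tumors is a candidate explanation of the EMT score of Fig. 3D, since its genes include genes that fibroblasts use. The fibroblast genes rose as well, by 1.67, while the endothelial score did not (-0.79, exact permutation p = 0.23). A tumor cell in EMT could use the fibroblast genes too, so the explanations cannot be told apart. The difference of the EMT score without the GC-shifted libraries was 2.40 against 2.42 with them, so GC content does not account for it.

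The further squamous score was 3.61, 8.32, 3.43 and 5.89 in KPU 1 to KPU 4 and 4.87 to 5.30 in KP, so that KPU 2 and KPU 4 lay above all KP tumors and KPU 1 and KPU 3 below them, and the difference of 0.18 between the genotypes was within the spread (exact permutation p = 0.94). No explanation of it was tested.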

How the results depend on the processing

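The LUAD and xenobiotic scores stayed lower and the EMT and MYC target scores higher in KPU, with an exact permutation p of 0.029 under every alternative that was run except the pairing by tumor number, where 4 pairs cannot give a sign-flip p below 0.125. The larger spread of KPU kept p = 0.029 (exact permutation) under its alternatives. This p is nominal, since the distances of a genotype share tumors. The difference in Euclidean distance was 43.1 to 67.3, and 0.494 as 1 minus the Spearman correlation. The log2 fold change of *Usp13* stayed between 7.33 and 7.91 over 28 alternatives. Of 2345 alternative values of the 84 named genes, 2129 kept their direction and their side of an adjusted p of 0.05, 153 came to pass it, 59 no longer passed it and 4 changed direction. Of 360 alternative values of the 24 list scores, the pairing by tumor number set aside, 319 kept both, 6 came to pass p = 0.05, 31 no longer passed it and 4 changed direction. Of the 31, 28 are fits with a tumor left out in which all KPU tumors still lay beyond all KP tumors. With 3 tumors against 4, p rises to 0.057 or 0.086 there because other assignments give as large a difference. The rise in p alone thus does not show that a score depends on a tumor. Among these 28 fits, the G2/M difference itself fell from 0.47 to 0.28 without KPU 4. The filter at a mean of 5 removes no gene, so its absence shows no stability. The alternatives that leave out or correct GC-shifted libraries, the other pairings of KPU tumors, and leaving each tumor out of the spread and of the principal components, were chosen after the data had been seen. For the changes given here the cause was not tested, except that the false calls on simulated reads bear on the fits of 24 libraries.

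At the threshold of the paper, the 590 genes (242 higher and 348 lower) became 323 (135 and 188) with a pseudocount of 10, 964 (587 higher and 377 lower) with DESeq2 per tumor, 1051 (658 and 393) with DESeq2 on 24 libraries, and 928 (565 and 363) with DESeq2 on the 19 libraries without the GC shift. The share that was higher in KPU was 41.0% with limma and 60.9%, 62.6% and 60.9% with these DESeq2 fits. With a tumor left out, the count was 451 to 753 (174 to 322 higher and 277 to 431 lower). Without the 5 GC-shifted libraries it was 589, and 526 of the 590 genes were among them.

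At an adjusted p under 0.05, the 4301 genes (2056 higher and 2245 lower) became 7880 (3908 and 3972) with 24 libraries taken as independent, 6033 (3252 and 2781) with DESeq2 per tumor, 8592 (4832 and 3760) with DESeq2 on 24 libraries, and 10295 (5575 and 4720) with DESeq2 on 19 libraries. On simulated reads, taking the 24 libraries as independent made 91.3% of the limma calls and 92.8% of the DESeq2 calls false. Only 200 genes were changed there, so these shares do not carry over to the real calls, of which many more may be true. Leaving out a tumor gave 2734 to 5419 genes (1246 to 2734 higher and 1488 to 2685 lower). Without the 5 GC-shifted libraries 5461 genes were called, with 4036 of the 4301 among them.

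With the replicate number of the tumors as a block, 538 genes passed the threshold of the paper and 4065 an adjusted p under 0.05, and with the GC correction in the same fit 551 and 4551. With the library number as a block on 24 libraries they were 747 and 7802 (3866 higher and 3936 lower). Tumors with the same number are different animals, and the mean correlation of their deviations from the genotype means was 0.0568 for the same number and -0.0205 for different numbers.

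In the fit of 3 groups, KP against KPU 1 and 2 gave 3698 genes, which became 7896 with 24 libraries as independent, 5689 with DESeq2 per tumor and 8641 with DESeq2 on 24 libraries. KP against KPU 3 and 4 gave 2043 genes, which became 6002, 4127 and 6940 under the same settings and 3750 with the tumor as a random block. Between KPU 1 and 2 and KPU 3 and 4 there were 0 genes (602 at an unadjusted p under 0.05), which became 40, 4 and 949 under the same settings and 3 with the random block. Pairing KPU 1 with 3 and KPU 2 with 4 gave 5110, 4431 and 1727 genes for the comparisons in this order, and pairing KPU 1 with 4 and KPU 2 with 3 gave 1885, 3462 and 0 (403 unadjusted).

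Of the scores, that of the Hedgehog genes came to pass p = 0.05 with quantile normalization (1.28, exact permutation p = 0.029) and that of the Notch genes after the GC correction (0.43, exact permutation p = 0.029), while without the 5 GC-shifted libraries the Notch difference was 0.11 (exact permutation p = 0.6). The *Pex* score no longer passed after the GC correction (-0.46, exact permutation p = 0.057), nor did the classical LUSC score as z-scores (-0.61, exact permutation p = 0.057) or after the GC correction (-0.78, exact permutation p = 0.086). The PI3K/AKT/mTOR score changed direction with quantile normalization (-0.030), and the score of further squamous genes as z-scores (-0.068), without KPU 2 and without KPU 4 (-0.82 to 0.81 with each tumor left out). *Nfatc2* changed direction without KPU 1, without KPU 3 (log2 fold change -0.43 to 0.86 with each tumor left out) and without the 5 GC-shifted libraries (-0.019), and *Syp* without KPU 2 (-0.87 to 0.25).

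With each tumor left out, the differences were 1.54 to 2.43 for the LUSC score, 0.87 to 1.97 for the SCLC score, which came to pass without KPU 2, 0.37 to 0.66 for Notch, which came to pass without KP 2, 0.28 to 0.54 for G2/M, -1.03 to -0.73 for the classical, 0.38 to 0.67 for the primitive and -3.33 to -2.30 for the secretory list. They were -3.65 to -2.39 for the lung lineage genes and 1.39 to 1.99 for the fibroblast genes, and -1.64 to -0.79 for the immune and -1.20 to -0.32 for the endothelial score, which both came to pass without KPU 4. For the gastric score they were -5.15 to -4.01 and for the epithelial score -3.10 to -2.42.

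The first principal component held 64.7% of the variance and 47.3% over all genes. The second held 18.9%, which became 23.6% over all genes, 23.4% with tumor means and 23.2% with the regularized log of DESeq2. With a tumor left out they held 59.9% to 74.4% and 11.7% to 21.9%.

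Genes with few reads limit what can be said of single tumors, as for *Chga* in KPU 2, at 0.329 normalized counts.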

Differences from the paper's values

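The paper reports 1050 differentially expressed genes between KPU and KP, and the tumor comparison gave 590. Of the alternatives set before the data were examined, 24 libraries taken as independent (751), 24 libraries with the tumor as a random block (713), 24 libraries with the library number as a block (747), DESeq2 per tumor (964), DESeq2 on 24 libraries (1051) and leaving out KPU 4 (753) came within 1.5 times of the paper's count, and the others did not. DESeq2 on the 19 libraries without the GC shift, chosen after the values had been seen, gave 928.

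For the genes that were higher in KPU, the paper reports 657 and the tumor comparison gave 242. DESeq2 per tumor (587) and DESeq2 on 24 libraries (658) came within 1.5 times of the paper's count, and none of the other alternatives set before the data were examined did. DESeq2 on 19 libraries, chosen after the values had been seen, gave 565.

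Of 25 named genes with a log2 fold change in the paper's Table S2, 19 did not differ from it by more than the larger of the standard errors of the paper and of the fit, and 6 did. The paper's log2 fold changes and those of the tumor comparison were 4.80 and 3.08 for *Fbn2*, 8.40 and 7.90 for *Gpr149*, -7.73 and -7.26 for *Habp2*, 8.36 and 7.41 for *Klhl1*, 3.56 and 2.18 for *Krt5* and 8.42 and 5.13 for *Sox10*. edgeR per tumor, DESeq2 per tumor and DESeq2 on 24 libraries closed the gap for all 6. A pseudocount of 0.1 closed it for *Gpr149* (8.40), *Habp2* (-7.73), *Klhl1* (8.31) and *Krt5* (2.34). The 24 libraries with the tumor as a random block closed it for *Gpr149* (8.02) and *Habp2* (-7.42), and the 24 libraries as independent or with the library number as a block for *Habp2* (-7.42). Leaving out a tumor closed it for *Fbn2* without KP 4, KPU 2 or KPU 4, for *Gpr149* without KP 4, for *Habp2* without KP 1, KP 2, KPU 1 or KPU 3, for *Klhl1* without KP 1, KPU 1 or KPU 3, for *Krt5* without KP 1, KP 2, KPU 3 or KPU 4, and for *Sox10* without KPU 2 or KPU 4. The remaining alternatives set before the data were examined did not close it. Of the settings chosen after the values had been seen, DESeq2 on 19 libraries closed it for all 6, the GC correction with or without the block on the tumor number for *Gpr149* (8.20), and the limma fits without the 5 or 4 GC-shifted libraries for *Habp2*.

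Of the 1039 genes of the paper's Table S2 that were found, 276 did not have an adjusted p under 0.05 in the tumor comparison, while DESeq2 on 24 libraries called 1038 of them at the threshold of the paper and DESeq2 per tumor 947. With DESeq2 on 24 libraries the median absolute difference to the log2 fold changes of Table S2 was 0.00135, against 0.0423 with DESeq2 per tumor.

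Fig. 3D gives its 35 genes as significantly higher in KPU, and 7 of them did not pass an adjusted p of 0.05 in the tumor comparison. DESeq2 on 24 libraries called all 7 (*Cdh11*, *Dst*, *Eno2*, *Fbn2*, *Itgb5*, *Ppib* and *Ptx3*). The 24 libraries taken as independent, with the tumor as a random block or with the library number as a block called the same genes except *Cdh11*, and DESeq2 per tumor called them except *Cdh11* and *Itgb5*. edgeR per tumor called *Dst*, *Eno2* and *Fbn2*, and quantile normalization called *Eno2*. *Eno2* and *Ppib* passed without KP 2, *Cdh11*, *Eno2*, *Fbn2* and *Itgb5* without KPU 2, and *Dst*, *Eno2*, *Ppib* and *Ptx3* without KPU 4. Of the settings chosen after the values had been seen, DESeq2 on 19 libraries called all 7, the limma fits without the 5 or 4 GC-shifted libraries called *Ppib*, the GC correction called *Eno2*, and the GC correction with the block on the tumor number called *Eno2* and *Ptx3*.

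The paper states that LUSC markers were increased in KPU. *Trp63*, which Fig. 3B lists among them, was lower in KPU (log2 fold change -1.47, limma adjusted p = 0.3), and under no setting that was run did its direction change. DESeq2 on 24 libraries, limma on the 24 libraries as independent or with the library number as a block, and DESeq2 on 19 libraries, the last chosen after the values had been seen, called it lower. *Krt5*, *Krt13* and *Krt17* did not pass an adjusted p of 0.05. *Krt5* was called by DESeq2 per tumor and by every setting that took the 24 libraries, *Krt13* by edgeR per tumor and by DESeq2 on 24 libraries and limma on the 24 libraries as independent, and *Krt17* by quantile normalization, by the block on the tumor number, by both DESeq2 settings, by the settings that took the 24 libraries and without KP 2. Of the settings chosen after the values had been seen, DESeq2 on 19 libraries called all 3, and the GC correction with or without the block on the tumor number and TMM scaling without the 5 libraries called *Krt17*. Among the LUAD markers, which the paper states were lower, *Qsox1* did not pass an adjusted p of 0.05; it was called by limma on the 24 libraries as independent, with the tumor as a random block or with the library number as a block, by DESeq2 on 24 libraries and, chosen after the values had been seen, by DESeq2 on 19 libraries.

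The paper states that SCLC and LUSC markers were higher together in KPU type 1. If the numbers of the labels are those of the figures, type 1 is KPU 1 and KPU 2. The SCLC score was 6.87 in KPU 1 and 3.58 in KPU 2, against 3.85 to 4.93 in KP and 6.78 in KPU 3. If type 1 were instead KPU 1 and KPU 3, both its tumors would lie above KP in the SCLC and LUSC scores. KPU 4, at 5.23 in the SCLC score, lay above KP too. That pairing was picked because its tumors lay close together on these data, so it does not test the paper's types. Over the 4 KPU tumors *Chga* did not pass an adjusted p of 0.05. It was called by every setting that took the 24 libraries, without KPU 2 and, chosen after the values had been seen, by DESeq2 on 19 libraries.

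*Sox10*, which Table S2 lists, did not pass an adjusted p of 0.05. It was called by every setting that took the 24 libraries, by edgeR and DESeq2 per tumor, without KPU 4 and, chosen after the values had been seen, by DESeq2 on 19 libraries. *Klf4*, which the paper counts among activated pluripotency factors, did not pass either, and was called by DESeq2 on 24 libraries and without KPU 4.

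Fig. 3I places T1 nearest the classical, T3 nearest the basal and T4 nearest the primitive subtype. On the hand-written lists, which are not the published signatures, the classical score was 7.97 in KPU 1 and 8.79 in KPU 2, and the basal score was 6.19 in KPU 3 and 8.55 in KPU 2. The primitive score was highest in KPU 4, at 9.49.

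In the text, G2/M and PI3K/AKT/mTOR are given to KPU type 2 and Hedgehog and Notch to KPU type 1. By number, the Hedgehog score of KPU 3 (7.98) was above that of KPU 2 (6.75), and the PI3K/AKT/mTOR scores of the KPU tumors were between 9.89 and 10.06. The G2/M score was 9.56 in KPU 4 and 8.80 in KPU 3, against 8.86 and 8.77 in KPU 1 and KPU 2. These readings rest on the match by number. With KPU 1 and KPU 3 as type 1, Hedgehog (8.17 and 7.98) would be higher there than in KPU 2 and KPU 4 (6.75 and 7.24). Notch would be too, but not without the 5 GC-shifted libraries, where KPU 4 was highest (8.98). Type 2 would hold the highest G2/M score, but also the lowest, and PI3K/AKT/mTOR would be higher in type 1. That pairing was picked on these data.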

Other observations

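The tests on the chromosome 3 region, on the immune score and on whole chromosomes were chosen before their results were seen, and the other tests given here after.

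The 8 tumors can be divided into 4 and 4 in 35 ways. Only 1 of the 35, the real division by genotype, gave as many as 590 genes at the threshold of the paper, and 1 of the 35 gave as many as 4301 genes at an adjusted p under 0.05. In the other divisions 0 genes passed the threshold of the paper, and 2 divisions gave any gene at an adjusted p under 0.05. Among the 8 divisions that part all tumors with the same number, the real one again stood alone (1 of the 8), a number of divisions too small to show more, and the other 27 put at least 1 pair of same-numbered tumors on the same side. The division that sets KP 2, KPU 1, KPU 2 and KPU 3, the tumors that hold a GC-shifted library, against the other 4 gave 725 genes, and 0 genes without the 5 libraries, so these libraries are a candidate cause of that difference. They do not account for the difference between the genotypes, since 526 of the 590 and 4036 of the 4301 genes were also called without them.

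The 5 GC-shifted libraries may have been prepared or amplified in a way that favoured GC-rich fragments. Their shifts, taken against the unshifted libraries of the same tumor, correlated across 12957 genes between libraries of different tumors with a median of 0.939 (0.687 to 0.976 over 9 pairs), while those of the other libraries correlated between -0.482 and 0.386; genes are not independent replicates. Depth does not account for it, since 4 of the 5 libraries lay within the range of reads of the others. The labels give no preparation batch. GC content followed the shift only in part, with a Spearman correlation across genes of 0.456 to 0.665 in the 5 libraries. What does not follow GC content would stay after the GC correction. Single values of named genes moved with the shift. In library 2 of KPU 1, against the unshifted library of that tumor, *Calu* fell by 5.86 on the log2 scale. *Foxa2*, *Twist1* and *Nkx2-1* rose by 2.23, 2.16 and 2.14 there. The difference in spread between KPU and KP without the 5 libraries was 51.0, against 50.8 with them.

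KPU 1 and KPU 3 differed by no more than libraries of the same tumor can. Their root mean square difference was 0.313 per tumor and 0.328 to 0.334 per library over the 2 pairs of unshifted libraries, where 15 pairs of unshifted libraries of the same tumor were at 0.196 to 0.546 (median 0.248) and the 5 other pairs of KPU tumors at 1.16 to 1.59. No explanation was tested. If they are not independent, KPU holds fewer independent tumors than 4, and the fits that leave out KPU 1 or KPU 3 give the values without this closeness.

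The numbers of the labels may not be those of KPU T1 to T4, which Fig. 3A assigns to the types. Between KPU 1 and 2 and KPU 3 and 4, 0 genes differed at an adjusted p under 0.05, and all 3 of the 3 ways to pair the tumors gave at least as many, which with a count of 0 shows nothing. In the heatmaps of Fig. 3B and 3D, 3 of the KPU columns look unlike their neighbours, as a GC-shifted library would, and the order of the tumor numbers places only 1 of the 3. Of the 24 orders of the KPU tumors, 2 place all of them, and both have KPU 3 in the second position and KPU 4 in the third. This reading is of a figure by eye and of a pattern found in the data, so it is a hypothesis.

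*Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* differed among tumors. *Xist* was at 11.3, 26.4, 3313 and 4285 normalized counts in KP 1 to KP 4 and at 328, 11.6, 378 and 438 in KPU 1 to KPU 4, and the sum of the Y-linked genes was at 1821, 1291, 1.85 and 3.98 in KP and 0.815, 1828, 3.17 and 116 in KPU. KPU 4 thus held both, and so did each of its 3 libraries. With all 24 libraries, 4 tumors had libraries that differed in which of these they hold, and without the 5 GC-shifted libraries 0 had. KPU 1 then keeps a single library and cannot differ. The unshifted libraries of the other tumors thus held the same genes within each tumor. Whether a GC-shifted library came from another tumor cannot be told, since the libraries left out are those that differed. The limits were set after the values had been seen. Whether KPU 4 holds tissue of more than 1 mouse was not tested. Of the genes past the threshold of the paper, 3.05% lie on X or Y, against 3.13% of all genes. This share cannot exclude an effect of sex on genes of other chromosomes. Each genotype held tumors with *Xist* and tumors with Y-linked genes, so sex did not follow the genotypes.

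*Sox2* lies close to *Usp13* on chromosome 3, and a gain of that region in the KPU tumors could raise both. The other 55 genes within 5 Mb of either had a median log2 fold change 0.034 below that of all other genes (difference -0.034, percentile 40.5 among 10000 random lists), with 26 higher and 29 lower, which is not what a gain of the region would give.

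The fall of the LUAD markers could come with less lung or immune tissue in the KPU samples. The immune score differed by -1.23 (exact permutation p = 0.086), with KPU 4 inside the range of KP, the endothelial score by -0.79 (exact permutation p = 0.23) and the erythroid score by -0.90 (exact permutation p = 0.31). Without KPU 4 the immune and endothelial differences were -1.64 and -1.20 (both exact permutation p = 0.029). The score of epithelial genes fell as well, by 2.74 (exact permutation p = 0.029, adjusted over the 9 lists 0.064). A tumor that has lost lung lineage genes would also show the fall of the markers, so the explanations cannot be told apart. The score of lung lineage genes outside Fig. 3B fell by 3.13, and that of gastric genes by 4.70 (both exact permutation p = 0.029, adjusted over the 9 lists 0.064), with 4 of 4 KPU tumors below all KP tumors.

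Whole chromosomes differed from the rest of a tumor, as gains or losses could cause. The largest shift of a KPU tumor was -0.58, on chromosome 17 in KPU 2, and chromosome 17 was also the lowest chromosome of KPU 1 (-0.38), KPU 3 (-0.35) and KPU 4 (-0.42). The largest shift of KPU 1 was 0.43, on chromosome 12. For each of these shifts, 0 of 1000 random sets of genes had a median as large. The KP tumors, taken in the same way, had largest shifts of 0.25, -0.34, 0.20 and -0.24, each also matched by 0 of 1000 random sets, so random sets are too easy a comparison, and copy number cannot be told apart from regulation of neighbouring genes or from GC content.

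The count of differentially expressed genes depended on the tool and on the unit. DESeq2 gave 964 genes with 8 tumors and 1051 with 24 libraries, and limma gave 590 with 8 tumors and 751 with 24 libraries. At this threshold, that of the paper, going from limma to DESeq2 thus moved the count by more than the change of unit. This held with either unit and with either tool, but edgeR with 8 tumors gave 634, near the count of limma. At an adjusted p under 0.05 the change of unit moved the count more. There limma gave 4301 genes with 8 tumors and 7880 with 24 libraries, and DESeq2 6033 and 8592. The values of Table S2 are those of DESeq2 with the 24 libraries as independent samples to within a median absolute difference of 0.00135 in log2 fold change, with 1038 of the 1039 genes found called, against 0.0423 and 947 with DESeq2 per tumor. The paper's text does not say how the libraries entered.

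For the hallmark EMT set, the paper's Table S3 gives an FDR q of 0.163 in KPU as a whole, while the 35 genes of Fig. 3D, taken from that set, had 28 with an adjusted p under 0.05 (limma).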
